# VDAC1 is a target for pharmacologically induced insulin hypersecretion in β cells

**DOI:** 10.1016/j.celrep.2025.115834

**Published:** 2025-06-11

**Authors:** Gitanjali Roy, Andrea Ordóñez, Derk D. Binns, Karina Rodrigues-dos-Santos, Michael B. Kwakye, George C. King, Rachel L. Kuntz, Noyonika Mukherjee, Andrew T. Templin, Zhiyong Tan, Timothy I. Richardson, Emma H. Doud, Amber L. Mosley, Kathryn L. Schueler, Christopher H. Emfinger, Alan D. Attie, Mark P. Keller, Travis S. Johnson, Michael A. Kalwat

## Abstract

β cells are dysfunctional in type 2 diabetes (T2D) and congenital hyperinsulinism (HI), but the mechanisms linking hypersecretion to β cell failure are poorly understood. Here, we use proteomics and functional assays in human and mouse β cell lines to identify VDAC1 as a target for the small molecule hypersecretion inducer SW016789. By enhancing membrane depolarization, SW016789 acutely increases Ca^2+^ influx, eventually driving β cell dysfunction. Time-course transcriptomics analysis reveals a distinct hypersecretory response signature compared to classical endoplasmic reticulum (ER) stress, highlighting ER-associated degradation (ERAD) as a key adaptive pathway. While SW016789 reduces ERAD substrate OS-9 levels, broader ERAD component changes are limited in cell lines. However, immunostaining of the T2D human pancreas shows altered distributions of the ratios of the core ERAD components SEL1L, HRD1, and DERL3 in β cells. This work provides a detailed mechanistic characterization of a hypersecretion-specific stress response, revealing potential therapeutic targets, including VDAC1 and ERAD, for modulating β cell function and survival in disease.

## In brief

Roy et al. identify VDAC1 as a target for pharmacologically induced insulin hypersecretion in β cells. Hypersecretory stress causes a distinct transcriptomic signature that implicates ER-associated degradation (ERAD) as an adaptive response. The relative abundance of ERAD components is altered in pancreatic islets of type 2 diabetic humans.

## INTRODUCTION

Pancreatic β cells must secrete insulin to maintain glucose homeostasis. Failures in this process lead to type 2 diabetes (T2D).^1^ In T2D, impaired production of and response to insulin leads to chronic hyperglycemia and cardiovascular comorbidities. β cells normally sense increased circulating glucose concentrations through passive uptake and subsequent glycolytic and mitochondrial metabolism, followed by the secretion of insuin, which travels to peripheral tissues to stimulate glucose clearance. ^2,3^ These metabolic events in the β cell involve oscillations in [ATP] and [ADP], with ATP stimulating closure and ADP stimulating opening of ATP-sensitive potassium channels (K_ATP_). ^4^ K_ATP_ closure leads to membrane depolarization, voltage-dependent Ca^2+^ channel (VDCC) opening, and Ca^2+^ influx, which triggers insulin exocytosis. ^5–11^ Concurrently, metabolic amplification augments exocytosis without further Ca^2+^ influx. ^12–14^ While insulin secretion is necessary for glucose homeostasis, this process can go awry when secretory rates are elevated inappropriately (insulin hypersecretion) in rare diseases like congenital hyperinsulinism. Insulin hypersecretion may also contribute to prediabetes, T2D, and some cases of monogenic diabetes via multiple mechanisms. ^15–18^ We define the hypersecretory response as β cell dysfunction occurring due to an abnormally high secretory rate caused by pharmacological, environmental, or genetic factors. Insulin hypersecretion can occur before the development of insulin resistance. ^19,20^ However, the mechanisms behind insulin hypersecretion and the associated responses remain incompletely understood. It is also unknown to what extent insulin hypersecretion may instigate β cell failure and which steps might be therapeutically targetable. In some cases, diabetes treatments that promote secretion can exacerbate β cell dysfunction. ^21–23^ However, hypersecretion responses can be reversible, suggesting the possibility of therapeutic interventions. ^21,24^ To prevent β cell dysfunction in T2D and other genetic diseases, therapies are needed to alleviate hypersecretion while maintaining glucose homeostasis. Hyperglycemia can also drive β cell failure independent of insulin hypersecretion, ^25^ further supporting the need for multiple treatment strategies.

Insulin hypersecretion may present as repeated occurrences for short durations or chronically elevated secretory rates and is known to be induced by multiple small molecules. ^21,24,26–28^ In response to these treatments, we and others have found that β cells adapt by halting secretory function. ^21,24,26^ The mechanisms of pharmacologically induced insulin hypersecretion and its downstream impacts on β cell function are not fully understood. We previously identified a small molecule, SW016789, which acutely causes insulin hypersecretion (1–2 h) and results in loss of β cell function after longer exposure (4–24 h). ^24^ We determined that SW016789 enhanced nutrient-stimulated Ca^2+^ influx to elicit hypersecretion, subsequently causing a transient endoplasmic reticulum (ER) stress-like response and loss of secretion, but without cell death. We also found that blocking Ca^2+^ influx protected against the loss of function caused by chronic SW016789 exposure. We concluded that the acute and chronic effects of hypersecretion are inextricably linked and not actually two opposite activities. The proximal mechanism of action for SW016789 and the nature of the β cell hypersecretory response were unclear.

In the current study, we report the discovery of a target protein for SW016789 activity, the voltage-dependent anion channel VDAC1. Further, we find that hypersecretion can occur in response to structurally diverse compounds and that the key steps likely lie downstream of enhanced Ca^2+^ influx. To better understand the processes involved, we used time-course transcriptomics and clustering analyses to elucidate a unique hypersecretory response signature. This signature is enriched for multiple pathways, including core components of ER-associated degradation (ERAD), coat protein complex II (COP-II) transport, serine and one-carbon metabolism, and certain ER chaperones. We found that ERAD may play a part in the β cell adaptive response to hypersecretory stress to avoid cell death and that the ratio between ERAD components may be altered in islets in T2D.

## RESULTS

### SW016789 induces hypersecretory stress in human β cells and interacts with VDAC1

We previously published the phenotypic effects of SW016789-induced hypersecretory stress in β cells.^24^ However, the exact pathways through which hypersecretion acts are not well understood. Hypersecretion was hypothesized to activate the unfolded protein response of the ER (UPR^ER^). One of the pathways that can activate the UPR^ER^ is the IRE1α-mediated splicing of Xbp1 mRNA. To test whether SW016789-induced hypersecretion could activate the UPR^ER^ in human EndoC-βH1 cells, we used an XBP1 splicing-based reporter. SW016789 caused a transient and relatively low-amplitude ER stress response compared to the larger and sustained response elicited by the known ER stressor thapsigargin (Tg), which acts by depleting ER Ca^2+^ (Figures 1A and 1B). The transient nature of hypersecretory stress from SW016789 compared to sustained ER stress from thapsigargin was consistent in isolated human islets treated for either 6 or 24 h, as shown by spliced *XBP1* and *DDIT3* (CHOP) expression (Figure 1C). However, *HSPA5* (BiP) expression was sustained with both treatments. Our previous findings indicated that SW016789-induced hypersecretory stress depended on Ca^2+^ influx, but the exact protein target(s) were unknown. To address this, we leveraged structure-activity relationship data using a small set of chemical analogs of SW016789.^24^ Based on the activity of those analogs, we determined that the central hydroxyl group could not be modified and that adding side chains may be tolerated on the benzyl and thiophene rings. We designed a photoaffinity probe, Z629, to perform direct target identification experiments (Figures 1D and S1A). To verify that Z629 retained activity, we treated InsGLuc-MIN6 cells for 24 h in the presence of DMSO, SW016789, or Z629. We observed that both SW016789 and Z629 suppressed glucose-stimulated secretion (Figure 1E). We have shown previously that the dihydropyridine VDCC blocker nifedipine protects against the inhibitory effects of SW016789.^24^ Using this paradigm, we observed that nifedipine also protected β cells against Z629 (Figure 1E). Notably, nifedipine was more effective at protecting against Z629 compared to SW016789. This may be due to the structural modifications of the Z629 probe causing slightly reduced potency as a hypersecretion inducer compared to the original compound. However, these data indicated that Z629 has activity similar to the parental SW016789 compound. The Z629 probe incorporates an alkyne for click chemistry and a tetrafluorophenyl azide for UV crosslinking. Having established SW016789 activity in mouse and human β cell lines, we performed target identification studies in both MIN6 and EndoC-βH1 β cells to increase the chances of identifying relevant targets. We treated both lines with Z629 or DMSO and exposed the cells to UV-B light. The lysates were subjected to click chemistry and affinity purification followed by immunoblotting to confirm biotin labeling (Figure 1F). Bands present in the non-UV-treated samples are endogenously biotinylated proteins (e.g., pyruvate carboxylase, ~130 kDa). The experiment was repeated, and samples were subjected to on-bead digestion for proteomics analysis. We identified 80 potential Z629-interacting proteins overlapping between MIN6 and EndoC-βH1 β cells, with ≥2 spectral counts in the Z629-treated samples (Figure 1G, Table S1). Applying a >5-fold enrichment cutoff narrowed this list to 37 candidates. VDAC1, VDAC2, and VDAC3 were detected in Z629 pull-down from both MIN6 and EndoC-βH1 cells, consistent with their expression in both cell lines and in human islets (Figures S1B and S1C). Across multiple endocrine cell lines, VDAC1 gene expression was the highest in MIN6 β cells (Figure S1D). 

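RNA was sequenced from 6 endocrine cell lines, with 3 libraries for each line and treatment and 54 libraries in all. QGP1 is a human somatostatinoma line of δ cells, aTC1-6 a mouse glucagonoma line of α cells, GLUTag a mouse line of intestinal L cells and MGN3-1 a mouse line of ghrelin cells. PCCL3 is a rat line of thyroid follicular cells, and PTH-C1, a rat parathyroid line, has no bar in Figure S1D. Each line was treated with 0.1% DMSO for 24 h, or with thapsigargin, an inhibitor of the SERCA calcium pump, for 6 h or 24 h. The sample labels give 100 nM thapsigargin for QGP1, GLUTag and MGN3-1 and 500 nM for aTC1-6 and PCCL3. For PTH-C1 the sample labels give 500 nM and the description of the treatment gives 100 nM. The values below come from the DMSO libraries, whose counts add up to between 14119108 and 33474090 per library. The authors mapped the reads with STAR to hg38, mm10 or rn6 and counted read pairs per gene by strand with featureCounts. They deposited these raw counts for each species and TPM for each line. Vdac1 was compared between lines of one species with edgeR's quasi-likelihood test on the raw counts, in which no gene length enters, with TMM normalization and Benjamini-Hochberg adjustment over all genes tested. Lines of different species were set side by side without a test. The libraries of MIN6 were not analysed here.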

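Among these 6 lines, Vdac1, which encodes a channel of the outer mitochondrial membrane, had its highest TPM in the L-cell line GLUTag. Its deposited TPM was 169 ± 16.9 (SD, n = 3 libraries) in GLUTag, 125 ± 18.0 (SD, n = 3) in PCCL3 and 120.2 ± 17.6 (SD, n = 3) in QGP1. The lines of α cells and parathyroid cells had 89.7 ± 8.05 (SD, n = 3) and 86.9 ± 13.9 (SD, n = 3), and the ghrelin line MGN3-1 had the lowest deposited TPM, 61.4 ± 4.90 (SD, n = 3). Vdac1 was higher in GLUTag than in MGN3-1 by a log2 fold change of 1.06 (standard error 0.13, adjusted p = 4.2e-05 from edgeR) and than in aTC1-6 by 0.72 (standard error 0.13, adjusted p = 7.2e-04 from edgeR). In both comparisons every GLUTag library lay above every library of the other line (exact two-sided permutation test of the TPM, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change of aTC1-6 over MGN3-1 was 0.35 (standard error 0.13, adjusted p = 0.0416 from edgeR) and the call was lost with RLE size factors (0.31, adjusted p = 0.0662) or with no filter on low counts (0.36, adjusted p = 0.0536). It was also lost without GLUTag replicate 1 (0.35), MGN3-1 replicate 2 (0.29) or 4 (0.36), or aTC1-6 replicate 1 (0.32) or 2 (0.29). PTH-C1 and PCCL3 differed by a log2 fold change of -0.45 (standard error 0.19, adjusted p = 0.0804 from edgeR), which did not pass the test. TPM computed from the counts and the length given for each gene were higher than the deposited ones in every line and put the lines in another order, with PTH-C1 lowest: 801 ± 88.5 (SD, n = 3) in GLUTag, 434 ± 17.8 in aTC1-6, 361 ± 29.1 in PCCL3, 299.7 ± 7.25 in MGN3-1, 267 ± 34.1 in QGP1 and 255 ± 30.1 in PTH-C1. The deposited TPM matched lengths of other genes, such as 1004 bases instead of 2241 for human VDAC1 and 3025 instead of 1801 for rat Vdac1. Their order across species therefore depends on those lengths. The paper states the rank of MIN6 from its panel of TPM (Figure S1D).

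**Figure D1:**
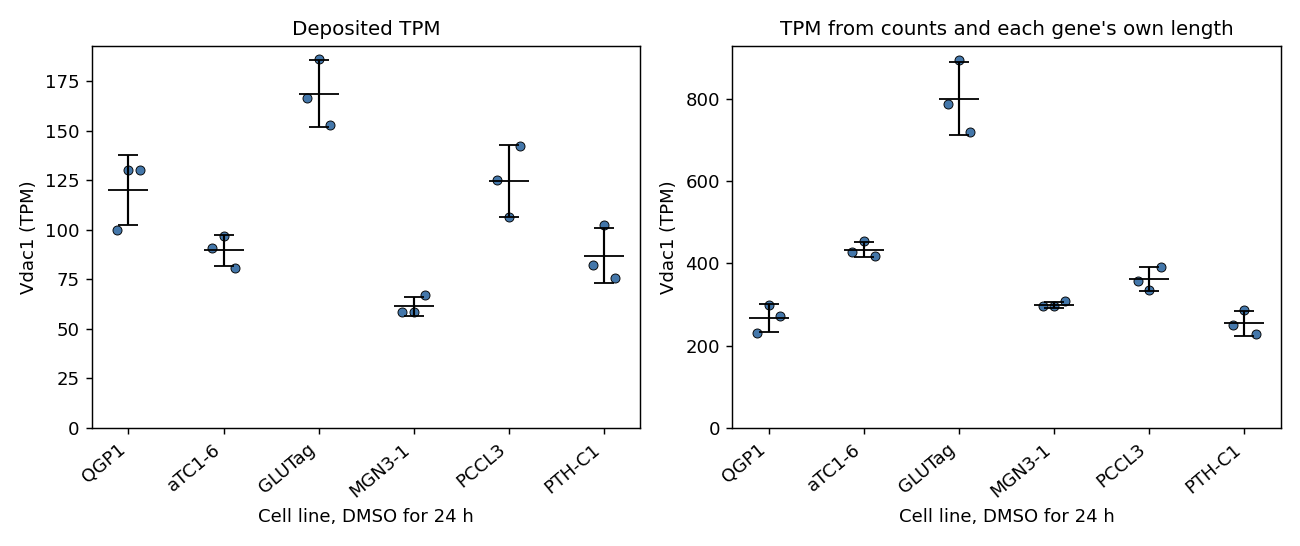
Vdac1 TPM in the DMSO libraries of 6 endocrine cell lines, as deposited (left) and as computed from the counts and the length given for each gene (right). The deposited TPM match lengths of other genes. Points are libraries, horizontal lines means and error bars SDs (n = 3); the GLUTag mean is 169 on the left and 801 on the right, the highest of the 6 lines in both.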

VDAC1 also stood out among the candidates because it has been implicated in the β cell in T2D and has the potential to alter membrane potential, which may explain the effects of SW016789.^29^ Supporting this, we observed increased resting membrane potential in MIN6 cells exposed to SW016789 (Figure 1H).

### VDAC1 is a direct target of SW016789 and is necessary for full SW016789 activity in β cells

To validate VDAC1 as a target, we applied three orthogonal methods. First, we depleted *Vdac1* in InsGLuc-MIN6 β cells using small interfering RNA (Figure 2A). *Vdac1*-depleted cells had a significantly reduced response to acute SW016789-enhanced glucose-stimulated secretion (Figures 2B and S2A). However, KCl-stimulated secretion was intact in *Vdac1*-depleted cells (Figure 2C), suggesting that membrane depolarization and secretion induced solely by Ca^2+^ influx were not impaired. Second, we co-treated cells for 24 h with SW016789 alone or in combination with the VDAC1 inhibitor VBIT4 or nifedipine. Treatment with SW016789 alone inhibited subsequent glucose-stimulated secretion, as expected (Figure 2D). ^24^ However, co-treatment of SW016789 with either VBIT4 or nifedipine protected against this inhibition (Figure 2D). Accordingly, VBIT4 suppressed the enhancement of glucose-stimulated Ca^2+^ influx induced by SW016789 (Figure S2B). Third, we applied the thermal shift assay (CETSA), which uses a temperature gradient to assess alterations in the melting temperature of the protein of interest upon binding of a ligand. ^30^ We exposed MIN6 β cells to a temperature gradient of 37 °C–75 °C to determine endogenous VDAC1 aggregation in the absence of ligand. Immunoblotting shows the stability of VDAC1 at temperatures up to 71 °C (Figure S2C). Next, we shifted to a higher temperature gradient (55 °C–80 °C) in the presence of DMSO or SW016789 (10 μM). SW016789 caused a significant shift in VDAC1 stability at 59.9°C–64.3 °C compared to DMSO (Figures 2E and S2D). Isothermal concentration dependence of SW016789 (0–20 μM) on VDAC1 stability was then determined at 64.3°C in MIN6 cells. VDAC1 stability appeared to increase in response to increasing concentrations of SW016789 and was increased significantly at 20 μM SW016789 (Figure 2F). Based on these data, we conclude that SW016789 can act through VDAC1 to cause hypersecretion, possibly via increasing membrane ion permeability and raising membrane potential, thereby potentiating glucose-stimulated Ca^2+^ influx (Figure 2G).

### Small molecule-mediated hypersecretion-induced loss of β cell function *in vitro* requires chronic Ca^2+^ influx

Many physiological and pharmacological stimuli can enhance Ca^2 +^ influx and potentially cause hypersecretion, likely through multiple mechanisms, including VDAC1. We have shown previously that ≤2 h exposure to SW016789 potentiated nutrient-induced Ca^2+^ influx to cause insulin hypersecretion. ^24^ However, ≥4 h of exposure significantly inhibited glucose-stimulated insulin secretion (GSIS) responses without causing cell death. We hypothesized that the effects of SW016789 may not be unique, as other pharmacological stimulators of insulin secretion have been shown to lead to suppression of β cell function, as is the case for the NMDA receptor antagonist dextrorphan (DXO)^26^ and sulfonylureas.^21,24,26,27,31^ Consistently, we observed a loss of function in MIN6 cells treated chronically with DXO or the sulfonylurea glimepiride (Figure 3A). We also discovered structurally distinct small-molecule hypersecretion inducers in a previous high-throughput screen (Figure S3A).^32^ These compounds had activity similar to SW016789, with 24 h pre-treatment leading to suppressed Ca^2+^ influx (Figures S3B–S3D) and insulin secretion responses (Figure 3B) in MIN6 cells. Preventing Ca^2+^ influx using the VDCC blocker nifedipine conferred protection from the chronic inhibitory effects of many of these hypersecretion inducers (Figure 3A and 3B). Nifedipine did not protect against thapsigargin-induced loss of function, distinguishing the hypersecretory response from ER stress. We also tested for potential effects of SW016789 *in vivo* on glucose tolerance. However, after an acute 5 mg/kg dose, there was no impact on glucose tolerance (Figures S3E). Considering the distal effects of hypersecretion on β cell function, from here we used SW016789 as an *in vitro* tool to induce hypersecretion to investigate the downstream dynamics of this response in β cells and to compare with ER stress responses.

### Identification and analysis of time-dependent transcriptomic changes in response to hypersecretory stress in β cells

To identify transcriptomic alterations downstream of hypersecretory stress, MIN6 β cells were treated with DMSO, SW016789, and thapsigargin for 1, 2, 6, and 24 h and submitted for RNA sequencing (RNA-seq) (Figure 4A; Table S2). Time-course differentially expressed gene (DEG) analysis (|log_2_ Foldchange| > 1 and false discovery rate [FDR] < 0.05) indicated 926 genes altered by thapsigargin and 168 genes altered by SW016789 with 109 in common (Figure 4B). We noted distinct expression differences between SW016789 and thapsigargin for multiple pathways (Figure 4C). For example, thapsigargin altered genes involved in the UPR^ER^, ERAD, redox stress, autophagy, cell death, insulin processing and secretion, disallowed β cell genes, metabolism, and β cell transcription factors. SW016789 selectively impacted subsets of the UPR^ER^, immediate-early response, and insulin secretion genes. We also compared SW016789-induced genes to published RNA-seq datasets of mouse islets treated with the NMDA receptor antagonist DXO (Figures S4A and S4B), ^26^ islets from mice chronically treated with glibenclamide (Figures S4C), ^33^ and fluorescence-activated cell sorting-purified β cells from *Abcc8* knockout mice (Figure S4D). ^34^ We found overlapping DEGs between SW016789 and DXO, including immediate-early genes and ERAD components (Figures S4A and S4B; Table S3). We also found that SW016789 induced genes in the serine biosynthetic pathway (Figure 4D), including *Psat1*, which was also increased in *Abcc8* knockout β cells (Figure S4D; Table S3). This finding agrees with data showing elevated serine biosynthesis in islets from patients with congenital hyperinsulinism. ^35^ There was limited overlap between the effects of SW016789 and chronic glibenclamide (*Angptl6*, *Gc*, *Nnat*, *Ppargc1a*, and *Slc7a11*), potentially suggesting distinct pathway engagement (Figure S4C; Table S3). Notably, SW016789 did not alter certain maladaptive responses like *Txnip*, *Qrich1*, or cell death-related genes. However, many distinctions in gene expression between SW016789 and thapsigargin appeared to be related to their temporal expression pattern. Therefore, to better understand these dynamic expression changes, we clustered the data using two different approaches. We used weighted gene co-expression network analysis (WGCNA) to cluster all genes in the raw RNA-seq count matrix into modules based on their expression patterns regardless of significance or fold change in edgeR (Figure 5A and S5; Table S3). For example, the “royalblue” and “turquoise” WGCNA modules stood out as robustly changed in opposite directions by SW016789 and thapsigargin (Figure 5B). We performed gene set enrichment analysis on each module using EnrichR-KG and created a directed network comprised of all modules with significantly enriched terms (Figure 5C). This network illustrated the differences between hypersecretion and thapsigargin-mediated ER stress and showed positive correlations between WGCNA modules like royalblue, which was enriched for secretory pathway genes and “black,” which was enriched for protein processing in the ER.

In parallel, we used Dirichlet process-Gaussian process (DPGP) to cluster DEGs from Figure 4A (Figure 5D).^36^ Notably, most SW016789-altered genes fell into a single cluster (SW_DPGP_cluster_3), which followed a pattern of early downregulation followed by increased expression peaking at 6 h and returning to baseline by 24 h. We noted that SW_DPGP_cluster_2 and SW_DPGP_cluster_5 exhibited a pattern of peak expression at 1 and 2 h, respectively, likely due to the immediate-early response downstream of enhanced Ca^2+^ influx. For thapsigargin, most genes fell into Tg_DPGP_cluster_1 and Tg_DPGP_cluster_4, which represent genes that continuously increase or decrease with time, respectively. We compared the WGNCA and DPGP clustering results using an UpSet plot ranked by the intersection ratio (Figure 5E). This indicated that the royalblue WGCNA module was the most similar to SW_DPGP_cluster_3 but included additional genes that had not reached significance in edgeR analyses. SW_DPGP_cluster_3 also overlapped with Tg_DPGP_cluster_1, highlighting genes that are modulated transiently after hypersecretion but that are induced more slowly by ER stress. For our downstream analyses, we combined the gene lists of royalblue and SW_DPGP_cluster_3 because of their similar expression dynamics. We propose that this combined set represents a hypersecretion response signature. Within this signature, we found enrichment of pathways related to ERAD and ER stress (e.g., *Derl3*, *Syvn1*, *Sel1l*, *Hspa5*, and *Ppp1r15a*), amino acid transport, vesicle trafficking (e.g., the COP-II complex), and serine metabolism (e.g., *Psat1*, *Psph*, and *Phgdh*) (Figure 5E, inset). ERAD has been implicated as an important pathway in β cell function, ^37–40^ so we hypothesized that it could serve an adaptive role during hypersecretion. ERAD mediates the extrusion and ubiquitination of misfolded proteins from the ER membrane and lumen and thereby mitigates ER stress and eventual apoptosis. ERAD factors like *Sel1l*, *Derl3*, and *Syvn1* are induced by SW016789 at 6 h, while their induction by thapsigargin is either weaker or delayed (Figure 5F). We next investigated the involvement of ERAD in the β cell hypersecretion response and diabetes pathology using pharmacological treatments, immunoblotting in murine and human β cell lines, and immunostaining of human pancreas sections.

### ERAD activity may be altered by hypersecretion and may protect against apoptosis

As one readout of ERAD activity, we monitored the abundance of the ERAD substrate OS-9. ^41^ We treated β cells with Tg, SW016789, and eeyarestatin I (ES1), which inhibits VCP/p97, the enzyme responsible for peptide extrusion through the ERAD complex. SW016789 alone or in combination with ES1 reduced OS-9 abundance (Figure 6A), potentially reflecting increased ERAD flux. It is worth noting that OS-9 mRNA expression is increased by both SW016789 and Tg at 24 h (Figure 4C). ERAD may contribute to β cell survival during the hypersecretory response, while Tg-treated cells undergo chronic ER stress and apoptosis. To test this, we exposed β cells to either ES1 or SW016789 alone or in combination for 24 h. Only the combination of ES1 and SW016789 increased caspase-3/7 activity (Figure 6B), suggesting a requirement for ERAD activity for β cell survival during hypersecretion. MIN6 β cells retained glucose responsiveness after 24 h treatment with ES1, indicating that ERAD inhibition under these conditions did not reduce β cell function (Figure 6C). As expected, SW016789 alone or in combination with ES1 caused loss of function (Figure 6C).

### Hypersecretion responses at the protein level induce the immediate-early response and do not robustly engage canonical ER stress pathways

We next determined the extent to which transcriptional alterations due to hypersecretion or canonical ER stress led to changes in protein abundance. Mouse MIN6 cells and human EndoC-βH1 cells were treated with SW016789 or Tg for 1, 2, 4, 6, and 24 h as well as the vehicle control DMSO for 24 h. In MIN6 β cells treated with Tg, we observed significantly increased amounts of phosphorylated eIF2α by 2 h, followed by elevated CHOP, cleavage of poly(ADP-ribose) polymerase (PARP), and BiP by 24 h (Figure 6D). However, with SW016789-induced hypersecretion, we observed a rapid elevation of c-Fos, followed by increased PHGDH expression at 24 h, with minimal impact on eIF2α phosphorylation, CHOP, BiP, or the ERAD-related proteins SEL1L, HRD1 (also known as SYVN1), DNAJC3, and DNAJB11 (Figures 6D and S6A). These findings were largely mirrored in human EndoC-βH1 cells (Figures 6E and S6B), although the immediate-early response, as measured by c-Fos expression, was less pronounced in EndoC-βH1 than in MIN6 β cells. Overall, these findings support a conserved response to hypersecretion compared to ER stress in mouse and human β cells. Not all transcriptional differences are reflected in steady-state protein abundance, or the magnitude of the alterations is not large enough to reach significance, as seen for CHOP, DNAJC3, and DNAJB11 in MIN6 cells (Figure 6D) or c-Fos, phosphoglycerate dehydrogenase (PHGDH), and DNAJB11 in EndoC-βH1 cells (Figures 6E and S6B).

### The ERAD components HRD1, SEL1L, and DERL3 are co-expressed in human islets from normal and T2D donors

In both non-diabetic and T2D pancreas tissue, HRD1 and SEL1L staining appeared across both endocrine and exocrine cells (Figures 7A, S7C, and S7D). Within islets, HRD1 and SEL1L staining overlapped with insulin staining, indicating expression in β cells. SEL1L and HRD1 were also present in islets from T2D donors, although the islet structure appeared more disrupted in T2D compared to non-diabetic samples. HRD1 and SEL1L colocalized in islets, but the relative amount of SEL1L compared to HRD1 appeared to be higher in T2D islets. We reasoned that alterations in the stoichiometry of ERAD components could contribute to β cell dysfunction in T2D. Using CellProfiler, we analyzed the ratio of SEL1L/HRD1 intensity within each β cell and plotted the distribution of the SEL1L/HRD1 ratio (Figure 7B). Q-Q plots indicated that the ratios did not follow a normal distribution (Figures S7A and S7B). The distribution of SEL1/HRD1 ratios was significantly right-shifted in T2D (Figure 7C). Because the main ERAD complex contains HRD1, SEL1L, as well as DERL3, whose induction is generally more responsive to stress conditions, ^42^ we also stained DERL3 in the same human samples (Figure 7D and S7E). DERL3 staining was enriched in islets compared to surrounding acinar tissue and, in T2D, appeared to colocalize more with β cells. DERL3 and SEL1L colocalization in islets appeared more prominent in T2D than in non-diabetic samples. Like with SEL1L/HRD1, we measured the distribution of the SEL1L/DERL3 ratio in β cells and found that it was significantly left-shifted in T2D (Figure 7E and 7F). Taken together, these data suggest that at least a subset of T2D β cells has lower HRD1 and higher DERL3 abundance relative to SEL1L. These data also confirm the co-expression HRD1, SEL1L, and DERL3 at the protein level in non-diabetic and T2D human islets. The presence of these components in T2D β cells suggests that it may be possible to target ERAD flux to ameliorate β cell stress in diabetes.

## DISCUSSION

### The role of Vdac1 in SW016789-mediated β cell hypersecretion

VDACs comprise three isoforms encoded by *VDAC1*, *VDAC2*, and *VDAC3*. 

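VDAC1, VDAC2 and VDAC3 lie on 3 different chromosomes in human, mouse and rat. Human VDAC1 lies on the minus strand of chromosome 5 of hg38 from 133971875 to 134005133, VDAC2 on the plus strand of chromosome 10 from 75210154 to 75231448, and VDAC3 on the plus strand of chromosome 8 from 42391761 to 42405937. Mouse Vdac1 lies on chromosome 11 of mm10 from 52361115 to 52389396, Vdac2 on chromosome 14 from 21831561 to 21845879, and Vdac3 on chromosome 8 from 22577075 to 22593813. In the DMSO libraries of the 6 endocrine lines described above (n = 3 per line), the isoform with the largest share of the summed VDAC TPM differed from line to line. These shares use the counts and the length given for each gene. Vdac1 held 61.0% ± 2.85 (SD) of the sum in GLUTag, 43.1% ± 0.471 in aTC1-6 and 41.9% ± 3.36 in MGN3-1, and was the highest of the family in 3 of 3 libraries of each of these mouse lines. In the parathyroid line PTH-C1, Vdac3 held 58.5% ± 2.96 and Vdac1 held 21.5% ± 3.14. In QGP1 and PCCL3 no isoform was the highest in every library. In the deposited TPM, which were divided by other lengths, the order was different: Vdac1 was the highest in 1 of 3 GLUTag libraries and in 0 of 3 libraries of aTC1-6 and MGN3-1. On raw counts, Vdac3 was higher in PTH-C1 than in PCCL3 by a log2 fold change of 1.17 (standard error 0.16, adjusted p = 4.7e-04 from edgeR's quasi-likelihood test). Vdac3 was lower in GLUTag than in aTC1-6, with a log2 fold change of -0.88 (standard error 0.14, adjusted p = 3.1e-04 from the same edgeR test). Mouse Vdac3 has a pseudogene, Vdac3-ps1, on chromosome 13 that could share reads with it, so its value is uncertain to that extent. Pseudogenes of the human and rat VDAC genes could not be listed here, so the shares in QGP1, PCCL3 and PTH-C1 were not checked for this.

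**Figure D2:**
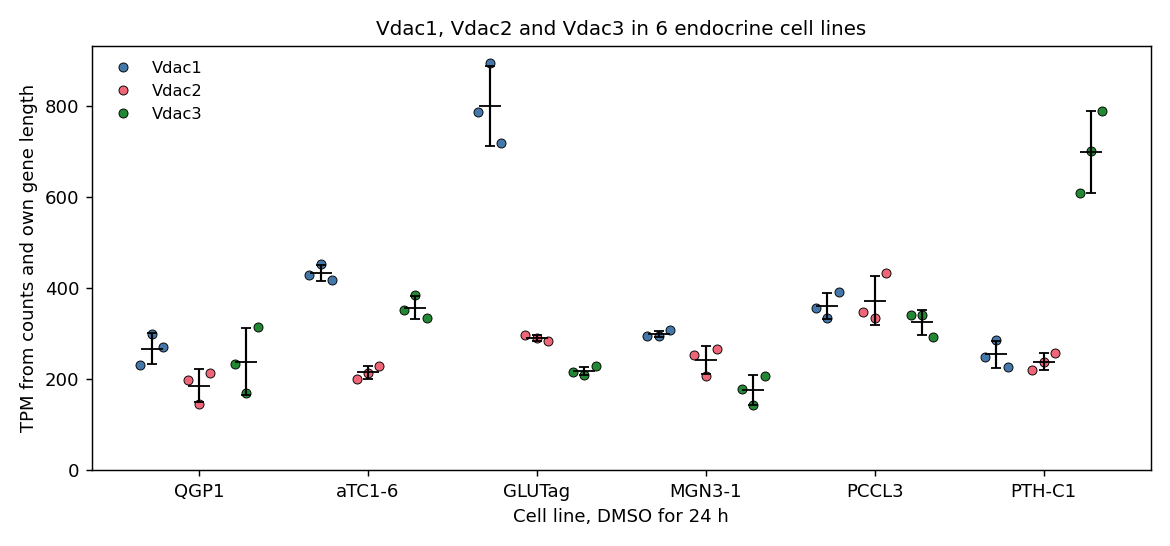
TPM of Vdac1, Vdac2 and Vdac3 from the counts and the length given for each gene in the DMSO libraries of 6 endocrine cell lines. Points are libraries, horizontal lines means and error bars SDs (n = 3); Vdac1 has 61.0% of the summed TPM in GLUTag and Vdac3 has 58.5% in PTH-C1.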

The VDACs are permeable to ions (K ^+^, Na^+^, and Ca^2+^ and metabolites, are expressed in β cells, ^29,43^ and have been pursued as possible therapeutic targets for diabetes. ^44^ VDAC2 has been suggested to protect against cell death by sequestering the pro-apoptotic protein Bak.^45^ VDAC3 may play a larger role in testis tissue and have functions distinct from VDAC1 and VDAC2. ^46^ However, VDAC1 expression has been linked to T2D and β cell dysfunction. ^29^ VDAC1 was mistargeted to the plasma membrane, where it co-localized with soluble NSF-attachment receptor (SNARE) proteins, and has been suggested to impair GSIS in the setting of glucotoxicity and T2D. ^29^ It is worth noting that mitochondrial VDAC1 protein is reduced in T2D β cells. ^47^ VDAC1 has been suggested to interact with β cell glucokinase, ^48^ which could underlie its role in dysfunctional β cells in T2D. ^29^ VDAC1 could also be involved in mitochondrion-ER contact sites, as it interacts with IP3R2, and this interaction is reduced in T2D β cells. ^47,49^

Our data support that SW016789 acts through VDAC1. However, SW016789 may exhibit polypharmacology and act through additional targets. Based on our current findings and previous phenotypic characterization, ^24^ we propose that SW016789 acts at the plasma membrane level to influence Ca^2+^ influx through VDCCs. It is possible that some effects of SW016789 are modulated by phosphorylation of VDCCs or other ion channels that indirectly potentiate VDCC activation. ^50^ While VDAC1 is purported to be present in both the mitochondrial outer membrane and the plasma membrane, our prior work did not uncover mitochondrial alterations. ^24^ While we have not specifically investigated plasmalemmal versus mitochondrial VDAC1, we predict that SW016789 is acting through plasma membrane-localized VDAC1. These findings are relevant to the pursuit of VDAC1 as a target in T2D and Alzheimer’s disease. ^29,51,52^

### β cell adaptation to the spectrum of secretory stresses

Hypersecretion induces a distinct response compared to pharmacological or genetic inhibition of SERCA2, a conclusion supported by our findings and others. ^53^ Hypersecretory stress is likely different than ER stress that occurs in response to the N-linked glycosylation inhibitor tunicamycin, glucolipotoxicity, antioxidants like dithiothreitol, or induction of misfolding mutants of insulin (i.e., Ins2-C96Y, Akita mice). ^54,55^ A major distinction is that, in response to hypersecretion *in vitro*, β cells can sacrifice their function to stave off death, which they cannot do in response to many other stressors. There is evidence from genetic mutations in humans (KCNQ1 ^56^ and HNF1A ^18)^ and mice (SUR1 ^57)^ that hypersecretion precedes β cell failure. Pharmacological evidence suggests that chronic sulfonylurea use can be detrimental to β cell function. ^21,31,58–62^ However, the transcriptomic responses to hypersecretion induced by different small molecules may be distinct, as we observed for SW016789 compared to glibenclamide (Figure S4C). β cells may handle hypersecretion largely by downregulating insulin secretion, but over time, this adaptive strategy becomes maladaptive *in vivo*. Reduced insulin secretion results in hyperglycemia, which contributes to β cell failure in a vicious cycle. ^25^ How β cells achieve a suppressed secretory state and the extent to which specific genes may protect β cells from death in hypersecretion is an active area of research. We identified multiple clusters of dynamic gene expression in our analysis that will require further investigation. Clusters containing immediate-early response genes, or those specifically induced by thapsigargin and not hypersecretion, may contain cell viability regulators. For example, *Npas4* was expressed among the immediate-early genes, and this gene has been demonstrated to have a pro-survival role in the β cell. ^63,64^

Other recent findings support the idea that β cell survival under hypersecretory conditions can occur at the expense of secretory function; for example, by treating mouse islets with DXO. ^26^ This effect has been suggested to depend on ATF4-mediated expression of serine-linked mitochondrial one-carbon metabolism, involving the genes *Phgdh*, *Shmt2*, and *Mthfd2*. Even though we analyzed different time points, we also found genes in this pathway induced by hypersecretion (SW_DPGP_cluster_3). Our findings support the possibility that the effects of SW016789-induced hypersecretion may also involve serine and one-carbon metabolism in β cells to protect against stress-induced cell death. It is possible that hypersecretion induced by a variety of pharmacological avenues can lead to similar outcomes in the β cell, likely via converging on enhanced Ca^2+^ influx.

### Blocking Ca^2+^ influx to protect against hypersecretory stress

We have observed previously that nifedipine prevents SW016789-induced hypersecretory stress and loss of function in β cells. ^24^ Furthermore, nifedipine acted similarly for many small-molecule secretion enhancers we identified in our high-throughput screen, including sulfonylureas. This indicates that, while it may be useful to understand the proximal mechanisms causing hypersecretion, Ca^2+^ influx is a key factor. Interestingly, not all inhibitors of insulin secretion confer the same protection as nifedipine. SW016789, in the presence of glucose, elicited Ca^2+^ influx and insulin release even when treated with the K_ATP_ channel opener diazoxide. ^24^ Additionally, dihydropyridine-based VDCC blockers (such as nifedipine) are superior in protecting against SW016789 compared to verapamil or diltiazem. ^24^ Data showing that VDCC activators also induce hypersecretion and phenocopy SW016789 point to the importance of Ca^2+^ influx in this distinct stress response. ^24,27^ The different mechanisms of action of VDCC modulators may explain why nifedipine protects against hypersecretory stress. Diltiazem and verapamil block ion permeation through the VDCC pore, while nifedipine interacts with a different site near the pore without blocking it.^65,66^ Dihydropyridines may selectively inhibit VDCCs under the chronic depolarization that occurs during hypersecretion. ^66,67^

### β cell ERAD may be a protective mechanism upregulated during hypersecretion

Among genes in SW_DPGP_cluster_3, there was an enrichment of the core ERAD components *Sel1l*, *Syvn1* (HRD1), and *Derl3*. Previous work supports a requirement for well-regulated ERAD in β cell function. HRD1 is upregulated in islets of Akita mice, which become diabetic because of β cell ER stress from a misfolding insulin mutant. ^68^ HRD1 has also been found to be increased in T2D human islet β cells, and β cell-specific HRD1 overexpression in mice impairs GSIS.^69^ This loss of β cell function may be due to HRD1-mediated degradation of the critical transcription factor MafA. However, SW016789 did not alter MafA protein levels, ^24^ nor did it substantially alter transcript levels of β cell transcription factors. Conversely, loss of SEL1L in mouse β cells led to impaired function, loss of β cell identity, and development of diabetes. ^39,40^ These findings agreed with a loss of SEL1L in β cells from human T2D donors. ^39^ For the third core ERAD components, DERL1/2/3, not much is known about their roles in β cells. Combined, these published findings suggest both positive and negative roles for ERAD in β cell function and T2D pathogenesis. Our immunostaining in human β cells from normal and T2D donors suggests an imbalance in the relative abundance of HRD1 and DERL3 compared to SEL1L. Different stoichiometries between these components may indicate the formation of distinct ERAD complexes with different substrates or throughput. Indeed, altered levels of HRD1 can affect ERAD complex stoichiometries, ^70^ and distinct ERAD complexes containing either DERL1 or DERL3 have been described. ^42^ DERL3 may also act as a hub molecule to control the formation of different ERAD complexes. For example, DERL3 can interact with another ERAD component, homocysteine inducible ER protein with ubiquitin like domain 1 (HERP1), and in pancreata of *Derl3* knockout mice, the expression of DERL1 and DERL2 was reduced in a HERP1-dependent manner. ^71^ More detailed analyses and tool development are needed for investigating ERAD flux in non-diabetic vs. T2D β cells and for understanding how hypersecretion may influence this process.

### Limitations of the study

In this work, we described the identification of VDAC1 as a protein target for the small-molecule hypersecretion inducer SW016789. While this is supported by affinity purification-coupled proteomics, CETSA, RNA interference, and pharmacological experiments, it is possible that SW016789 also acts through other target proteins in the β cell. We also provided a transcriptomic resource for the time course of differential gene expression during hypersecretion induced by SW016789 or ER stress induced by Tg. While these data were generated using the MIN6 mouse β cell line, validation was performed in human EndoC-βH1 cells to show that human cells exhibit a similar response (Figure 1A; 6E). Although we did not confirm induction of specific proteins in human islets, we showed that some of the same genes are induced by SW016789 at the mRNA level in primary human islets of both male and female donors (Figure 1C). This agrees with our previous finding that SW016789 causes human islets to lose GSIS responses. ^24^ Additionally, the potential *in vivo* impacts of SW016789 have not been determined. However, we used SW016789 as an *in vitro* tool compound for this study, not as a candidate therapeutic agent. *In vivo* characterization would require extensive pharmacokinetic and pharmacodynamic studies that are beyond the scope of the current work. Bulk RNA-seq experiments, while having the advantage of improved read depth, lack the ability to detect heterogeneity between individual β cells during these stress responses. Single-cell transcriptomic experiments are required to better define and understand the contributions of β cell subpopulations in hypersecretion and during diabetes pathogenesis, an issue recent studies have begun to address. ^72^ Finally, the expression of ERAD components was implicated in our transcriptomic studies using SW016789. While OS-9 levels were altered, we have not exhausted all potential readouts for ERAD flux in this work. The p97/VCP inhibitor ES1 may have off-target effects, ^73,74^ and inducible β cell knockdown/knockout of ERAD components will be ideal in the future for addressing their role(s) in adaptation to hypersecretory stress. In conclusion, further studies are needed to improve our understanding of hypersecretion downstream of enhanced Ca^2+^ influx and exocytosis and thus reveal potentially targetable components for treating diabetes or other β cell diseases.

## RESOURCE AVAILABILITY

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Michael A. Kalwat ().

### Materials availability

Making the Z629 probe available is not feasible because of the limited shelf life. Resynthesis is possible following the procedures in the manuscript. No other unique reagents were generated in this work.

### Data and code availability

- The datasets generated for this study can be found in the NCBI GEO: GSE194200 and ProteomeXchange: PXD050590. Other datasets used for comparisons are available at NCBI GEO: GSE238017, ArrayExpress: E-MTAB-4726, Mendeley Data: https://doi.org/10.17632/g4bdvw6czr.2, and Figshare: https://doi.org/10.2337/figshare.28003664).
- Code is publicly available for time-course transcriptomics analysis at Github: https://github.com/kalwatlab/hypersecretion-timecourse and for DPGP at Github: https://github.com/PrincetonUniversity/DP_GP_cluster.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## STAR★METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### β-cell line culture

Culture of MIN6 β-cells has been described. ^91^ MIN6 cells were authenticated using the Mouse STR cell line validation kit from ATCC (#137-XV). MIN6 cells were cultured in high glucose DMEM containing 10% FBS, 50 μM beta-mercaptoethanol, 1 mM pyruvate, 292 μg/mL L-glutamine, 100 U/ml penicillin, and 100 μg/mL streptomycin. InsGLuc-MIN6 cells were generated using the MIN6 cell line and characterized as previously described and were determined to be negative for mycoplasma. ^91^ InsGLuc-MIN6 were cultured as described for MIN6 cells above, with the addition of 250 μg/mL G418 to the medium. MIN6 β cells were treated with DMSO, SW016789 and thapsigargin for 1, 2, 6 and 24 h and RNA was collected for each time point at the end of the time course. EndoC-βH1 cells were from Human Cell Design. EndoC-βH1 cells were authenticated using the Human STR cell line validation kit from ATCC (#135-XV). Culture of EndoC-βH1 cells has been described. ^92^ Briefly, EndoC-βH1 cells were cultured in low glucose DMEM containing 2% fatty acid-free bovine serum albumin (BSA), 50 μM 2-β-mercaptoethanol, 10 mM nicotinamide, 5.5 μg/mL transferrin, 6.7 ng/mL sodium selenite, 4 mM L-glutamine, 1mM pyruvate, 100 U/ml penicillin, and 100 μg/mL streptomycin. The cells were seeded on plates coated with 1.2% Matrigel containing plus 3 μg/mL fibronectin and cultured at 37 °C and 5% CO_2_. Cell lines were determined to be negative for mycoplasma.

#### Human islet culture

Cadaveric human islets were obtained through the Integrated Islet Distribution Program (IIDP) and Prodo Labs. Islets were isolated by the affiliated islet isolation center and cultured in PIM medium (PIM-R001GMP, Prodo Labs) supplemented with glutamine/glutathione (PIM-G001GMP, Prodo Labs), 5% Human AB serum (100512, Gemini Bio Products), and ciprofloxacin (61–277RG, Cellgro, Inc) at 37 °C and 5% CO2 until shipping at 4 °C overnight. Human islets were cultured upon receipt in complete CMRL-1066 (containing 1 g/L (5.5 mM) glucose, 10% FBS, 100 U/ml penicillin, 100 μg/mL streptomycin, 292 μg/mL L-glutamine). Experiments included both male (*n* = 3) and female (*n* = 2) donors. Due to sample size, data were not stratified by sex. Human islet information and donor metadata are provided in Table S6.

#### Human pancreas tissue

Formalin-fixed paraffin-embedded (FFPE) de-identified human pancreas tissue were obtained through the National Disease Research Interchange (NDRI) (*n* = 4 non-diabetic, *n* = 3 T2D). Results from male and female donors were included in the study, however only male T2D samples were available. Donor characteristics and metadata are provided in Table S5.

#### Mice

Twelve healthy wild-type male C57BL6/J mice (8–9 weeks old) from three different litters were from the breeding colony at UW Madison Biochemistry. Mice were bred by sibling mating. Mice were less than five generations removed from Jackson Laboratories stock. Mice were housed at 2–4 per cage with *ad libitum* food and water access, with a 12 h light/dark cycle. Mice were not part of any previous procedures.

### METHOD DETAILS

#### Secreted insulin-Gaussia luciferase assays

InsGLuc secretion assays were performed as previously described. ^91,93^ Briefly, InsGLuc-MIN6 cells were plated in 96-well dishes at 1e5 cells/well and cultured for 3–4 days before compound treatment either overnight (24 h) in medium or acutely (1 h) in freshly prepared glucose-free modified Krebs-Ringer bicarbonate (KRBH) buffer (5 mM KCl, 120 mM NaCl, 15 mM HEPES, pH 7.4, 24 mM NaHCO_3_, 1 mM MgCl_2_, 2 mM CaCl_2_, and 1 mg/mL radioimmunoassay-grade BSA). Treatments in 96-well assays were performed with at least three replicate wells and in at least three independent passages of cells. For assays, cells were washed twice with KRBH and preincubated in 100 μL of KRBH (250 μM diazoxide where indicated) for 1 h. The solution was then removed, and cells were washed once with 100 μL of KRBH and then incubated in KRBH with or without the indicated stimulation and compound treatments for 1 h. 50 μL of KRBH was collected from each well and pipetted into a white opaque 96-well assay plates. Fresh GLuc assay working solution was then prepared by adding coelenterazine stock solution into assay buffer to a final concentration of 10 μM. 50 μL of working solution was then rapidly added to the wells using an Integra Voyager 1250 μL electric multi-channel pipette for a final concentration of 5 μM coelenterazine. Plates were spun briefly, and luminescence was measured on a Synergy H1M2 plate reader (BioTek). The Gen5 software protocol was set to shake the plate orbitally for 3 s and then read the luminescence of each well (integration, 100 ms; gain,150). High-throughput screening of compounds in the InsGLuc-MIN6 β-cell line was previously described. ^24,32^

#### Synthesis of Z629, photoaffinity analog of SW016789

The SW016789 analog, Z6292276622 (Z629), containing a fluorinated aryl azide and an alkyne-containing phenylacetylene, was synthesized by Enamine according to the scheme shown in Figure S1A. Step A: To a solution of 2,3,4,5,6-pentafluorobenzaldehyde (13.1 g; 0.067 mol) in acetone/water (100/50 mL), sodium azide (4.57 g; 0.7 mol; 1.05 eq) was added in one portion, and the mixture was stirred at 50 °C for 16 h. The mixture was then cooled to room temperature (RT) and concentrated *in vacuo* below 35 °C to obtain a ~60 mL solution. The resulting mixture was diluted with 200 mL of t-BuOMe, and the organic phase was separated and washed twice with brine, dried and concentrated to obtain crude 4-azido-2,3,5,6-tetrafluorobenzaldehyde (13 g; 0.0593 mol, Yield = 88%, 80% purity by NMR), which was used in the next step without further purification. Step B: NaBH4 (2.69 g; 0.071 mol; 1.2 eq) was suspended in THF (50 mL) and the mixture cooled to −20 °C under argon atmosphere (Ar). Dimethylamine hydrochloride (5.8 g; 0.071 mol; 1.2 eq) was added portion-wise at −20 °C, and the mixture was stirred for 1 h at this temperature and then 16 h at RT. The formed precipitate was filtered and the filtrate concentrated *in vacuo* to give dimethylamine borane. In a 500 mL flask 4-azido-2,3,5,6-tetrafluorobenzaldehyde (13 g; 0.059 mol; 1 eq) was dissolved in 100 mL of acetic acid, and the freshly prepared dimethylamine borane was added portion-wise at RT. The mixture was heated at 55 °C for 1hr and then concentrated *in vacuo* at 45 °C. The residue was dissolved in 200 mL of t-BuOMe, washed 4 times with 5% NaHCO_3_, dried (Na _2_SO_4)_, and concentrated *in vacuo*. The residue was purified by silica gel column chromatography (eluted by Hex:EtOAc 20:1 to 1:1) to obtain (4-azido-2,3,5,6-tetrafluorophenyl)methanol (7.5 g; 0.034 mol; yield = 57%) as pale yellow solid. Step C: A solution of (4-azido-2,3,5,6-tetrafluorophenyl) methanol (7.3 g 0.033 mol; 1 eq) in dry dichloromethane (100 mL) was cooled in an ice bath under Ar. Pyridine (2.8 mL; 0.034 mol; 1.05 eq) and PBr_3_ (1.25 mL; 0.013 mol; 0.4 eq) were added to this stirred solution via a syringe over a period of 30 min. After 16 h at RT, 2-propanol (80 mL) in dichloromethane (200 mL) was added, followed after 15 min by an equal volume of 5% NaHCO_3_. Extraction with dichloromethane and evaporation yielded a light-yellow solid that was triturated with t-BuOMe. The formed precipitate was filtered and washed by t-BuOMe. The filtrate was evaporated to obtain 1-azido-4-(bromomethyl)-2,3,5,6-tetrafluorobenzene (3.4 g; 0.0119mol; Yield = 36%) as a yellow solid. Step D: To a solution of 1-azido-4-(bromomethyl)-2,3,5,6-tetrafluorobenzene (2.6 g; 9.15 mmol; 1 eq) in 30 mL of DMF, 2-aminobenzimidazole (1.22 g; 9.15 mmol; 1 eq) was added, followed by the addition of K_2_ CO_3_ (2.02 g; 14.65 mmol; 1.6 eq). The mixture was stirred at room temperature for 16 h and then the mixture was poured into ice-water. The formed precipitate was filtered, washed with water, and concentrated *in vacuo* to obtain crude aminobenzimidazole **1** (2.2 g; 6.5 mmol, 60% purity by LCMS) as a light brown solid, which was used in the next step without further purification. Step E: The crude aminobenzimidazole **1** (2.2 g; 6.5 mmol, 60% purity by LCMS) and 2-bromo-1-(4-ethynylphenyl)ethan-1-one (1.59 g; 6.5 mmol; 1 eq) were dissolved in acetone (40 mL). Sodium iodide (1.03 g, 6.87 mmol; 1.05 eq) was added and the mixture was stirred at 50 °C for 19 h. The product was isolated as a solid via filtration and washed with acetone to obtain aminobenzimidazole **2** (0.8 g; 1.43 mmol; Yield = 15.6% for two steps) as an off-white solid. Step F: NaBH_4_ (0.024 g; 0.63 mmol; 1eq) was added portion-wise at −10 °C to a suspension of aminobenzimidazole **2** (0.35 g; 0.63 mmol; 1eq) in 10 mL of MeOH. The mixture was stirred for 30 min at room temperature and quenched with concentrated aqueous NH_4_ Cl. The mixture was concentrated *in vacuo* and diluted with EtOAc and water. The organic phase was separated, dried (Na_2_ SO_4)_, concentrated *in vacuo* and purified by HPLC (neutral phase) to obtain Z6292276622 (Z629) (0.012 g; 0.02 mmol; Yield = 4%) as an off-white solid.

#### Target deconvolution for SW016789

MIN6 β-cells and EndoC-βH1 cells were cultured in 10cm dishes to 80% confluence and then treated in complete medium with 5μM Z629 or DMSO as a control for 15 min in the dark at room temperature. Cells were exposed to UV-B light (306 nm) for 15 min on ice without lid. Cells were washed with cold PBS and lysed in RIPA buffer (50 mM HEPES pH 7.4, 0.5% sodium deoxycholate, 1% NP40, 150 mM NaCl, 0.1% SDS, and 25 U/mL benzonase). 1000 μg lysates per reaction condition were pre-cleared by rotating with high-capacity streptavidin-agarose beads for 1 h at room temperature. Click reaction was performed with the pre-cleared lysates with 0.0125 mM biotin-azide-plus, 1.25 mM sodium ascorbate, 0.05 mM THPTA, 1.25 mM CuSO_4_ for 15 min in the dark at room temperature. Proteins were then precipitated in 4 volumes of acetone, and samples were centrifuged at 20,000 × g for 10 min at 4°C to pellet insoluble proteins, then resolubilized in 4% SDS in PBS. The lysates were rotated overnight at 4 °C with high-capacity streptavidin-agarose beads in affinity purification buffer (50 mM HEPES, pH 7.4; 100 mM NaCl; 1% NP-40). For SDS-PAGE beads are washed twice with both affinity purification buffer and Wash Buffer (2% SDS + 6M urea +150 mM NaCl) and eluted in 2% SDS, 6M urea, 30mM biotin, and 2M thiourea for 15 min at room temperature and 15 min at 96 °C. Intermediate samples were collected after pre-clearing lysates and acetone precipitation. For proteomics, beads were washed twice each with affinity purification buffer and wash buffer (2% SDS, 6M urea, 150 mM NaCl) and once with PBS to remove SDS. Beads were frozen at −80 °C until processing.

#### Mass spectrometry

Sample preparation, mass spectrometry analysis, bioinformatics, and data evaluation for quantitative proteomics experiments were performed in collaboration with the Indiana University Proteomics Center for Proteome Analysis at the Indiana University School of Medicine, similar to previously published protocols. ^94^ *Sample Preparation*: On-bead samples were submitted to the IUSM Center for proteome analysis, where proteins were denatured in 8 M urea, 100 mM Tris-HCl, pH 8.5, and reduced with 5 mM tris(2-carboxyethyl) phosphine hydrochloride (TCEP, Sigma-Aldrich Cat No: C4706) for 30 min at room temperature. Samples were then alkylated with 10 mM chloroacetamide (CAA, Sigma Aldrich C0267) for 30 min at room temperature in the dark, prior to dilution with 50 mM Tris-HCl, pH 8.5 to a final urea concentration of 2 M for Trypsin/Lys-C based overnight protein digestion at 37 °C (0.5 μg protease, Mass Spectrometry grade, Promega V5072). *Peptide Purification and Labeling*: Digestions were acidified with trifluoroacetic acid (TFA, 0.5% v/v) and desalted on Pierce C18 spin columns (Thermo Fisher Cat No: 89870) with a wash of 0.5% TFA followed by elution in 70% acetonitrile 0.1% formic acid (FA). *Nano-LC-MS/MS*: Mass spectrometry was performed utilizing an EASY-nLC 1200 HPLC system (SCR: 014993, Thermo Fisher Scientific) coupled to Exploris 480 mass spectrometer with FAIMSpro interface (Thermo Fisher Scientific). 1/5^th^ of each fraction was loaded onto a 25 cm EasySpray column (ES902 Thermo Fisher Scientific) at 350 nL/min. The gradient was held at 5% B for 5 min (Mobile phases A: 0.1% formic acid (FA), water; B: 0.1% FA, 80% Acetonitrile (Thermo Fisher Scientific Cat No: LS122500)), then increased from 4 to 30%B over 98 min; 30–80% B over 10 min; held at 80% for 2 min; and dropping from 80 to 4% B over the final 5 min. The mass spectrometer was operated in positive ion mode, default charge state of 2, advanced peak determination on, and lock mass of 445.12003. Three FAIMS CVs were utilized (−40 CV; −55 CV; −70CV) each with a cycle time of 1.3 s and with identical MS and MS2 parameters. Precursor scans (m/z 375–1500) were done with an orbitrap resolution of 120000, RF lens% 40, automatic maximum inject time, standard AGC target, minimum MS2 intensity threshold of 5e3, MIPS mode to peptide, including charges of 2–7 for fragmentation with 30 s dynamic exclusion. MS2 scans were performed with a quadrupole isolation window of 1.6 m/z, 30% HCD CE, 15000 resolution, standard AGC target, automatic maximum IT, fixed first mass of 110 m/z. *Mass spectrometry Data Analysis*: Resulting RAW files were analyzed in Proteome Discover 2.5 (Thermo Fisher Scientific) with either a *Mus musculus* proteome (downloaded 010917, 49922 entries) or a *Homo sapiens* reference proteome FASTA (downloaded from Uniprot 051322 with 78806 entries) plus common contaminants (73 entries). ^95^ SEQUEST HT searches were conducted with a maximum number of 3 missed cleavages; precursor mass tolerance of 10 ppm, and a fragment mass tolerance of 0.02 Da. Static modifications used for the search were carbamidomethylation on cysteine (C). Dynamic modifications included oxidation of methionine (M), deamidation of asparagine or arginine, phosphorylation on serine, threonine, or tyrosine, and acetylation, methionine loss, or methionine loss plus acetylation on protein N-termini. Percolator False Discovery Rate was set to a strict peptide spectral match FDR setting of 0.01 and a relaxed setting of 0.05. Results were loaded into Scaffold Q + S 5.2.2 (Proteome Software) for viewing. Proteomics data are provided in Table S1.

#### siRNA transfections

For siRNA experiments, MIN6 β-cells were reverse transfected. Briefly, cells were trypsinized, counted, and plated at 8e5 cells per well of a 12-well tissue culture dish. Simultaneously, 25pmol of siRNA (ON-TARGETplus SMART pools: mouse *Vdac1* (L-047345–00-0005), non-targeting pool (D-001810–10-20), Horizon Discovery) was complexed with Lipofectamine RNAiMax (2.5 μL) for 5 min at room temperature in serum-free DMEM in a total volume of 100 μL. Complexed siRNAs were added directly to plated cells and cultured overnight, and the medium was changed the next morning. Cells were cultured for 48 h before harvesting cell lysates for downstream analysis.

#### Cellular thermal shift assays (CETSA)

MIN6 cells were cultured in 10cm dishes and pre-treated with either media containing DMSO or 10μM SW016789 for 30 min. The cells are trypsinized, counted, spun down and resuspended in 500μL PBS containing either DMSO or 10μM SW016789. 50μL cell suspension is aliquoted into a PCR strip tube, incubated for 5 min at RT, and heated in a thermocycler for 3 min. After cooling down, 50μL 2x lysis buffer (0.5% Triton X-100, 20% Glycerol, 274 mM NaCl, 50 mM HEPES pH 7.4, 2mM NaVO4, 2mM EGTA, 2mM EDTA, 20mM NAPP, 100mM NaF) is added to each tube of the PCR strip and transferred to a 1.5mL microcentrifuge tube and placed on ice for 20 min for cell lysis to occur. The tubes are centrifuged at 20,000 × *g* at 4C for 20 min to pellet out the aggregated insoluble material.

#### Transcriptomics and data processing

RNA quality control and downstream sequencing was performed by the Center for Medical Genomics at Indiana University School of Medicine. Total RNA samples were first evaluated for their quantity and quality using Agilent Bioanalyzer 2100. All samples were good quality with RIN (RNA Integrity Number) greater than 9. 100 nanograms of total RNA was used for library preparation with the KAPA mRNA Hyperprep Kit (KK8581) on Biomek following the manufacturer’s protocol. Each uniquely dual-indexed library was quantified and quality accessed by Qubit and Agilent TapeStation, and multiple libraries were pooled in equal molarity. The pooled libraries were sequenced with 2 × 100bp paired-end configuration on an Illumina NovaSeq 6000 sequencer using the v1.5 reagent kit. Samples had an average read depth of ~52.7 million reads/sample. The sequencing reads were first quality-checked using FastQC (v.0.11.5, Babraham Bioinformatics, Cambridge, UK) for quality control. The sequence data were then mapped to either the mouse reference genome mm10, the human reference genome hg38, or the rat reference genome rn6 using the RNA-seq aligner STAR (v.2.710a) ^82^ with the following parameter: “–outSAMmapqUnique 60”. To evaluate the quality of the RNA-seq data, the number of reads that fell into different annotated regions (exonic, intronic, splicing junction, intergenic, promoter, UTR, etc.) of the reference genome was assessed using bam-stats (from NGSUtilsJ v.0.4.17). ^83^ Uniquely mapped reads were used to quantify the gene level expression employing featureCounts (subread v.2.0.3) ^84^ with the following parameters: “-s 2 -p –countReadPairs Q 10”. Transcripts per million (TPM) were calculated using length values determined by using the “makeTxDbFromGFF” and “exonsBy” functions in the “GenomicFeatures” library and the “reduce” function in the “GenomicRanges” library in R to find the length of the union of non-over-lapping exons for each gene. ^96^ Raw fastq, read count table, and TPMs are available on NCBI Gene Expression Omnibus (GEO) under accession number GSE194200. Read count table and TPMs are also provided as a supplemental table (Table S2). To assess Vdac1 expression across multiple endocrine cell lines we mined data from NCBI GEO accession GSE238017.

#### Differential expression analysis and temporal clustering by DPGP and WGCNA

Differential gene expression analysis was performed with edgeR by two approaches. First, SW016789 and thapsigargin-treated samples were compared to their respective DMSO time points to identify differentially expressed genes at each time point. A matrix was exported with all results of these pairwise analyses (Table S2). In parallel, the SW016789 and thapsigargin samples were separately analyzed using an edgeR time course analysis which identified genes that were differentially expressed overall during the course of the experiment. After time course analysis in edgeR, a matrix was exported containing the gene names and log _2_ FC values for all genes with |log_2_ FC| > 1 and adj.p.val <0.05 for downstream analysis (Table S2). *DPGP:* Dirichlet-Process Gaussian-Process mixture model (DPGP) was used to cluster genes according to their temporal expression patterns across the time course using an unbiased algorithm. ^36^ DPGP improves upon other clustering methods like hierarchical clustering, k-means clustering, and self-organizing maps in that it does not require the user to specify the number of clusters and addresses the time series dependency issues. The number of clusters is determined by the algorithm using the input data. The resulting clusters represent different sets of response types that can be further explored to reveal insights into important gene regulatory pathways. DPGP runs most efficiently using a matrix of differentially expressed genes already filtered by log_2_ FC and significance. To run DPGP, a Docker container was created to install DPGP and the required package versions in Python 2.7 (https://github.com/PrincetonUniversity/DP_GP_cluster). DPGP was run in this Docker environment using the following Linux commands: “DP_GP_cluster.py -i input/final_data_matrix_SW_lfc1. txt -o output/output_SW -p svg –plot –fast” and “DP_GP_cluster.py -i input/final_data_matrix_Tg_lfc1.txt -o output/output_Tg -p svg –plot –fast”. Plotted outputs from DPGP are in panels that contain transparent red lines for the expression of each individual gene within the cluster, the cluster mean, and a ribbon twice the standard deviation about the cluster means. *WGCNA*: Weighted-gene co-expression network analysis (WGCNA) was applied to the time course transcriptomics data. ^79,97^ A distinction between WGCNA and DPGP is that WGCNA uses the entire unprocessed read count table from the RNAseq time course. This means additional sets of genes may be discovered that did not achieve statistical significance on their own in edgeR. A set of genes all changing in the same direction, even if each individual gene is not significant, may still indicate important pathways involved in the response to SW016789 or thapsigargin. We used WGCNA parameters similar to previous applications in rodent islets. ^98^ For module identification, the expression of 15,000 of the most abundant transcripts from all samples was included. A “signed” network was constructed, yielding modules where all transcripts are positively correlated, with a minimum module size of 20, and a soft thresholding power of 12. The first principal component, or module eigengene (ME) was computed for each module and used to illustrate the expression pattern across samples. Importantly, WGCNA provides an unsupervised analysis of the correlation structure of the transcripts across all samples, with no gene annotation or sample identification information included. Gene set enrichment analysis of genes within each module was conducted using Enrichr-KG, ^80^ yielding FDR-adjusted enrichment across multiple gene set libraries, including KEGG, GWAS catalog, and Gene Ontology (GO). Of the 15,000 transcripts used for module identification, ~14,500 (~96%) were assigned to a module, indicating a high degree of overall correlation structure among the samples. A total of 20 modules were identified, with the number of transcripts per module ranging from 3613 (turquoise) to 43 (royalblue). Among the 20 modules, 16 were significantly enriched in one or more of the Enrichr-KG libraries. WGCNA analysis results are provided in Table S3. To analyze the hypersecretion gene signature identified via DPGP and WGCNA, enrichment analyses, comparisons to DXO-treated mouse islet RNAseq, ^26^ and plot generation were completed using RStudio (R version 4.4.1) including ggplot2, ^81^ ComplexHeatmap, ^86^ ComplexUpset, ^87^ and VennDiagram.^88^ Venn diagrams were also created using molbiotools.com/listcompare.php (Figures S4C and S4D). Gene sets were analyzed with Enrichr ^99^ or Enrichr-KG ^80^ to determine enriched Biological Process GO terms. Outputs are provided in Table S3 and Table S4. *Construction of directed graph of module relationships:* To identify relationships between WGCNA co-expression modules identified from the transcriptomic sequencing of MIN6 cells, *cor.test()* in R was used to compute all pairwise correlations among the module eigengenes (ME). Only modules that enriched for one or more pathways were considered, yielding 15 modules for network construction. Network nodes represent individual modules with the top-enriched term from *Enrich-R* indicated. A full list of enriched terms for each module is provided in Table S3. ME-ME correlation values were used to construct a directed network in *Cytoscape*, where network edges depict correlation values that ranged from ~|0.4| to ~|0.9|, corresponding to P-values of ~0.01 to 10 ^−15^, respectively. Edge color depicts positive vs. negative correlation (red, positive; blue, negative), and thickness indicates the magnitude of correlation, thicker edges showing stronger relationships.

#### Human pancreas tissue staining and microscopy

FFPE tissue blocks were processed into 5 μm sections and mounted on glass slides at the Indiana University School of Medicine Histology Lab Service Core. Slides were deparaffinized by xylene and ethanol washes. Antigen retrieval was performed by heating for 40 min in an Epitope Retrival Steamer with slides submerged in Epitope Retrieval Solution (IHC-Tek). Subsequently, slides were placed onto disposable immunostaining coverplates and inserted into the Sequenza slide rack (Ted Pella/EMS) for washing, blocking, and antibody incubations. After three 10 min washes in IHC wash buffer (0.1% Triton X-100 and 0.01% sodium azide in PBS pH 7.4), slides were blocked for 1 h at room temperature in normal donkey serum (NDS) block solution (5% donkey serum, 1% bovine serum albumin, 0.3% Triton X-100, 0.05% Tween 20, and 0.05% sodium azide in PBS pH 7.4). Slides were then incubated overnight at 4 °C with primary antibodies (see Key Resources Table) diluted in NDS block solution. Antibodies to SEL1L, HRD1, and DERL3, while not previously validated in human pancreas for IHC, have been validated by others (anti-SEL1L, ^100^ anti-HRD1, ^101^ anti-DERL3 (Abcam ab78233 datasheet and Human Protein Atlas^102^)). After three washes in IHC wash buffer 200 μL each), slides were incubated in secondary antibodies in NDS block solution for 1 h at room temperature. The washed slides were mounted in polyvinyl alcohol (PVA) mounting medium (5% PVA, 10% glycerol, 50mM Tris pH 9.0, 0.01% sodium azide) with DAPI (300 nM) added and imaged on Zeiss LSM710 confocal microscope equipped with a Plan-Apochromat 20x/0.8 objective (#420650–9901). Images were processed in the Zeiss Zen software to add scale bars, set coloration for channels, and generate merged images. Scale bars indicate 50 μm. Intensities of SEL1L, HRD1, and DERL3 staining within individual β-cells from 4 to 5 different imaged regions per donor, and the SEL1L/HRD1 and SEL1L/DERL3 ratio calculations were performed using CellProfiler. ^90,103^ Data were processed further in R to generate smoothed histogram plots using geom_density(). Statistical differences in distributions were determined using the non-parametric Kolmogorov-Smirnov (K-S) test. Normality of distribution was assessed by Q-Q tests.

#### Relative gene expression measurements by qPCR

For drug treatments, human islets (50–75) were hand-picked under a dissection microscope and transferred to low-binding 1.5 mL tubes (50 islets/tube). Islets were cultured 24 h in 500 μL of complete CMRL-1066 medium containing indicated drug treatments. Islets were harvested for RNA isolation using the Quick-RNA Microprep (Zymo). Human islet characteristics and donor information are listed in Table S6. MIN6 RNA was isolated using the Aurum Total RNA Mini kit (Bio-Rad). Briefly, after indicated treatments, medium was removed from cells and lysis buffer (with β-mercaptoethanol) was added to cells. Cells were scraped, lysates transferred to 1.5 mL tubes on ice and then transferred to −80 °C for storage. Samples were processed according to the kit manufacturer’s instructions, including on-column digestion with RNase-free DNase. RNA concentration was measured using an Implen Nanophotometer or Nanodrop spectrophotometer and verified to have A_260/280_ ratios >2.0. 1000 ng of RNA was converted into cDNA using the iScript cDNA synthesis kit (Bio-Rad) following manufacturer instructions and the resulting cDNA was diluted 20-fold with water. One μL of diluted cDNA was used in 10 μL qPCR reactions using 2X SYBR Bio-Rad master mix and 250 nM of each primer. Reactions were run in 384-well format on the QuantStudio 5 (Thermo). qPCR data was analyzed using ACTB and VAPA as reference genes. ^78^ Relative expression was calculated by the 2^−ΔΔCt^ method.

#### Cell stress assays

To measure cells going through apoptosis we measured caspase activity with the Caspase3/7-Glo assay (Promega). The Sartorius Incucyte S3 was used to measure the induction of ER stress over time in EndoC-βH1 cells. For this, we transduced cells with a BacMam system expressing SantakaRed constitutively and mNeonGreen under the control of IRE1-mediated intron splicing according to the manufacturer instructions (Montana Molecular). Green and red objects were identified and quantified in the Incucyte software and changes in the GFP+/RFP+ objects over time were exported and plotted in Prism. For area-under-the-curve (AUC) analysis, a baseline of 0.6 was used, based on the steady state level achieved by the end of the time course in DMSO. We ignored any peaks that were either less than 20% of the distance from minimum to maximum Y or were defined by fewer than 10 adjacent points.

#### Lysate generation, SDS-PAGE, and immunoblotting

To generate lysates for immunoblotting, cells were lysed in 1% NP40 lysis buffer (25 mM HEPES, pH 7.4, 1% Nonidet P-40, 10% glycerol, 137 mM NaCl, 1 mM EDTA, 1 mM EGTA, 50 mM sodium fluoride, 10 mM sodium pyrophosphate, 1 mM sodium orthovanadate, 1 mM phenylmethylsulfonyl fluoride, 10 μg/mL aprotinin, 1 μg/mL pepstatin, 5 μg/mL leupeptin), rotated (10 min, 4 °C), and centrifuged (10,000 × g; 10 min; 4 °C), or lysed in RIPA buffer (50 mM HEPES, pH 7.4, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% sodium dodecylsulfate, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 50 mM sodium fluoride, 10 mM sodium pyrophosphate, 1 mM sodium orthovanadate, 1 mM phenylmethylsulfonyl fluoride, 10 μg/mL aprotinin, 1 μg/mL pepstatin, 5 μg/mL leupeptin), sonicated 5 min (30s duty cycle), and stored at −80 °C. 40–50 μg of cleared cell lysates were separated on 4–20% gradient gels (MiniProtean or Criterion TGX, Bio-Rad) by SDS-PAGE and transferred to nitrocellulose for immunoblotting. All membranes were blocked in Odyssey blocking buffer (Licor) diluted in TBS-T (20 mM Tris-HCl pH 7.6, 150 mM NaCl, 0.1% Tween 20) for 1 h before overnight incubation with primary antibodies diluted in blocking buffer. After three 10 min washes in TBS-T, membranes were incubated with fluorescent secondary antibodies 1 h at room temperature. After three 10 min washes in TBS-T, membranes were imaged on a Licor Odyssey scanner.

#### Mouse oral glucose tolerance testing

Twelve healthy wild-type male C57BL6/J mice aged 8–9 weeks were fasted for 4 h (5–9a.m.). The mice were injected intraperitoneally with either SW016789 (5 mg/kg) (*N* = 6) or and equal volume of vehicle (20% PEG300 in saline) (*N* = 6). Treatments were alternated so that half of each litter received vehicle or SW016789. After 10 min a zero timepoint bleed was taken followed by an oral gavage of 10% dextrose at 2 g/kg. Bleeds were taken at 5, 15, 30, 60 and 120 min, centrifuged, and plasma glucose was measured using Fujifilm Autokit Glucose.

### QUANTIFICATION AND STATISTICAL ANALYSIS

For time course RNAseq analysis, edgeR was used in R to assess significance by adjusted *p*-value of <0.05. Quantitated data are expressed as mean ± SD. All other data were evaluated using one-way or two-way ANOVA with the multiple comparisons test indicated in the figure legend, or Kolmogorov-Smirnov tests for distribution plots. Q-Q tests were used to assess normality of distribution plots. For all data other than edgeR-analyzed RNAseq, differences were considered significant if *p* < 0.05. Specific tests applied, numbers of samples and independent experiments are referred to in each figure legend. Statistical testing and graph generation was performed in GraphPad Prism 10 and R 4.4.1, and figure panels were assembled in Adobe Illustrator. Model figures for the graphical abstract (Created in BioRender. Kalwat, M. (2025) https://BioRender.com/83t1f60) and Figure 2G (Created in BioRender. Kalwat, M. (2025) https://BioRender.com/sw6ovh9) were created with BioRender.

## Supplementary Material

1

2

3

4

5

6

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at https://doi.org/10.1016/j.celrep.2025.115834.

## Figures and Tables

**Figure 1.**
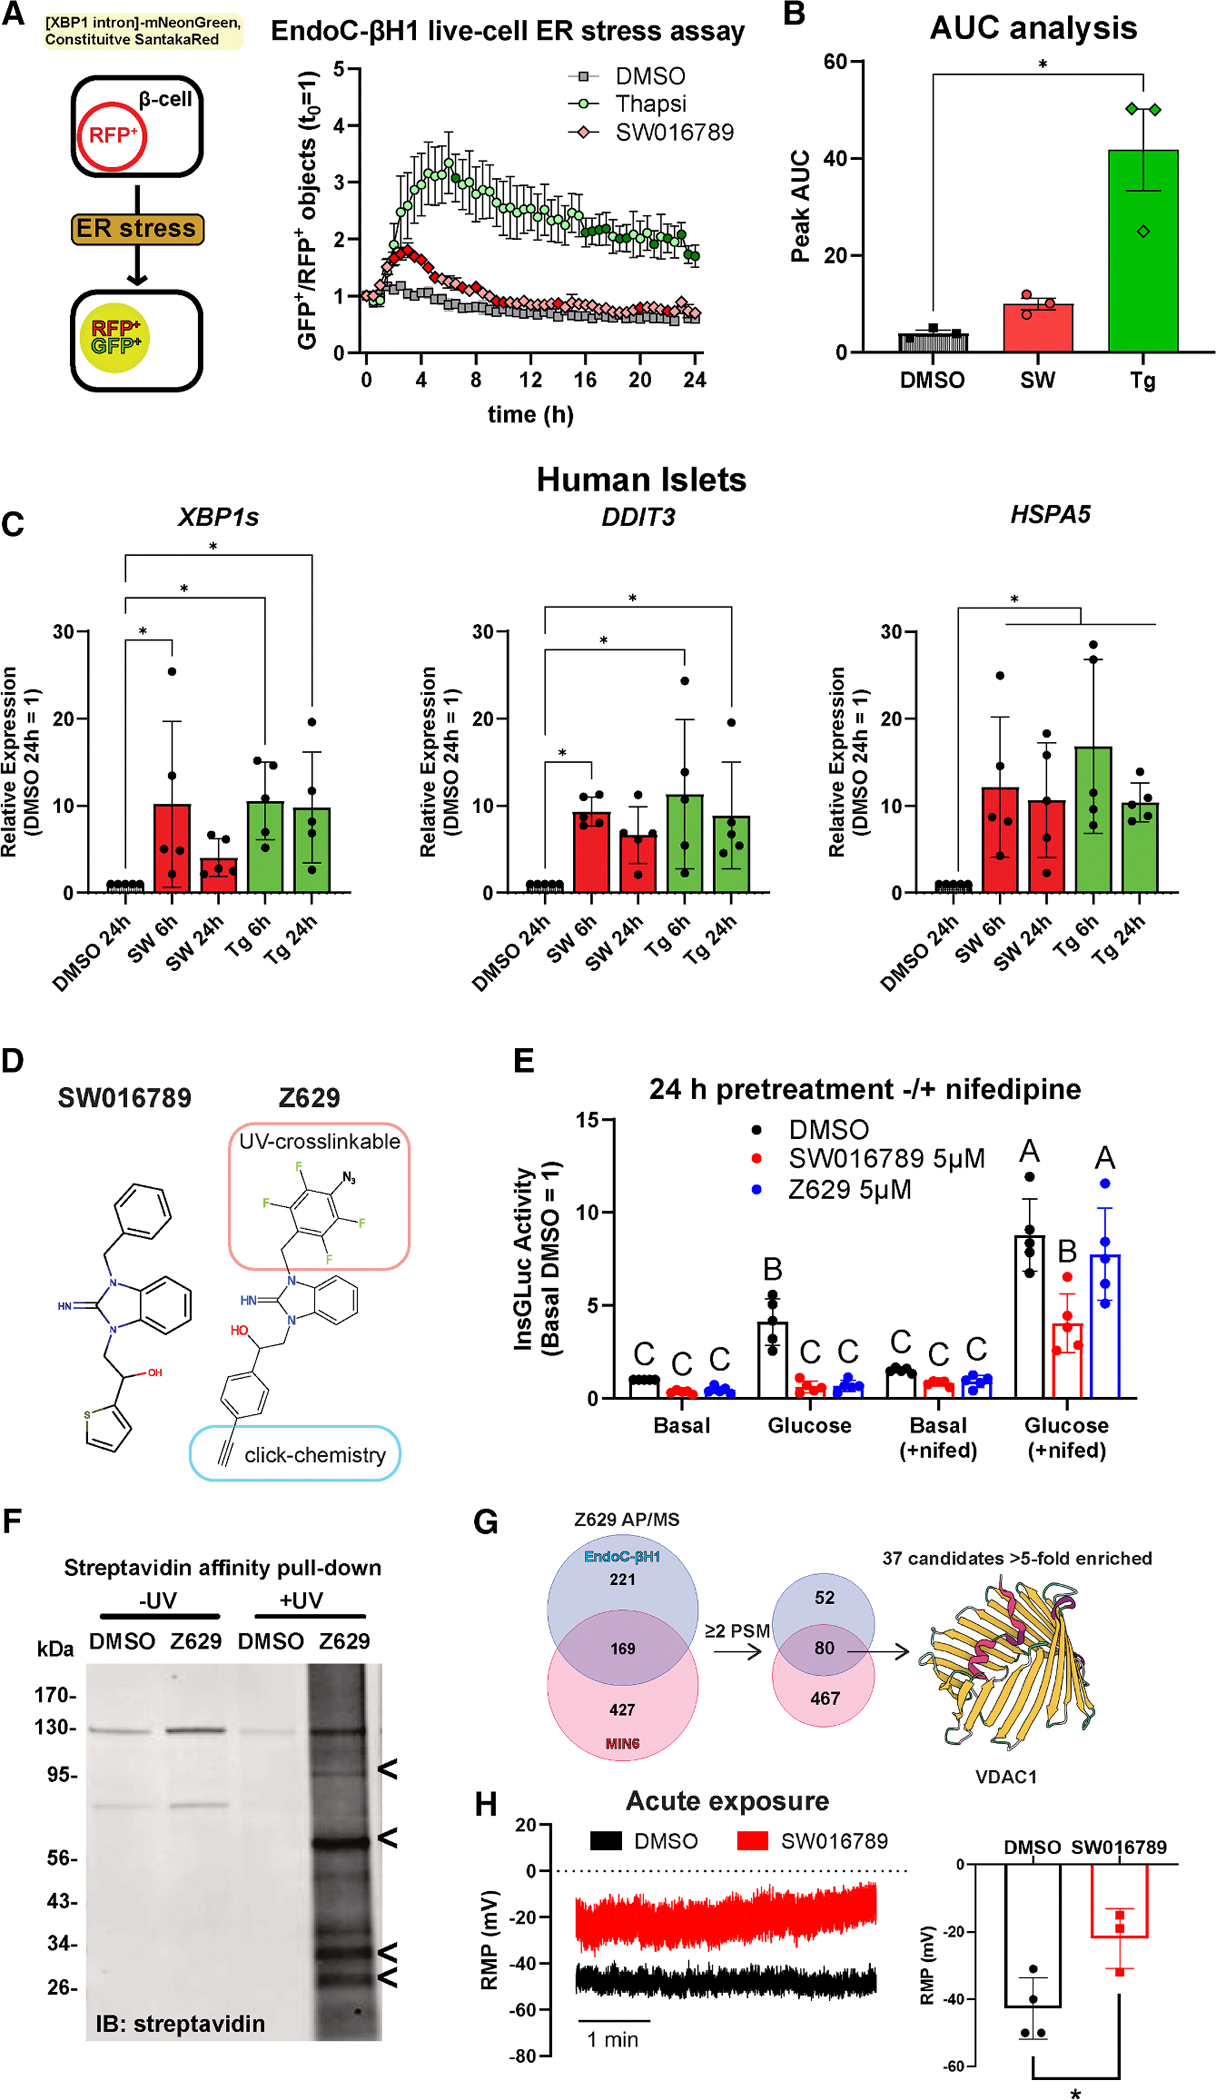
VDAC1 is implicated in hypersecretion induced by SW016789 in human and mouse β cells (A) SW016789-treated (10 μM) and Tg-treated (3 μM) EndoC-β1 cells expressing a fluorescent XBP1 splicing-based ER stress sensor. Data are the mean ± SE of *n* = 3. Differences are assessed by two-way repeated measures ANOVA with Dunnett’s multiple comparisons test. Data points with *p* < 0.05 vs. DMSO are indicated by a darker fill color (SW016789 [SW], dark red; Tg, dark green). (B) Area under the curve (AUC) analysis for (A). Data are the mean ± SE of *n* = 3. *p < 0.05 vs. DMSO by one-way ANOVA with Dunnett’s multiple comparisons test. (C) Gene expression in human islets treated for 6 or 24 h with SW (10 μM) or thapsigargin (Tg; 1 μM) or DMSO (0.1%) for 24 h. Data are the mean ± SD of *n* = 5. *p < 0.05 vs. DMSO by one-way ANOVA with Dunnett’s multiple comparisons test. (D) Chemical structure of SW and the photoaffinity probe Z629. (E) InsGLuc secretion assay in β cells treated for 24 h with DMSO, SW (5 μM), or Z629 (5 μM) in the presence or absence of nifedipine (10 μM). Data are the mean ± SD of *n* = 5. Differences (*p* < 0.05 by two-way ANOVA with Tukey’s multiple comparison test) are indicated by labeling with different letters. (F) Streptavidin blot indicating biotin-conjugated proteins in MIN6 cells. (G) Candidate targets of SW overlapping between MIN6 and EndoC-βH1 cells. Candidates among the 37 hits in Table S2 include *DYNC1H1*, *PCSK1*, *VDAC1*, *VDAC2*, *VDAC3*, *CKAP4*, *SLC3A2*, and *SEC22B*. (H) Resting membrane potential measurements in MIN6 cells treated with DMSO (0.1%) or SW (5 μM). Data are the mean ± SD of *n* = 3–4. *p < 0.05 by unpaired t test. See also Figure S1.

**Figure 2.**
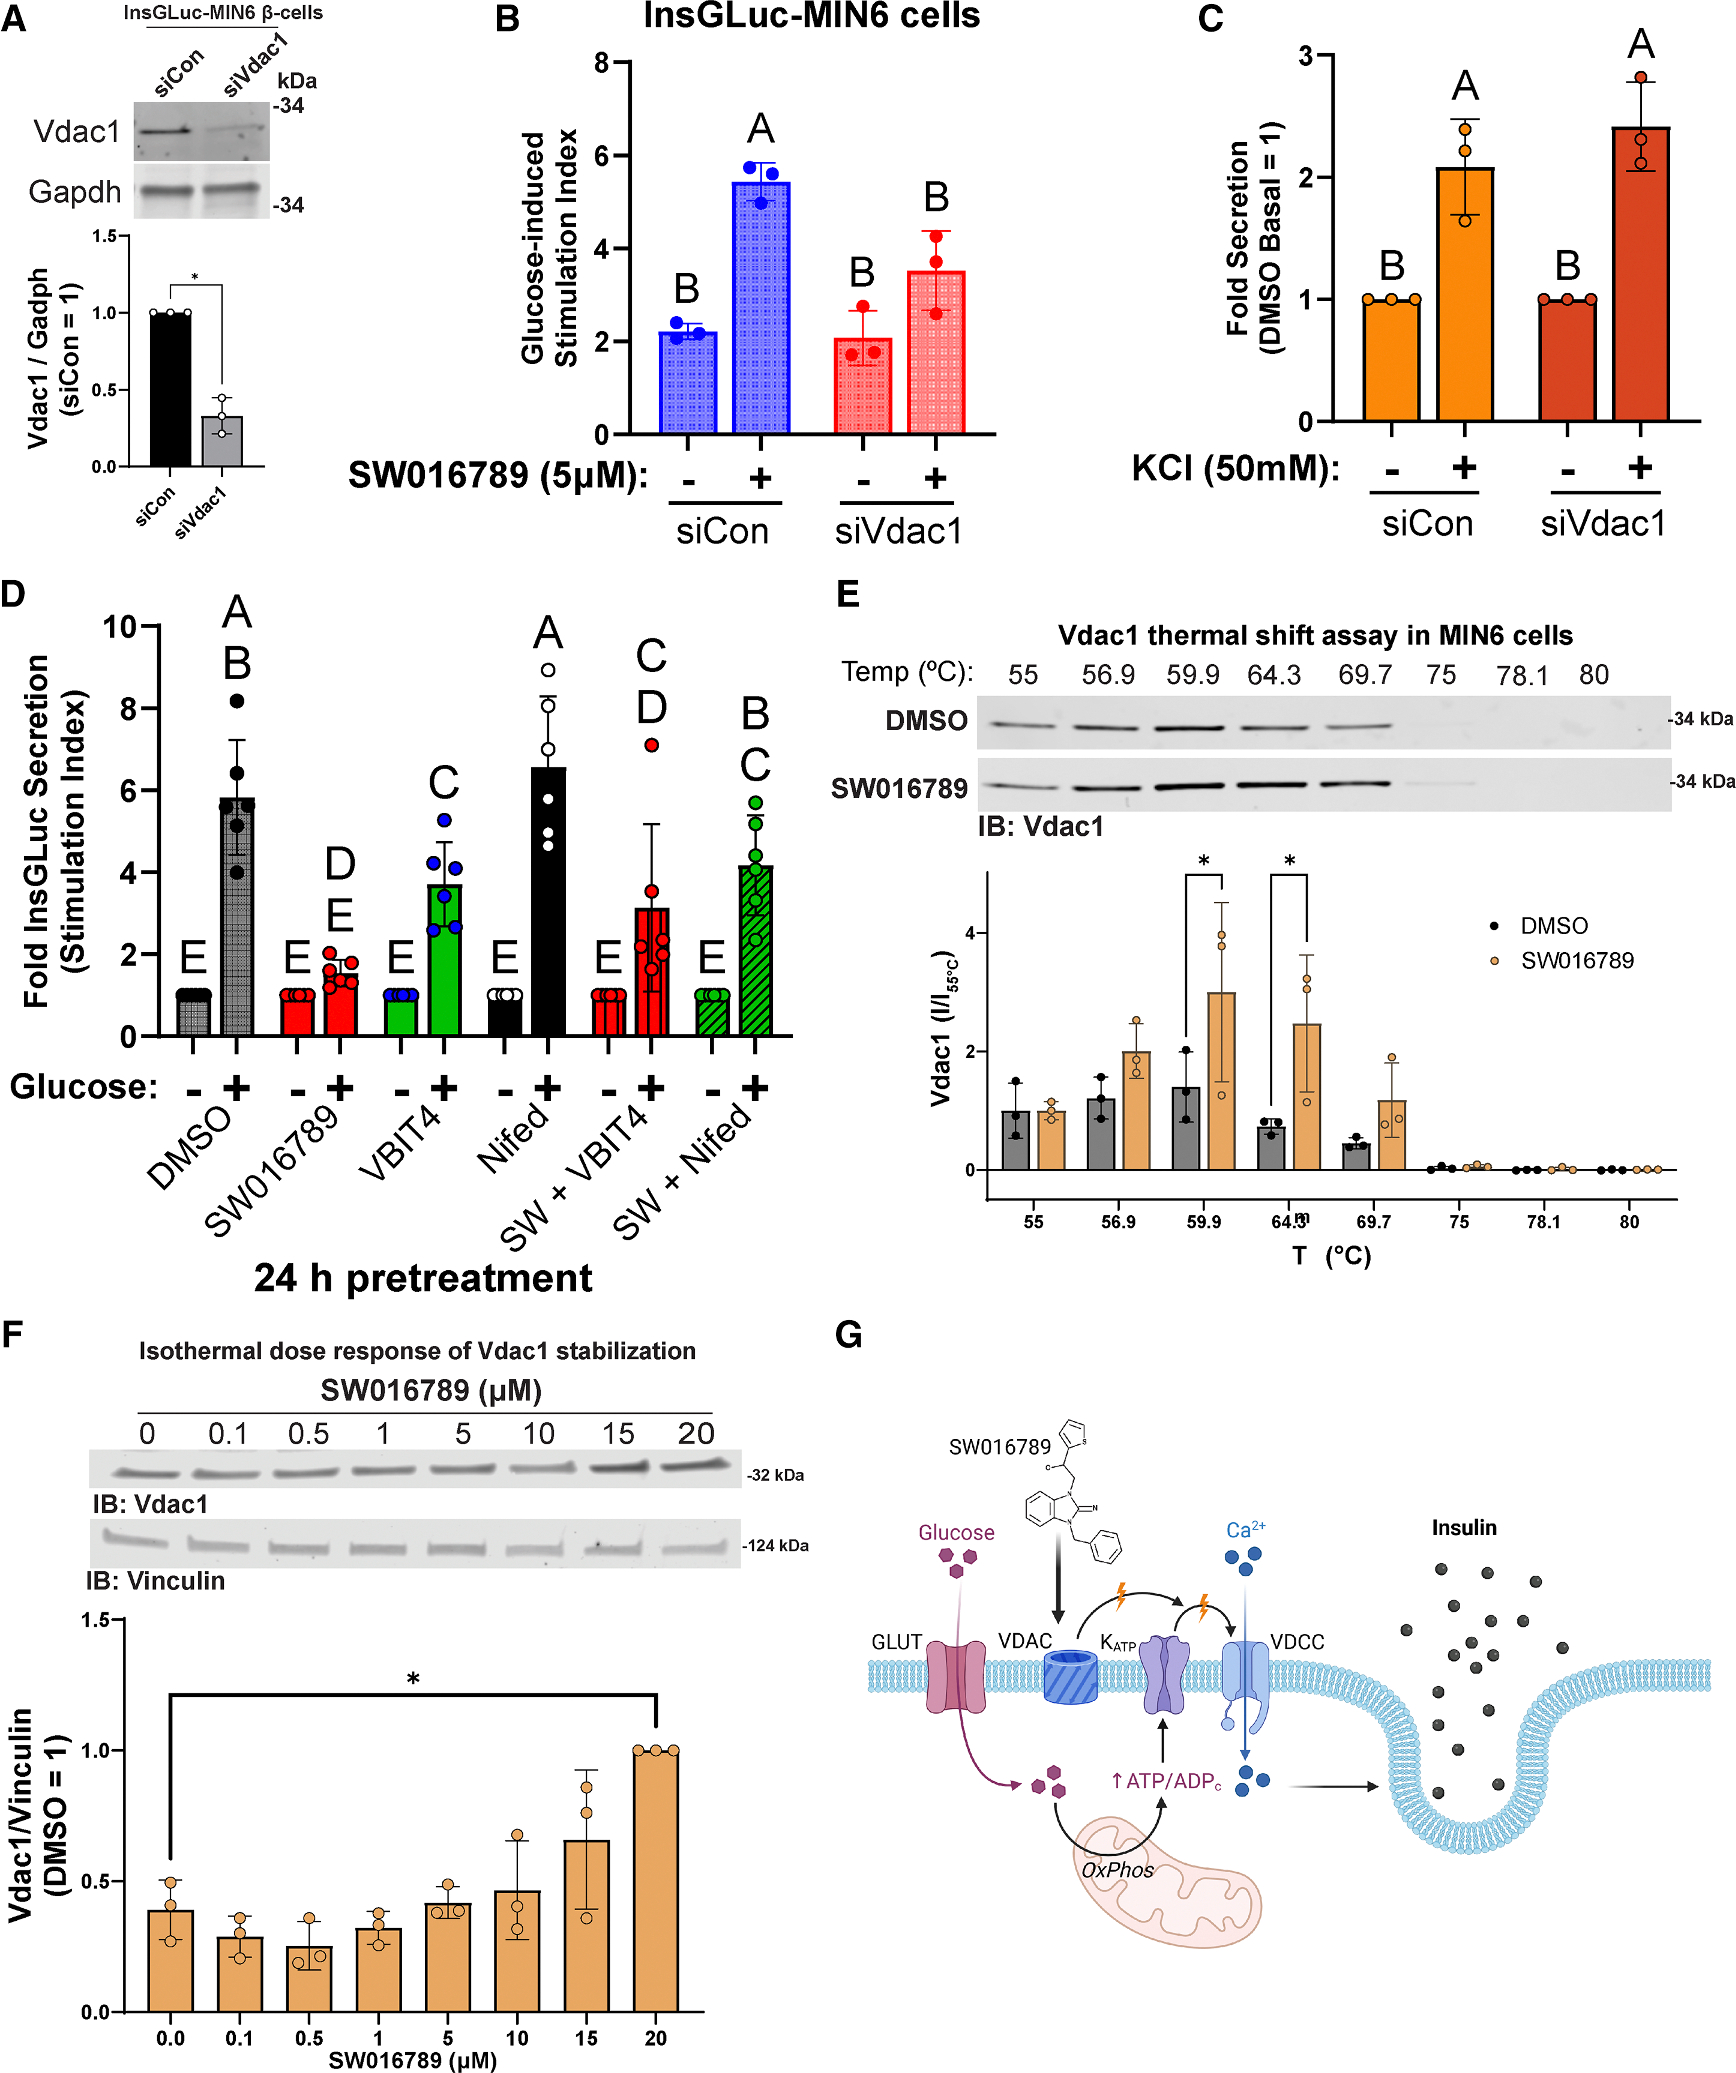
VDAC1 is stabilized by and required for SW activity (A) Depletion of *Vdac1* in InsGLuc-MIN6 β cells. Data are the mean ± SD of *n* = 3. *p < 0.05 by unpaired t test. (B) Glucose (20 mM) stimulated insulin secretion in *Vdac1*-depleted InsGLuc-MIN6 cells co-treated with 5 μM SW016789 (SW). Data are the mean ± SD of *n* = 3. Differences (*p* < 0.05 by two-way ANOVA with Tukey’s multiple comparison test) are indicated by different letters. (C) KCl-induced secretion in *Vdac1*-depleted InsGLuc-MIN6 cells. Data are the mean ± SD of *n* = 3. Differences (*p* < 0.05 by two-way ANOVA with Tukey’s multiple comparison test) are indicated by labeling with different letters. (D) 24 h treatment with SW (5 μM) in the presence or absence of the VDAC1 inhibitor VBIT4 (10 μM) or nifedipine (10 μM). Data are the mean ± SD of *n* = 6. Differences (*p* < 0.05 by two-way ANOVA with Tukey’s multiple comparison test) are indicated by labeling with different letters. (E) VDAC1 immunoblot from a cellular thermal shift assay (CETSA) in MIN6 β cells treated with SW. Data are the mean ± SD of *n* = 3. *p < 0.05 by two-way ANOVA with Sidak’s multiple comparisons test. (F) Isothermal dose-response CETSA for SW in MIN6 β cells. Data are the mean ± SD of *n* = 3. *p < 0.05 by one-way ANOVA with Dunnett’s multiple comparisons test. (G) Working model of SW actions through VDAC1. See also Figure S2.

**Figure 3.**
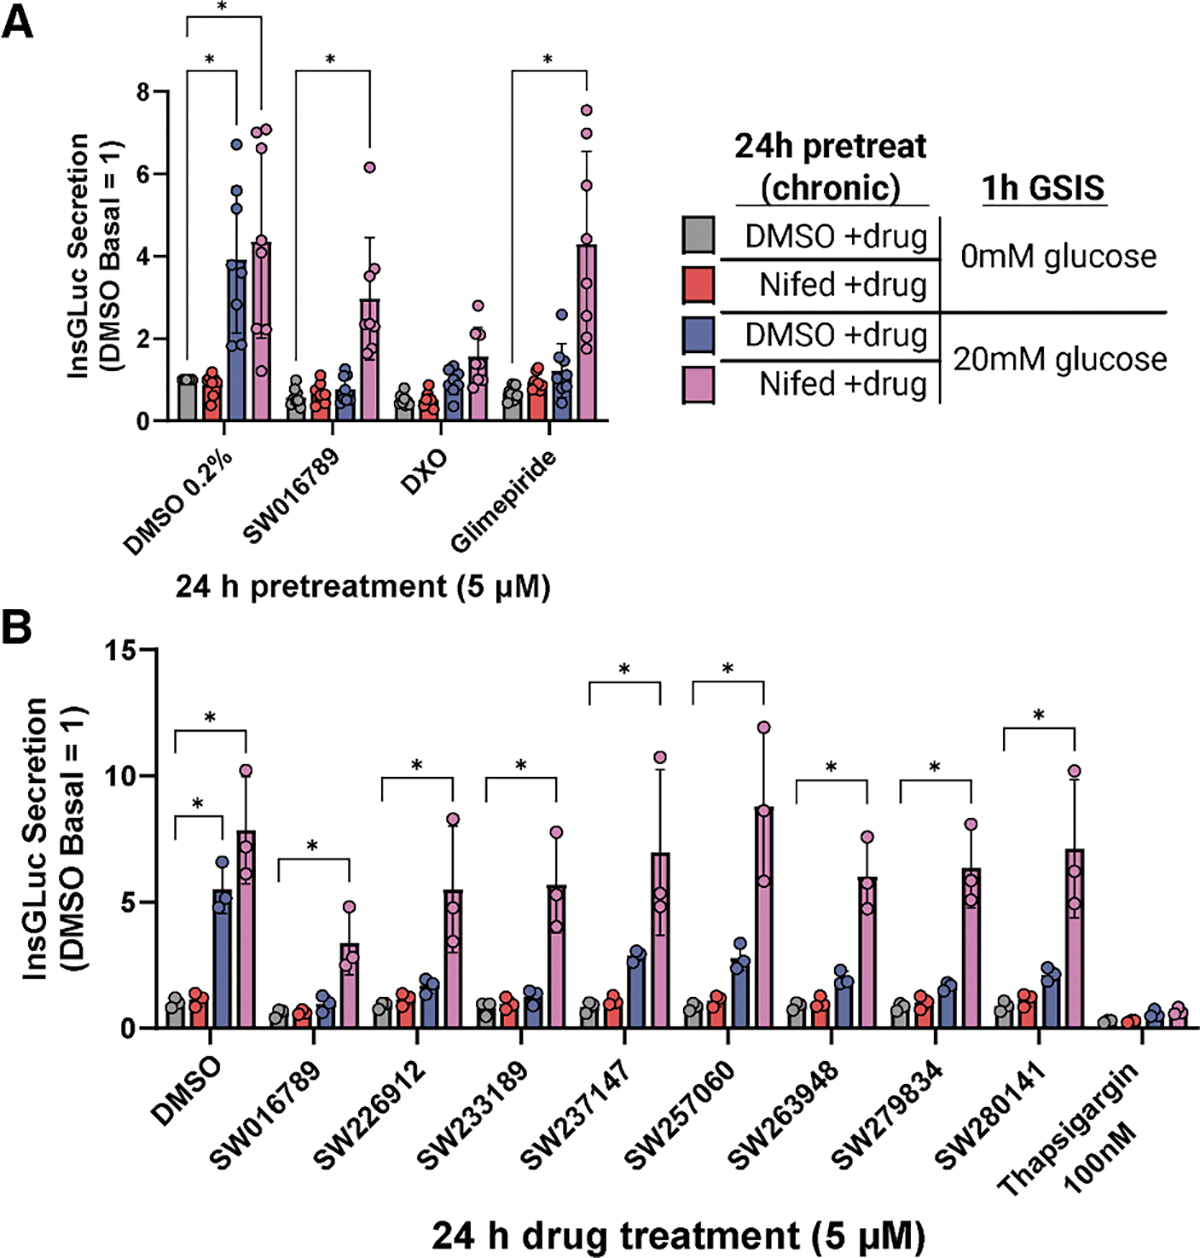
Ca^2+^ influx mediates the loss of β cell function in response to small-molecule hypersecretion inducers (A) Glucose-stimulated insulin secretion in InsGLuc-MIN6 cells after 24 h treatment with DMSO (0.2%), SW (5 μM), dextrorphan (DXO; 10 μM), or glimepiride (10 μM) in the presence or absence of nifedipine (10 μM). Data are the mean ± SD of *n* = 8. *p < 0.05 by two-way ANOVA with Dunnett’s multiple comparisons test. (B) InsGLuc-MIN6 cells treated as in (A), except testing different structurally distinct hypersecretion-inducing compounds (5 μM) and Tg (100 nM). Data are the mean ± SD of *n* = 3. *p < 0.05 by two-way ANOVA with Dunnett’s multiple comparisons test. See also Figure S3.

**Figure 4.**
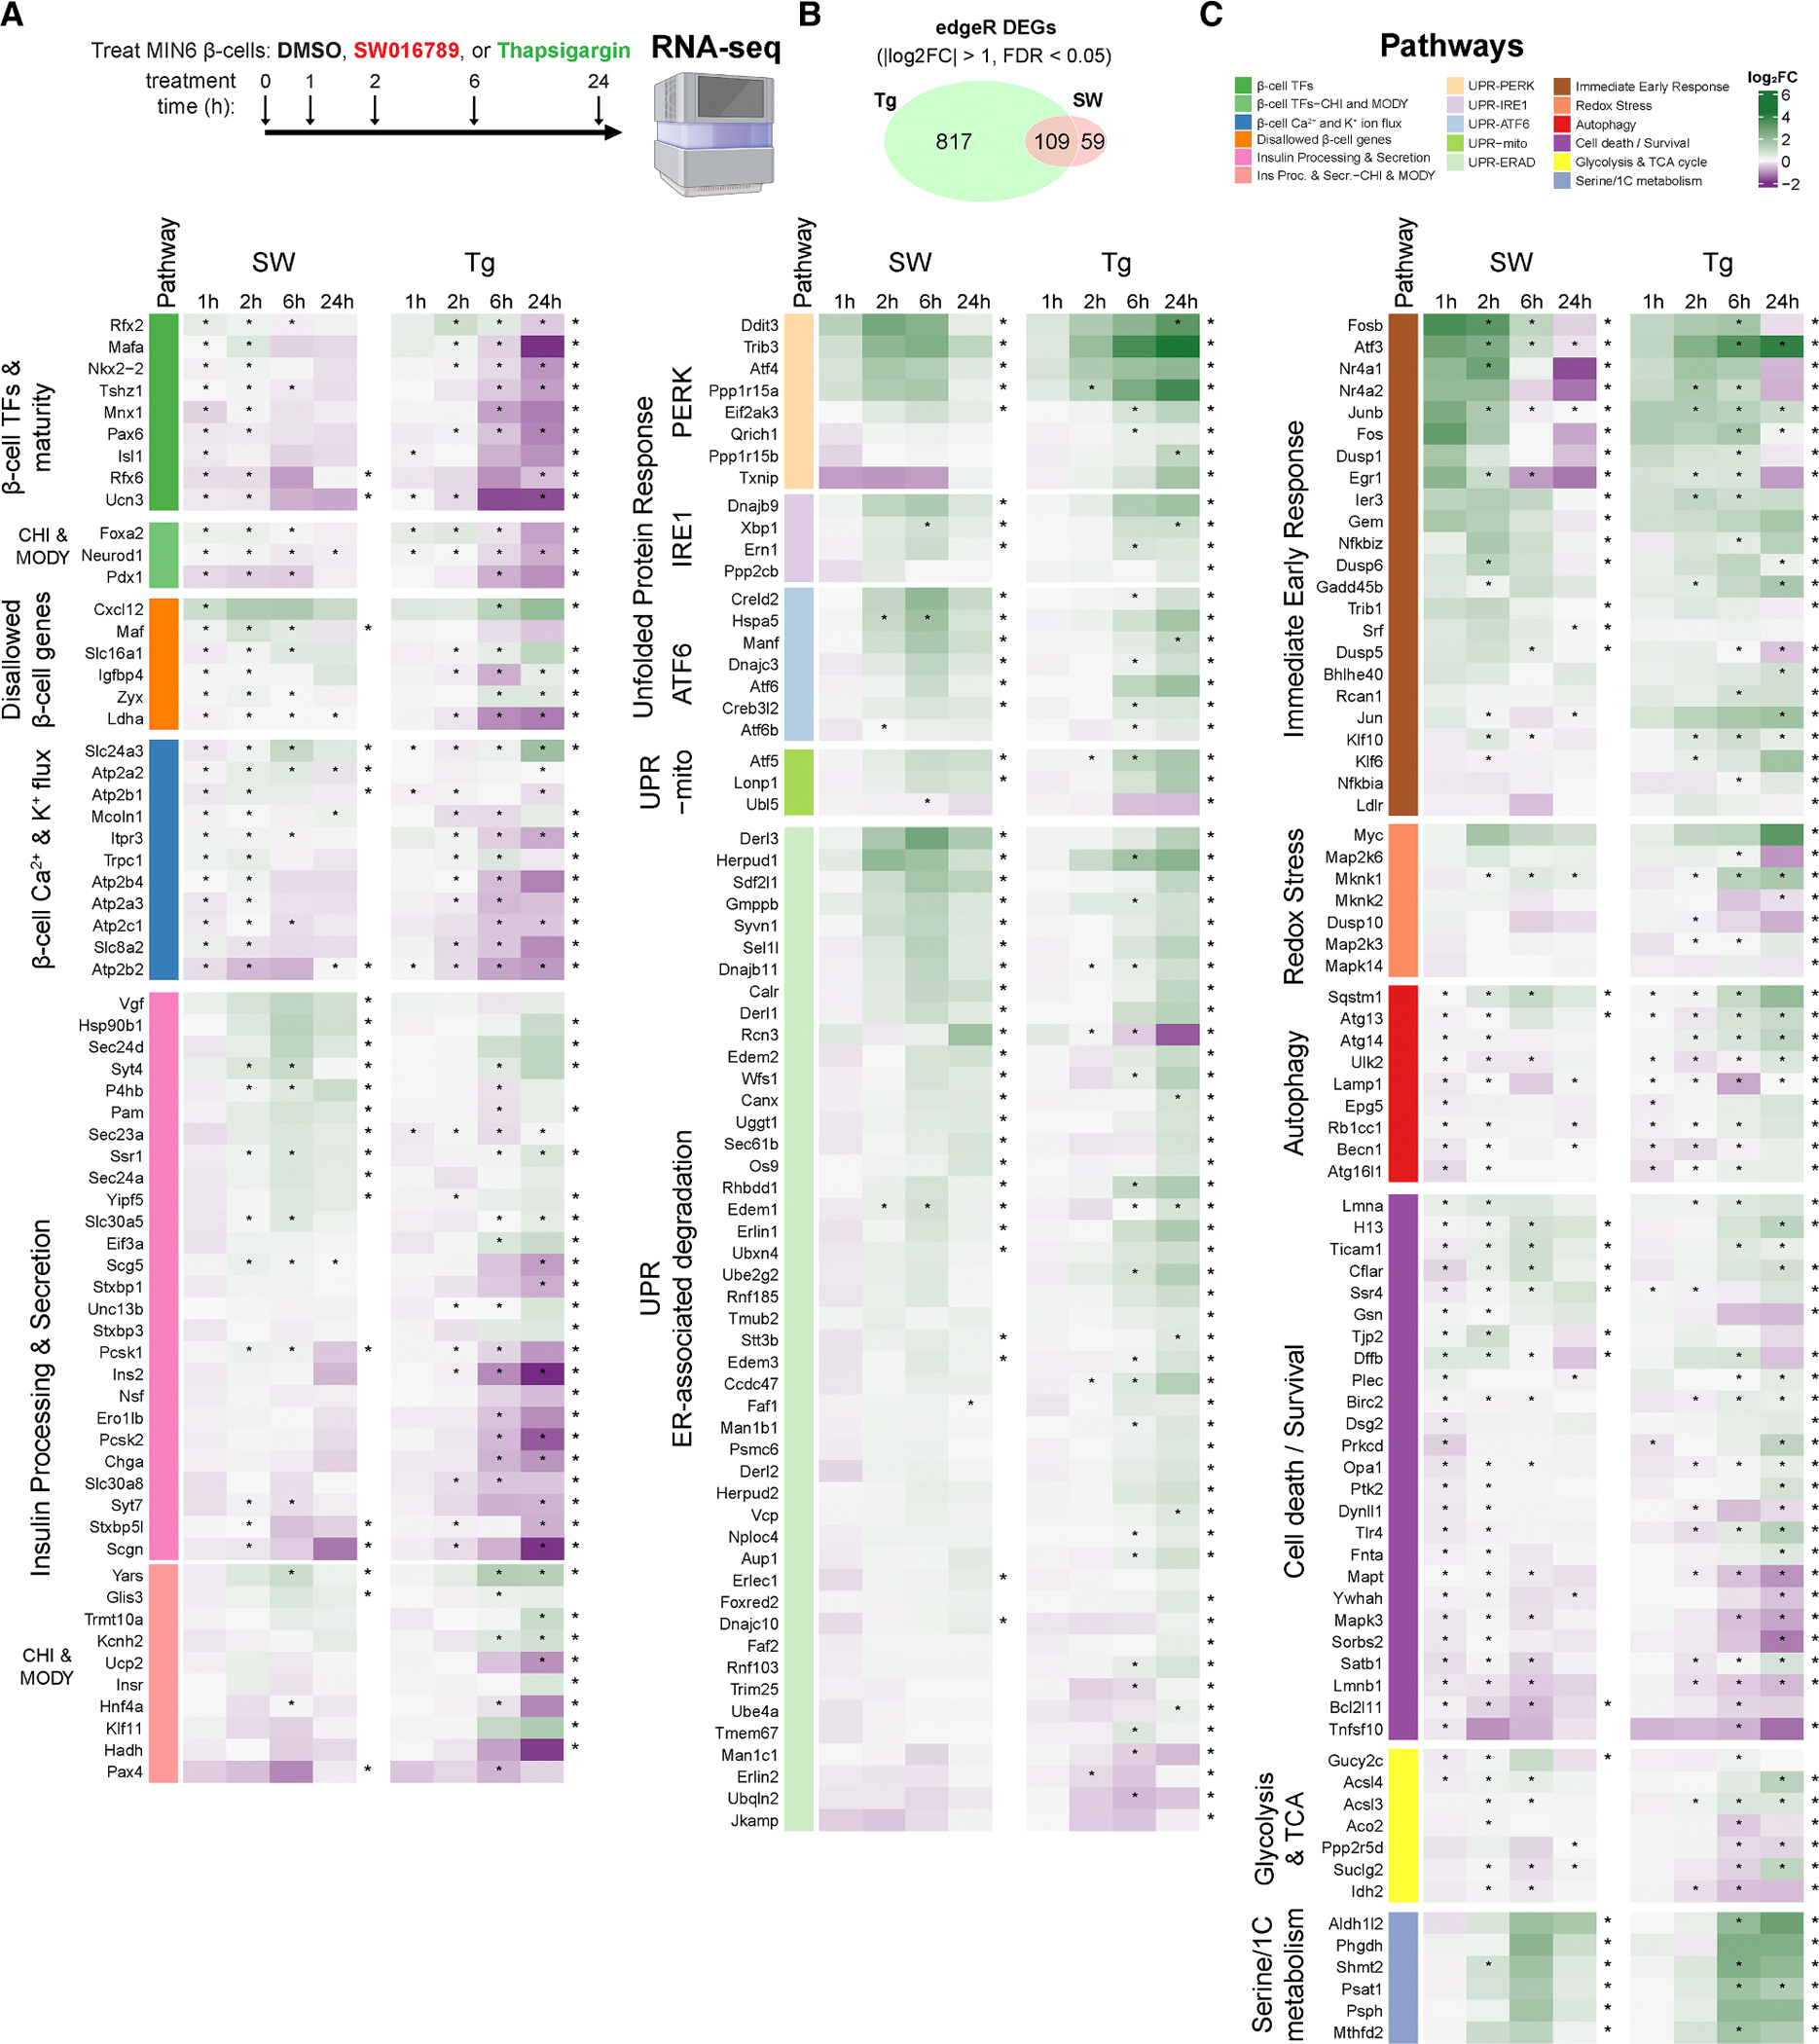
Time-course temporal transcriptomics uncovers differential effects of hypersecretion and ER stress (A) MIN6 β cells treated with DMSO (0.1%), SW (5 μM), or Tg (100 nM) for 1, 2, 6, and 24 h. *n* = 3. (B) Time-course edgeR analysis results showing overlap of differentially expressed genes (DEGs) between Tg and SW. (C) Heatmaps showing selected pathways containing DEGs that were significant in SW, Tg, or both. Asterisks inside heatmap cells indicate FDR < 0.05 for treatment vs. DMSO for that time point. Asterisks to the right of each gene row indicate significance (FDR < 0.05) across the entire time course vs. baseline. See also Figure S4.

**Figure 5.**
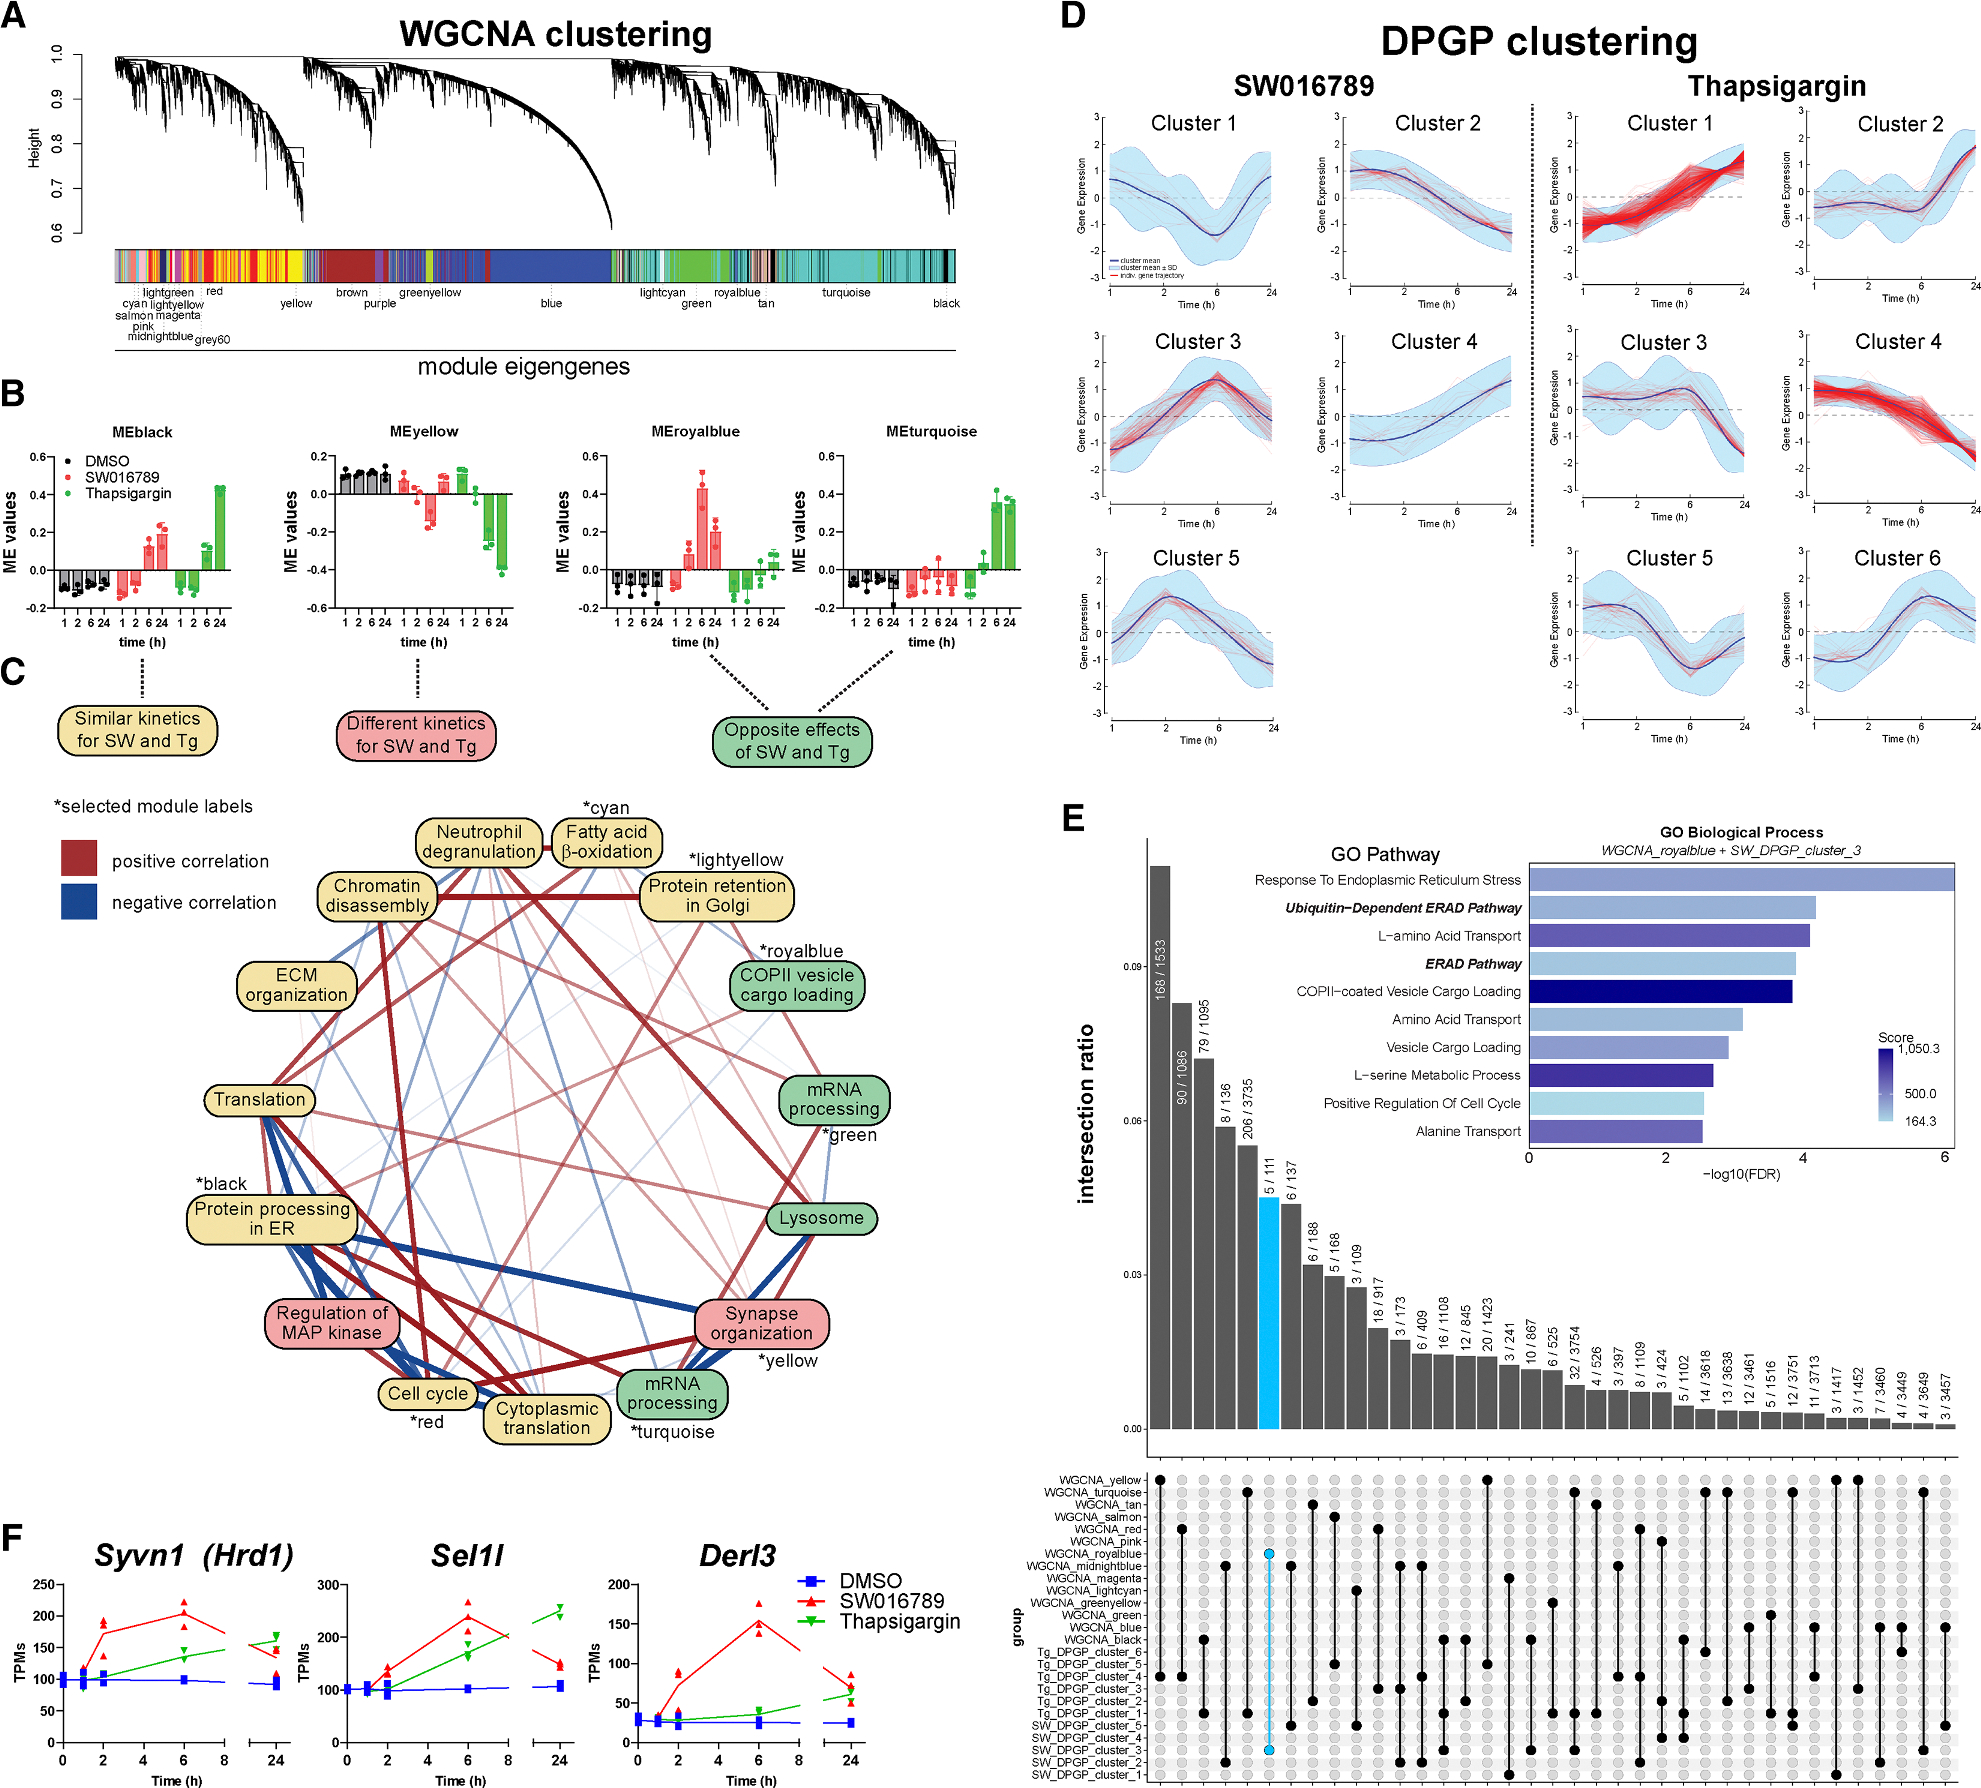
Clustering analyses unveil a distinct β cell hypersecretory response signature (A) Weighted gene co-expression network analysis (WGCNA) of the unfiltered transcriptomics dataset. (B) Module eigengene (ME) values for modules that have similar kinetics between SW and Tg (black), different kinetics (yellow), or opposite directional effects (royalblue and turquoise). Data are the mean ± SD of *n* = 3. (C) Directed network analysis of MEs with their top enriched ontology shown and colored by their kinetics and effect directions. Edges connecting the nodes are colored by positive (red) or negative (blue) correlation, and thickness indicates the magnitude of the correlation, with thicker edges showing stronger relationships. (D) Dirichlet process-Gaussian process (DPGP) clustering analysis. (E) UpSet plot comparison of all WGCNA modules and DPGP clusters. The overlap between SW_DPGP_cluster_3 and the royalblue module is highlighted in light blue. These two sets were merged and analyzed by GO biological process (inset). (F) Select genes for the ERAD pathway show differential expression dynamics between SW and Tg. Values shown are transcripts per million (TPMs) from RNA-seq data (*N* = 3). See also Figure S5.

**Figure 6.**
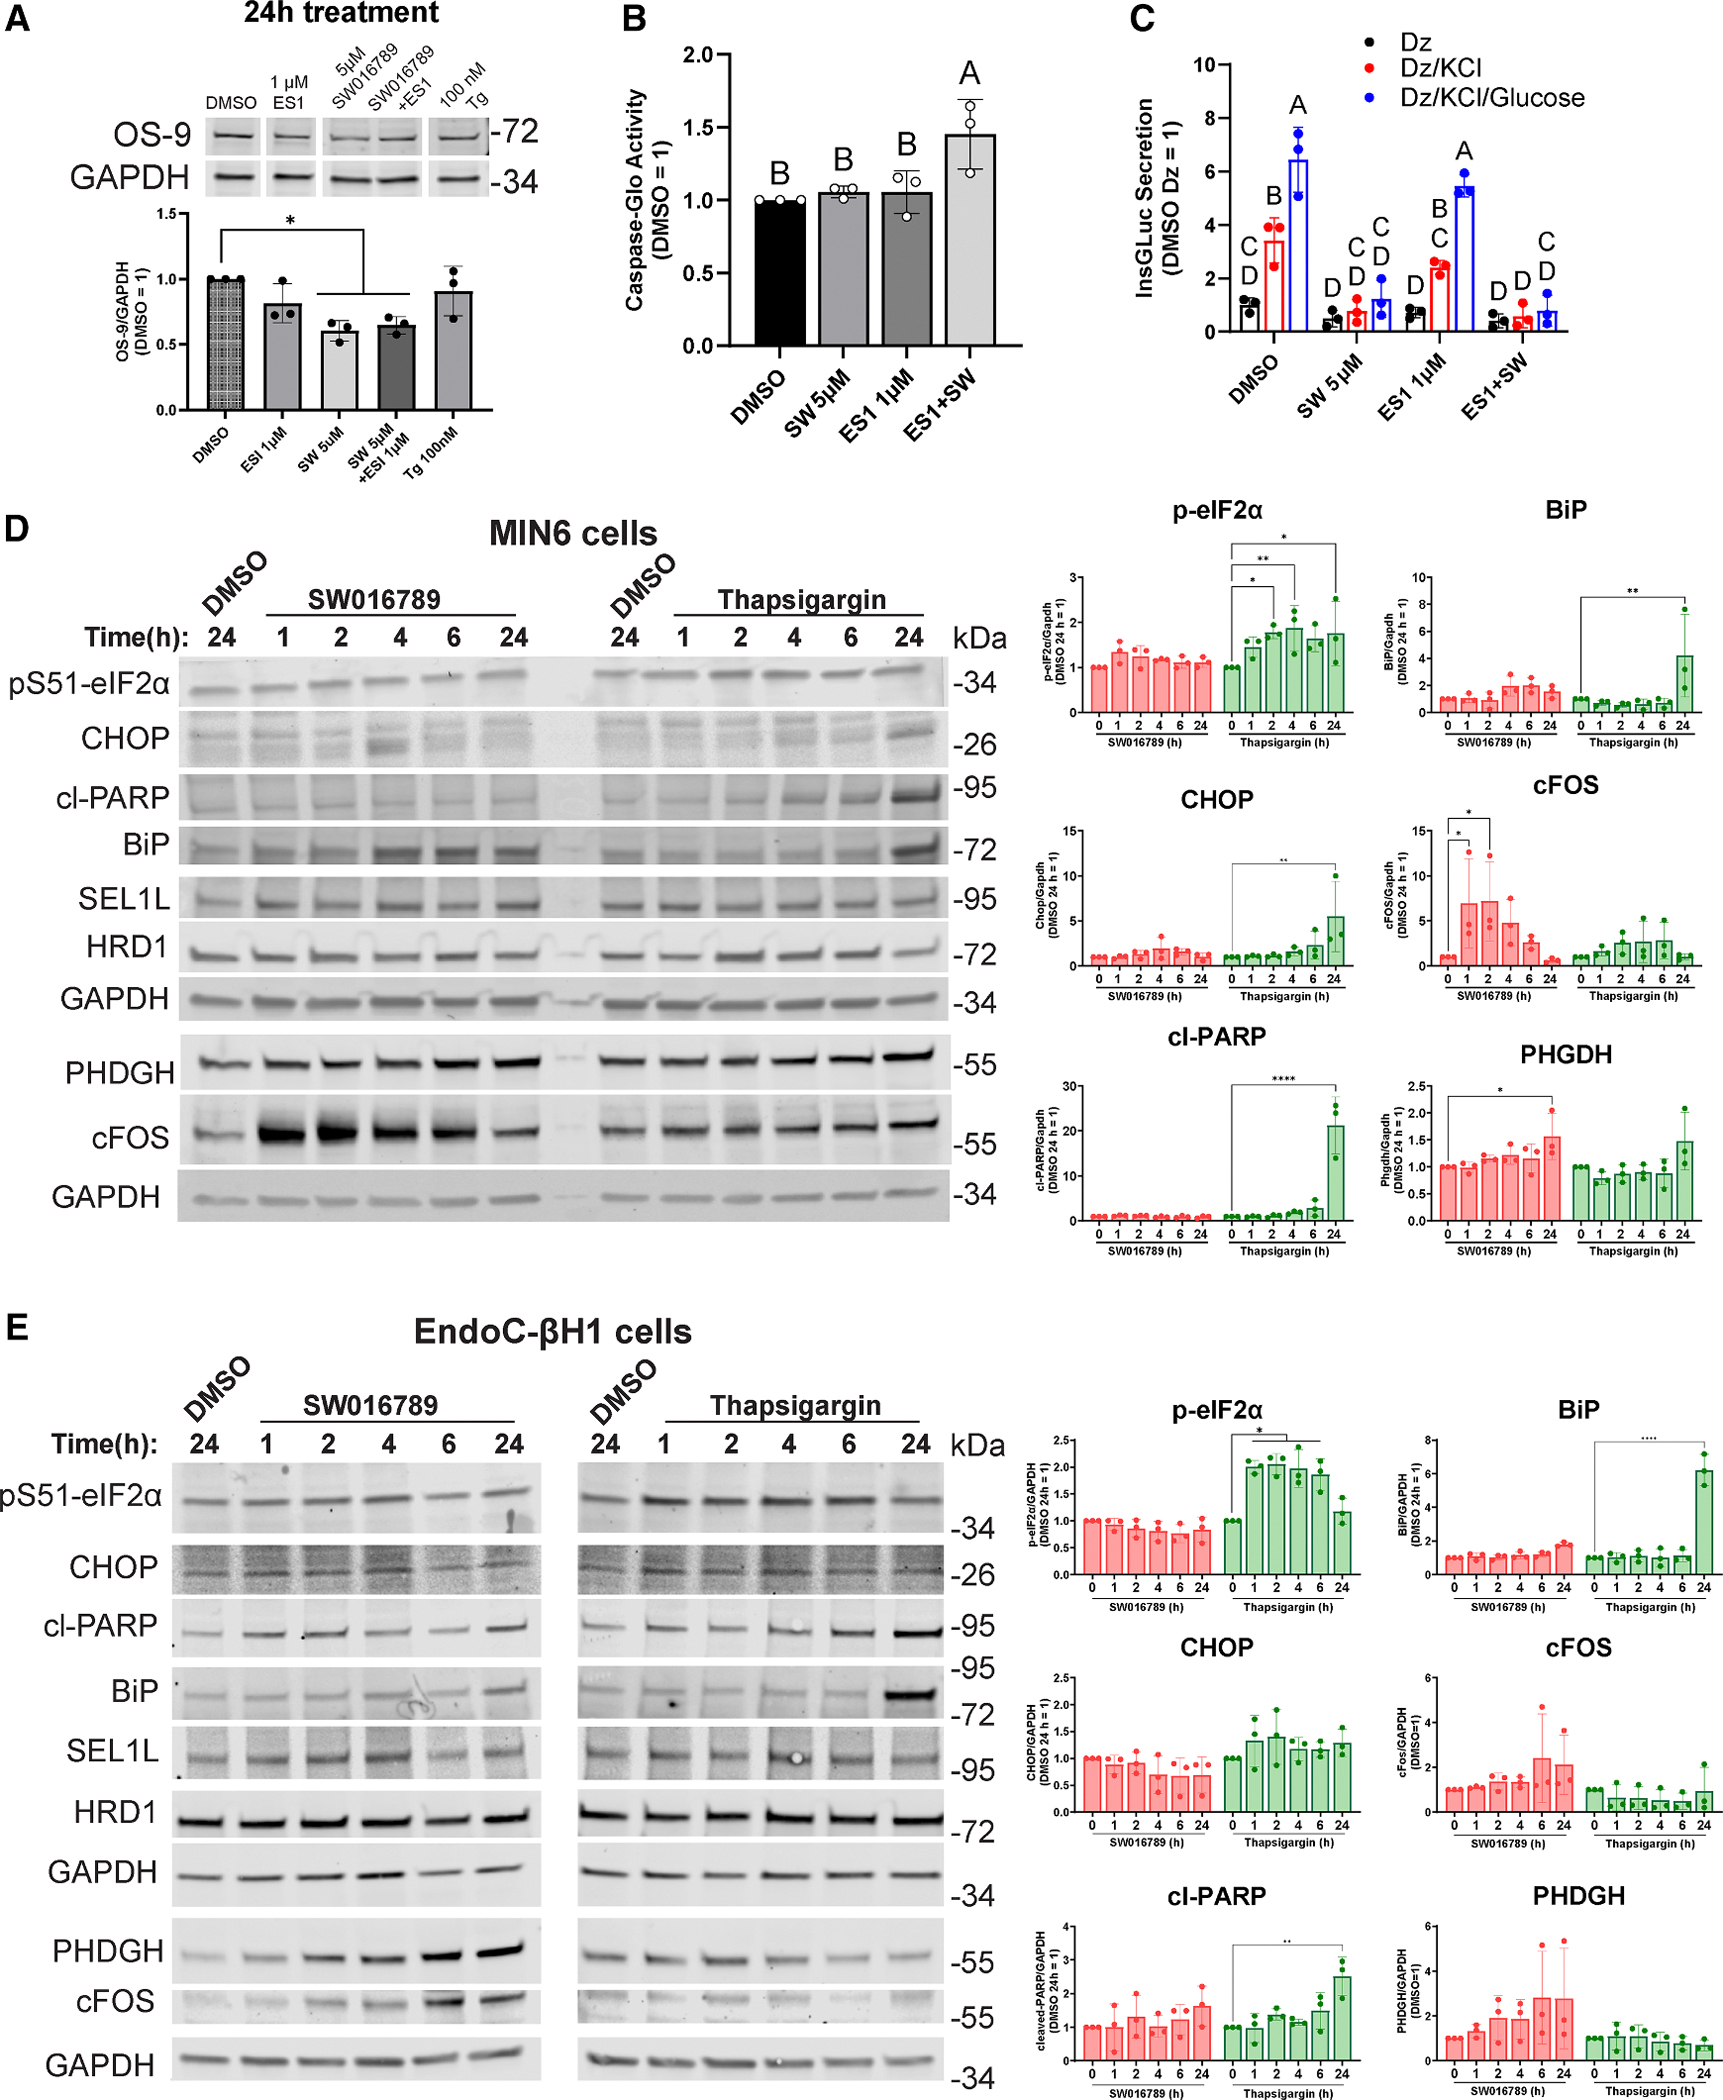
Effects of hypersecretion and ER stress on the expression of ERAD, ER stress, and immediate-early response proteins (A) OS-9 immunoblots from MIN6 cells treated for 24 h with 1 μM eeyarestatin I (ES1), 5 μM SW, ES1 + SW, or 100 nM Tg. Data are the mean ± SD of *n* = 3. *p < 0.05 by one-way ANOVA with Dunnett’s multiple comparisons test. (B) Caspase-Glo assay in MIN6 cells exposed to the indicated treatments for 24 h. Data are the mean ± SD of *n* = 3. Statistical differences (*p* < 0.05 by one-way ANOVA with Tukey’s multiple comparisons test) are labeled by different lettering. (C) InsGLuc-MIN6 secretion assay in cells treated for 24 h with the indicated drugs, followed by stimulating using diazoxide (250 μM), KCl (35 mM), and glucose (20 mM). Data are the mean ± SD of *n* = 3. Differences (*p* < 0.05 by two-way ANOVA with Tukey’s multiple comparisons test) are labeled by different lettering. (D) MIN6 β cells were treated with SW (5 μM), Tg (100 nM), or DMSO (0.1%) for the indicated times, and samples were analyzed by immunoblotting. Data are the mean ± SD of *n* = 3. *p < 0.05 vs. respective DMSO control by two-way ANOVA with Dunnett’s multiple comparisons test. (E) Human EndoC-βH1 cells were treated as in (D), except Tg was used at 1 μM. Data are the mean ± SD of *n* = 3. *p < 0.05 vs. respective DMSO control by two-way ANOVA with Dunnett’s multiple comparisons test. Vertical white spaces between blots in (A) and (E) indicate that superfluous lanes were eliminated. See also Figure S6.

**Figure 7.**
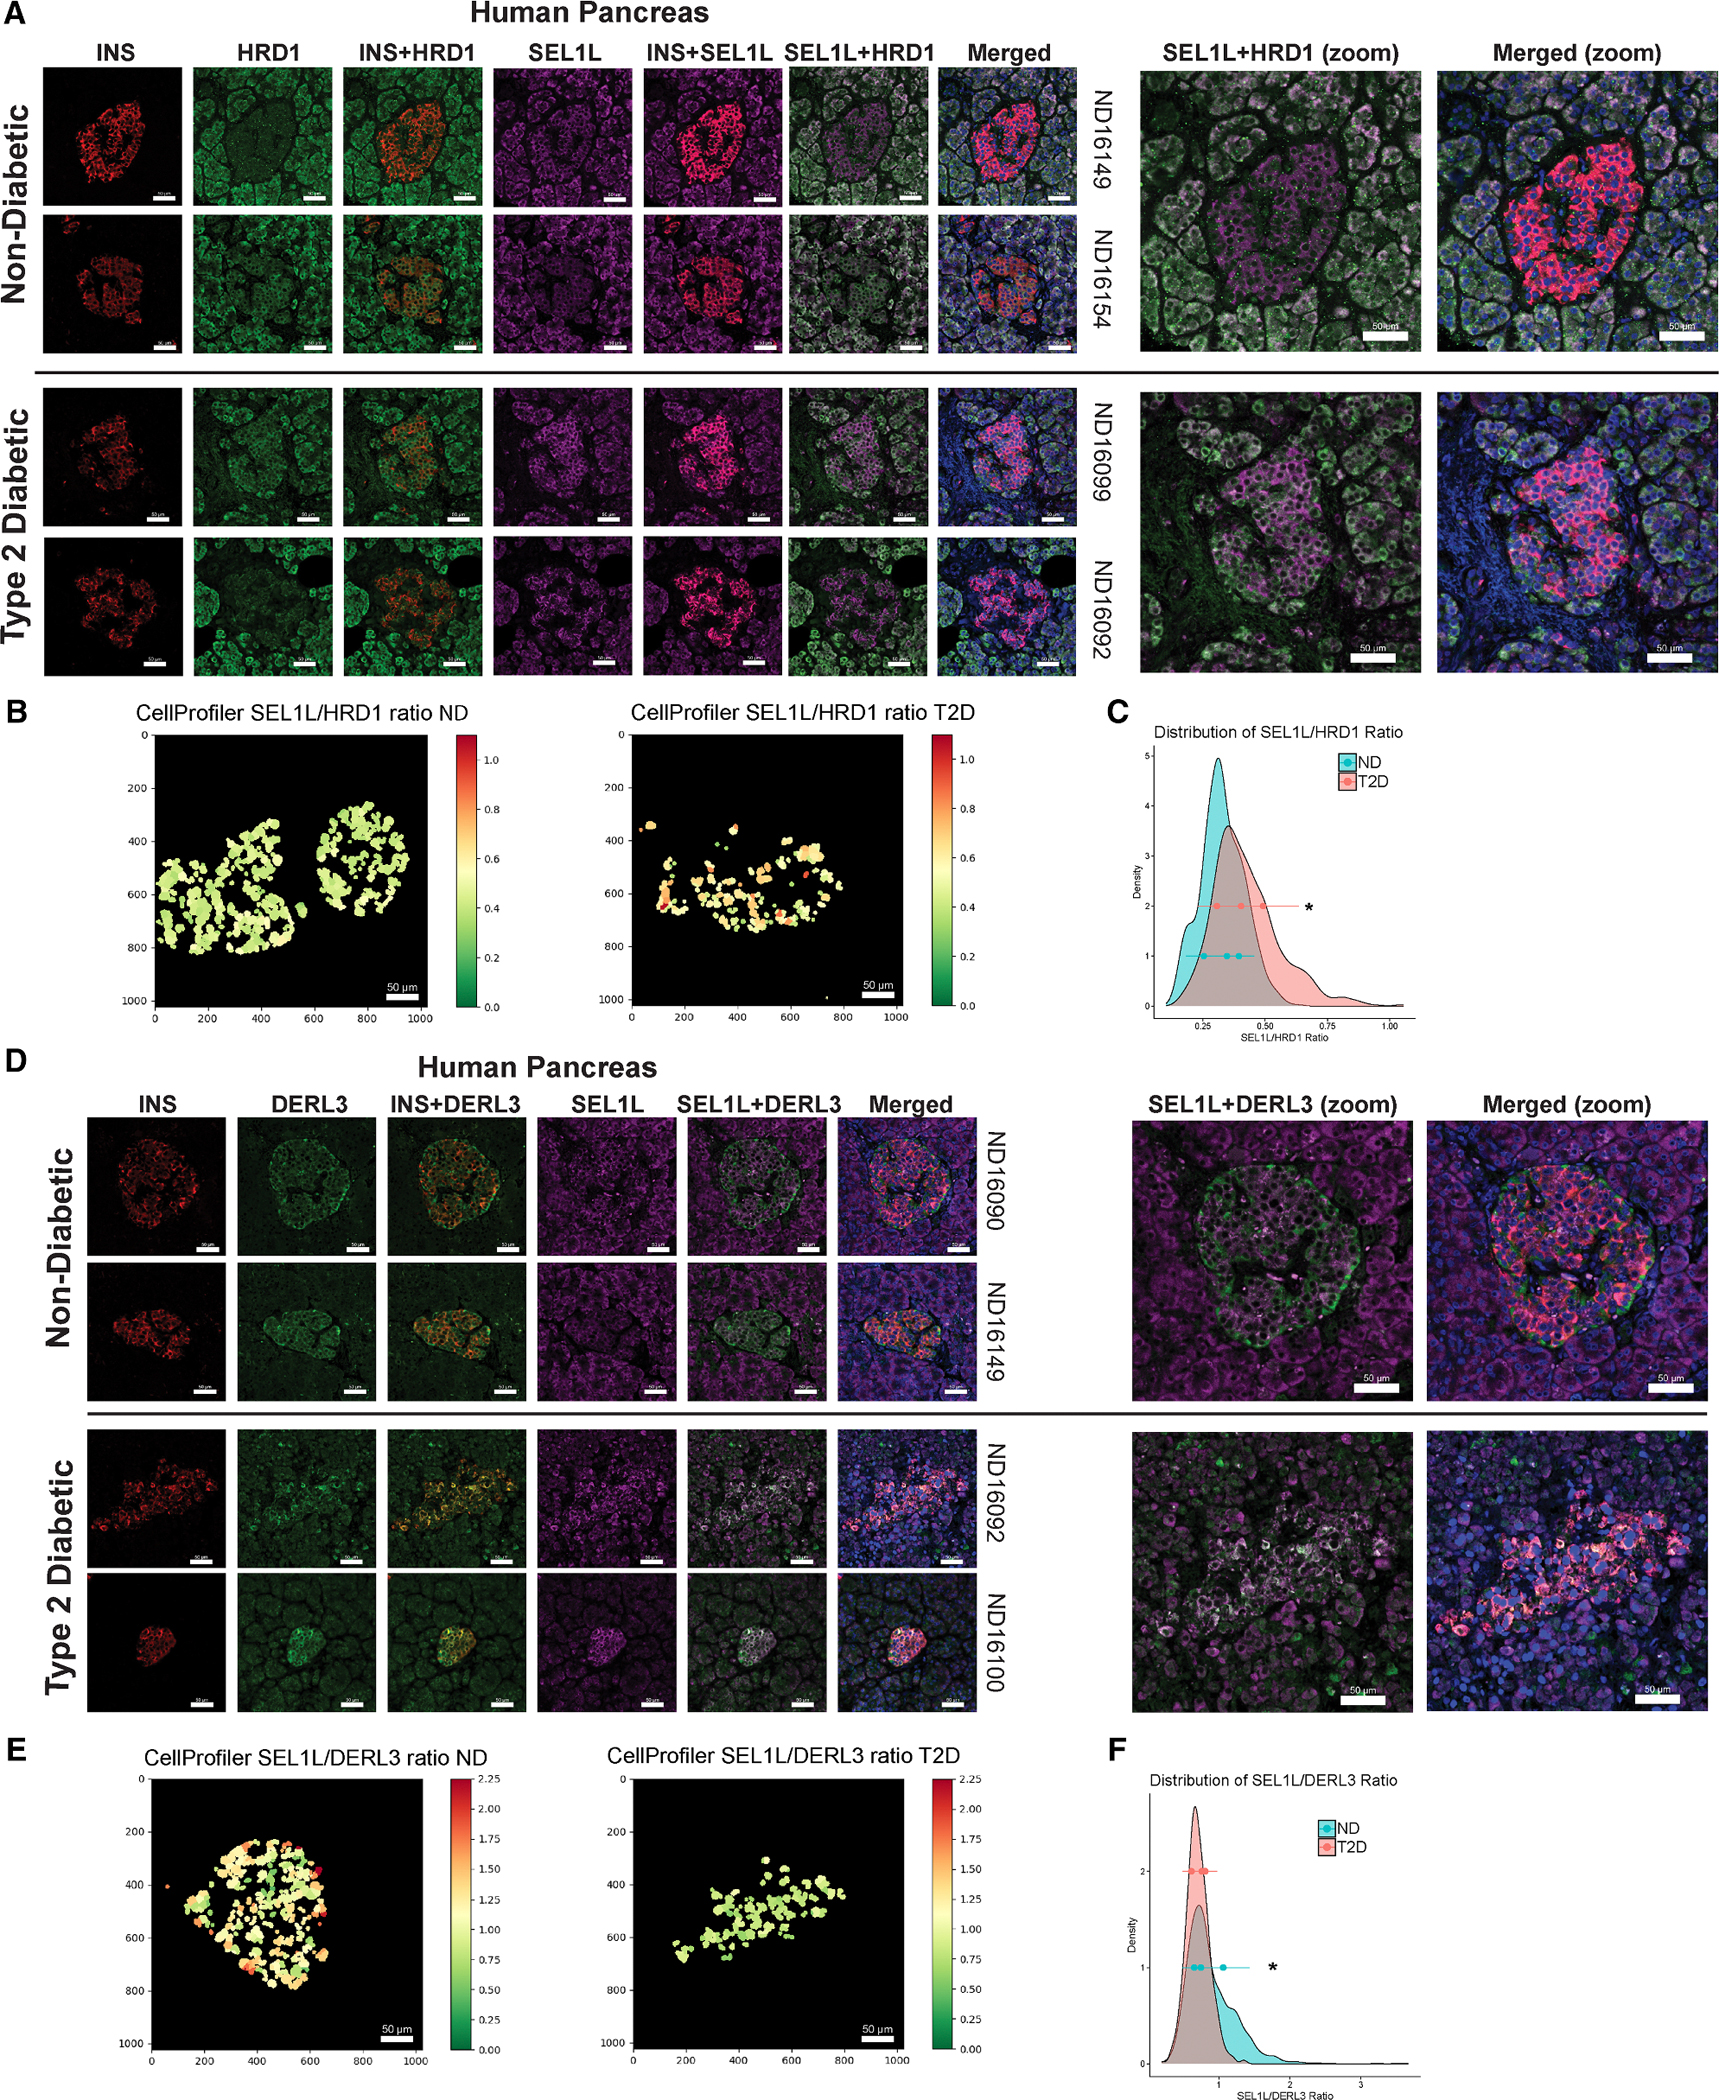
Expression of ERAD components in non-diabetic and T2D human pancreas (A) Immunohistochemical staining of insulin (INS; red), HRD1 (green), and SEL1L (violet) and overlaid images showing INS+HRD1, INS+SEL1L, and HRD1+SEL1L. Donor identifiers are shown on the right. (B) CellProfiler quantification of the ratio of β cell intensities for SEL1L and HRD1. Axes are pixels (1,024 × 1,024), 120 pixels = 50 μm (C) Histogram plot of all quantified β cell SEL1L/HRD1 ratios. *p < 0.05 by Kolmogorov-Smirnov test. (D) Immunohistochemical staining for INS (red), DERL3 (green), and SEL1L (violet) and overlaid images showing INS+DERL3 and SEL1L+DERL3. All images shown are representative of three independent non-diabetic (ND) and T2D donors. (E) CellProfiler quantification of the ratio of β cell intensities for SEL1L and DERL3. *p < 0.05 by Kolmogorov-Smirnov test. (F) Histogram plot of all quantified β cell SEL1L/DERL3 ratios. Histogram plots in (C) and (F) also show the mean ± SD of *n* = 3 donors (3–5 imaged regions per donor). All scale bars represent 50 μm. See also Figure S7.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

mouse anti-CHOP (IB: 1:1000)	Cell Signaling Technology	Cat#: 2895. RRID:AB_2089254
mouse anti-PARP (cleaved) (mouse-spec) (IB: 1:1000)	Cell Signaling Technology	Cat#: 9548. RRID:AB_2160592
mouse anti-PARP (cleaved) (human-spec) (IB: 1:1000)	Cell Signaling Technology	Cat#: 32563. RRID:AB_2799024
rabbit anti-cFOS (IB: 1:1000)	Cell Signaling Technology	Cat#: 2250. RRID:AB_2247211
rabbit anti-PHGDH (IB: 1:3000)	ProteinTech	Cat#: 14719-1-AP. RRID:AB_2283938
mouse anti-SEL1L (IB: 1:500; IHC: 1:100)	Santa Cruz	Cat#: sc-377350. RRID:AB_2924977
rabbit anti-HRD1 (SYVN1) (IB: 1:2000; IHC: 1:200)	ProteinTech	Cat#: 13473-1-AP. RRID:AB_2287023
rabbit anti-GRP78/BiP (IB: 1:1000)	Cell Signaling Technology	Cat#: 3177. RRID:AB_2119845
rabbit anti-DNAJC3 (p58IPK, ERdj6) (IB: 1:1000)	Cell Signaling Technology	Cat#: 2940. RRID:AB_2095213
rabbit anti-DNAJB11 (ERdj3) (IB: 1:4000)	ProteinTech	Cat#: 15484-1-AP. RRID:AB_2094400
rabbit anti-VDAC1 (IB: 1:1000)	Cell Signaling Technology	Cat#: 4661. RRID:AB_10557420
mouse anti-Actin (IB: 1:2000)	Sigma	Cat#: A2228. RRID:AB_476697
Mouse anti-Cav1.2 (1:200)	NeuroMab (DHSB)	Cat#: L57/46 RRID:AB_2877240
rabbit anti-Vinculin (IB: 1:1000)	Cell Signaling Technology	Cat#: 4650. RRID:AB_10559207
rabbit anti-eIF2a-pS51 (IB: 1:1000)	Cell Signaling Technology	Cat#: 3398. RRID:AB_2096481
mouse anti-GAPDH (IB: 1:1000)	Cell Signaling Technology	Cat#: 97166. RRID:AB_2756824
rabbit anti-GAPDH (IB: 1:250)	Santa Cruz	Cat#: sc-25778. RRID:AB_10167668
goat anti-Insulin (IHC: 1:300)	Santa Cruz	Cat#: sc-7839. RRID:AB_2296108
mouse anti-Glucagon (IHC: 1:1000)	Sigma	Cat#: G2654. RRID:AB_259852
rabbit anti-DERL3 (IHC: 1:50)	Abcam	Cat#: ab78233. RRID:AB_1566125
DAPI (IHC: 300nM)	Invitrogen	Cat#: D1306.
donkey anti-*anti*-rabbit 680 (IB: 1:10,000)	Licor	Cat#: 92668073. RRID:AB_10954442
donkey anti-*anti*-mouse 800 (IB: 1:10,000)	Licor	Cat#: 92632212. RRID:AB_621847
streptavidin-680 (IB: 1:10,000)	Licor	Cat#: 92568079. RRID:AB_3676093
donkey anti-*anti*-goat 488 (IHC: 1:400)	Jackson Immuno	Cat#: 705545147. RRID:AB_2336933
donkey anti-*anti*-rabbit 594 (IHC: 1:400)	Jackson Immuno	Cat#: 711585152. RRID:AB_2340621
donkey anti-*anti*-mouse 674 (IHC: 1:400)	Jackson Immuno	Cat#: 715605150. RRID:AB_2340862

Bacterial and virus strains		

Green/Red Ratiometric Cell Stress Assay (BacMam)	Montana Molecular	Cat#: U0901G

Biological samples		

Human Pancreas FFPE samples	National Disease Research Interchange	N/A

Chemicals, peptides, and recombinant proteins		

DMEM, high glucose	Corning	Cat#: MT10013CV
β-mercaptoethanol	Sigma	Cat#: M3148
Penicillin/Streptomycin	Sigma	Cat#: P4333
L-Glutamine	Corning	Cat#: MT25005CI
G418 sulfate	GoldBio	Cat#: G-418-10
Trypsin/EDTA	Sigma	Cat#: T3924
Fetal Bovine Serum	Sigma	Cat#: F4135
CMRL-1066	Corning	Cat#: 11530037
DMEM, low gluocse	Corning	Cat#: MT10014CV
BSA, fatty acid-free	GoldBio	Cat#: A-421-500
Sodium selenite	Sigma	Cat#: S1382
Nicotinamide	Sigma	Cat#: 72340
Human transferrin	Sigma	Cat#: T8158
ECM	Sigma	Cat#: E1270
Fibronectin	Sigma	Cat#: F141
Benzonase	Sigma	Cat#: E1014
Biotin-azide-plus	Vector Labs (formerly Click Chemistry Tools)	Cat#: CCT-1488
Sodium ascorbate	Fisher	Cat#: A17759-22
THPTA	Vector Labs (formerly Click Chemistry Tools)	Cat#: CCT-1010
CuSO_4_	Fisher	Cat#: BP346-500
SW016789	Chembridge	Cat#: 5785370
SW016789-A1	Chembridge	Cat#: 5787527
SW016789-A2	Chembridge	Cat#: 6035530
SW016789-A3	Chembridge	Cat#: 6037266
SW016789-A4	Chembridge	Cat#: 5574401
SW016789-A5	Chembridge	Cat#: 6037874
SW016789-A6	Chembridge	Cat#: 5788352
SW016789-A7	Chembridge	Cat#: 6980591
SW016789-A8	Chembridge	Cat#: 6037669
SW016789-A9	Chembridge	Cat#: 5786308
SW016789-A10	Chembridge	Cat#: 5786510
Z6292276622 (Z629)	Enamine	Custom Synthesis
coelenterazine	Nanolight	Cat#: 3035MG
diazoxide	Sigma	Cat#: D9035
fura-2-LR-AM	Fisher	Cat#: 34-491-11SET
nifedipine	Sigma	Cat#: N7634-1G
eeyarestatin I	Cayman	Cat#: 10012609
thapsigargin	Fisher	Cat#: 50-464-293
VBIT4	Selleck	Cat#: S35445
High-binding Streptavidin Agarose beads	Fisher	Cat#: PI20357
Odyssey Blocking Buffer	Li-Cor	Cat#: 927-60003
Lipofectamine RNAiMax	Invitrogen	Cat#: 13778075
Epitope Retrieval Solution	IHC-Tek	Cat#: IW11001L
PEG300	MedChemExpress	Cat#: HY-Y0873

Critical commercial assays		

Caspase 3/7 Glo	Promega	Cat#: G8090
Aurum RNA miniprep kit with DNAse	BioRad	Cat#: 7326820
Quick-RNA Microprep	Zymo	Cat#: R1050
iScript cDNA synthesis kit	BioRad	Cat#: 1708891
2X Sybr qPCR master mix	BioRad	Cat#: 1725125
Autokit Glucose	Fujifilm	Cat#: 997-03001
FTA Sample Collection Kit for Human Cell Authentication Service	ATCC	Cat #: 135-XV
FTA Sample Collection Kit for Mouse Cell Authentication Service	ATCC	Cat #: 137-XV

Deposited data		

Time-course transcriptomics in MIN6 cells exposed to DMSO, SW016789, or thapsigargin	This study	GEO: GSE194200
Endocrine cell ER stress conservation	NCBI GEO	GEO: GSE238017
Analyzed RNAseq data from DXO-treated mouse islets	Pelligra et al.^26^	Mendeley Data: https://doi.org/10.17632/g4bdvw6czr.2
Analyzed RNAseq data from islets of mice treated 10 days with glibenclamide	York et al.^62^	Figshare: https://doi.org/10.2337/figshare.28003664
Analyzed RNAseq data from FACS-purified β-cells of *Abcc8* knockout mice.	Stancill et al.^34^	ArrayExpress: E-MTAB-4726
Proteomics data associated with SW016789 target identification	This study	ProteomeXchange: PXD050590

Experimental models: Cell lines		

MIN6	Miyazaki et al.^75^	RRID: CVCL_0431
EndoC-βH1	Human Cell Design^76^	RRID: CVCL_L909

Experimental models: Organisms/strains		

C57BL6/J mice	Jackson Labs	RRID: IMSR_JAX:000664

Oligonucleotides		

Human *XBP1S*: Fwd: 5′ GCTGAGTCCGCAGCAGGT 3′ Rev: 5′ CTGGGTCCAAGTTGTCCAGAAT 3′	Genewiz	Yoon et al.^77^
Human *SST* Fwd: 5′ ACCCAACCAGACGGAGAATGA 3′ Rev: 5′ GCCGGGTTTGAGTTAGCAGA 3′	Genewiz	Primerbank: 71979669c1
Human *DDIT3* Fwd: 5′ GGAAACAGAGTGGTCATTCCC 3′ Rev: 5′ CTGCTTGAGCCGTTCATTCTC 3′	Genewiz	Primerbank: 304282228c1
Human *HSPA5* Fwd: 5′ ATCAACGAGCCTACGGCAG 3′ Rev: 5′ TCCATGACACGCTGGTCAAA 3′	Genewiz	NCBI Primerblast: NM_005347.5
Human *VAPA* Fwd: 5′ TACCGAAACAAGGAAACTAATGGAA 3′ Rev: 5′ GCCTTAAACCTTCATCTCTCAGGT 3′	Genewiz	Alvelos et al.^78^
Human *ACTB* Fwd: 5′ CTGTACGCCAACACAGTGCT 3′ Rev: 5′ GCTCAGGAGGAGCAATGATC 3′	Genewiz	Alvelos et al.^78^
Mouse *Vdac1* ON-TARGETplus SMART pool	Horizon Discovery	Cat#: L-047345-00-0005
non-targeting ON-TARGETplus SMART pool	Horizon Discovery	Cat#: D-001810-10-20

Software and algorithms		

Gen5	Agilent BioTek	N/A
Prism 10	GraphPad	N/A
QuantStudio v1.3	Thermo	N/A
Scaffold Q + S 5.2.2	Proteome Software	N/A
Proteome Discover^™^ 2.5	Thermo Fisher Scientific	N/A
Incucyte S3 software	Sartorius	N/A
Python 2.7		N/A
Dirichlet Process-Gaussian Process (DPGP)	McDowell et al.^36^	Github: https://github.com/PrincetonUniversity/DP_GP_cluster
Weighted gene correlation network analysis	Langfelder et al.^79^	N/A
Enrichr-KG	Evangelista et al.^80^	N/A
RStudio (R version 4.4.1)	Posit	N/A
ggplot2	Wickham^81^	N/A
FastQC v.0.11.5	Babraham Bioinformatics	N/A
STAR v.2.710a	Dobin et al.^82^	N/A
bam-stats v.0.4.17 (NGSUtilsJ)	Breese et al.^83^	N/A
featureCounts (subread v.2.0.3)	Liao et al.^84^	N/A
edgeR v4.4.0	Chen et al.^85^	N/A
ComplexHeatmap	Gu^86^	N/A
ComplexUpset	Krassowski, M.^87^	N/A
VennDiagram	Chen et al.^88^	N/A
Cytoscape 3	Shannon et al.^89^	N/A
Zen 2.6 lite	Zeiss	N/A
CellProfiler 4.2.7	Stirling et al.^90^	N/A
BioRender	Biorender.com	N/A
Illustrator	Adobe	N/A
R scripts for processing RNAseq data and generating heatmaps	This study	Github: https://github.com/kalwatlab/hypersecretion-timecourse

Other		

96 well white assay plates	Thomas Scientific	Cat#: 1185U49
Mini-protean 4–20% SDS-PAGE precast gels	BioRad	Cat#: 4561095
Criterion TGX 4–20% SDS-PAGE precast gels	BioRad	Cat#: 5671093

## Highlights

- VDAC1 is a pharmacological target for insulin hypersecretion
- Hypersecretion induces a unique transcriptomic signature in β cells
- ER-associated degradation (ERAD) may protect β cells during insulin hypersecretion

# Supplementary material for: VDAC1 is a target for pharmacologically induced insulin hypersecretion in β cells
**Source:** Cell Rep. Author manuscript; Available in PMC 2025 Jul 16.
**Supplement:** 1

Supplemental information

**VDAC1 is a target for pharmacologically induced
insulin hypersecretion in β cells**

Gitanjali Roy, Andrea Ordóñez, Derk D. Binns, Karina Rodrigues-dos-Santos, Michael B. Kwakye, George C. King, Rachel L. Kuntz, Noyonika Mukherjee, Andrew T. Templin, Zhiyong Tan, Timothy I. Richardson, Emma H. Doud, Amber L. Mosley, Kathryn L. Schueler, Christopher H. Emfinger, Alan D. Attie, Mark P. Keller, Travis S. Johnson, and Michael A. Kalwat

A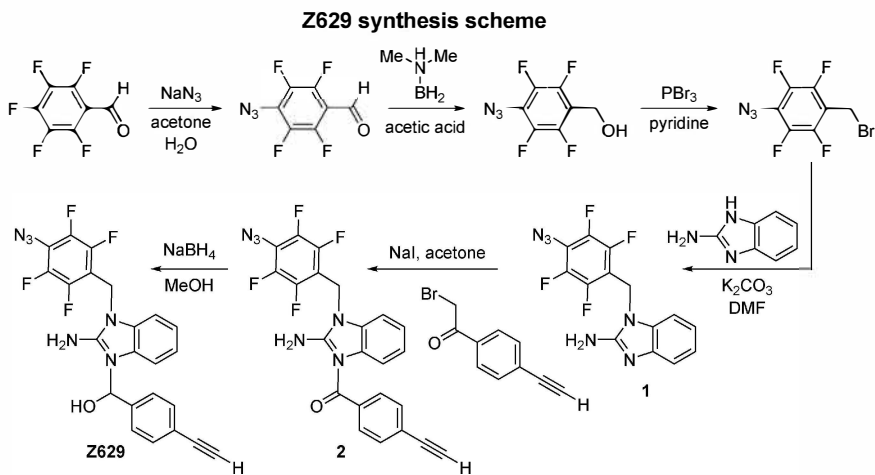**B**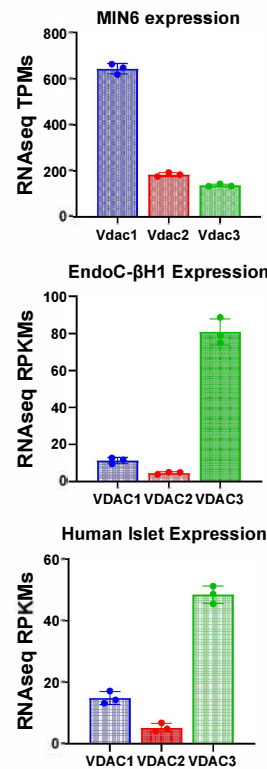**C**

IsletGeneView: *VDAC1*

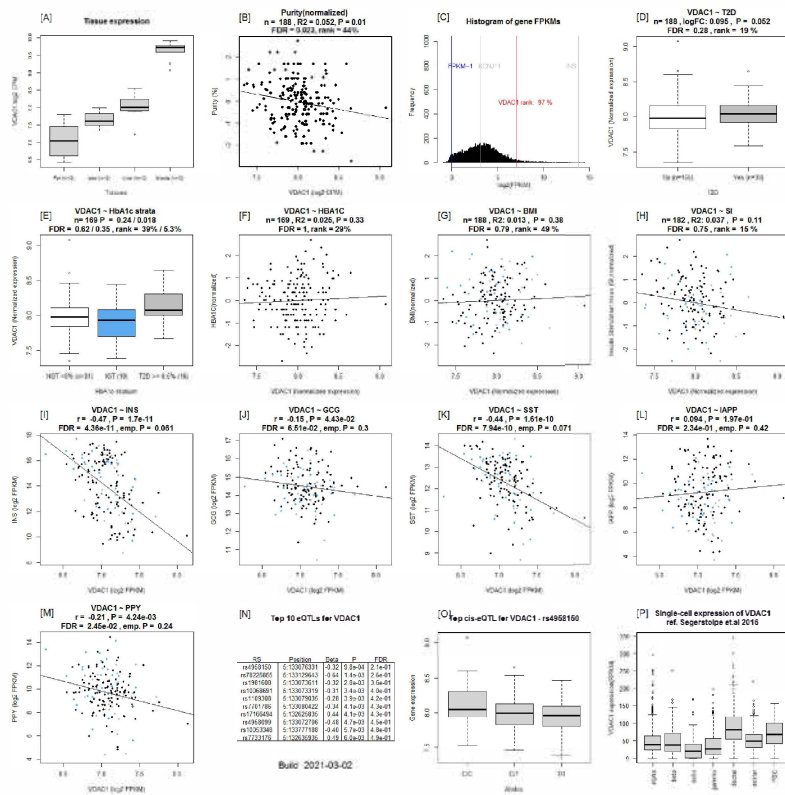**D**

Vdac1 expression

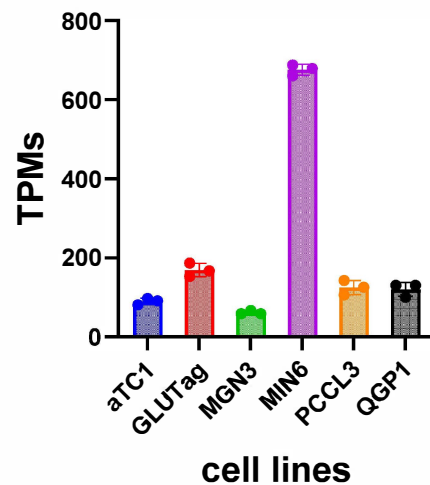

Figure S1

Figure S1. SW016789 photoaffinity probe synthesis and β -cell VDAC expression, Related to Figure 1. A) Synthetic scheme for Z6292276622 (Z629) which incorporates an aryl azide for UV crosslinking and an alkyne for click chemistry. **B)** Expression of *VDAC1*, *VDAC2*, and *VDAC3* in MIN6, EndoC- β H1, and human islets. MIN6 TPMs are from our own RNAseq data (GSE194200). EndoC- β H1 and human islet RPKM data is from Fred RG, et al.[S1]. **C)** IsletGeneView report on *VDAC1* expression in a large human islet RNAseq dataset containing non-diabetic and type 2 diabetic donor islets. *VDAC1* is well-expressed in islets and is negatively correlated with *INS* expression. **D)** *Vdac1* expression (TPMs) in α TC1-6 (mouse α -cells), GLUTag (mouse L-cells), MGN3 (mouse ghrelin cells), MIN6 (mouse β -cells), PCCL3 (rat thyrocyte cells), and QGP1 (human δ -cell somatostatinoma line).

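In the deposited tables, the Vdac1 TPM of single DMSO libraries in panel D ranged from 153 to 186 in GLUTag, from 106 to 142 in PCCL3 and from 99.9 to 131 in QGP1. They ranged from 81.0 to 96.9 in αTC1-6 and from 58.4 to 67.0 in MGN3. Between 2901 and 15910 read pairs were counted for Vdac1 in each DMSO library of the 6 lines, so that counting error is small beside the spread between libraries. A TPM divides the count of each gene by its length before scaling each library to a fixed sum. In the 53 libraries with deep counts, the deposited TPM of between 0.319% and 1.01% of genes above 1 TPM lay within 1% of the TPM computed with the length given for that gene. When the lengths were instead taken in alphabetical order of the gene symbols and assigned to the genes in genomic order, 99.95% to 100% of these genes lay within 1%. Under that assignment mouse Vdac1 has a length of 2384 bases, against 1766 given for the gene itself. Rat Vdac1 has 3025 against 1801 bases, and human VDAC1 has 1004 against 2241 bases. The values of MIN6 in panels B and D were not analysed here. Of the paper's own MIN6 TPM in Table S2, 496 genes were in the copy read. Multiplied by the length given for each gene, these were whole multiples of one unit for 100% of the genes with fewer than 100 such units in each of the 3 columns, within a tolerance of 0.05.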

A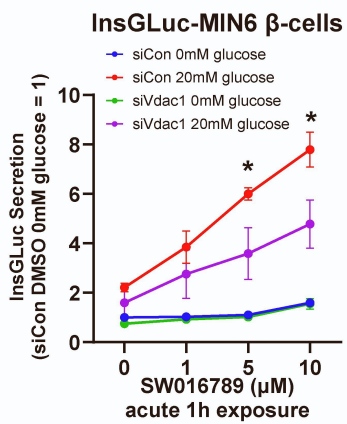**B**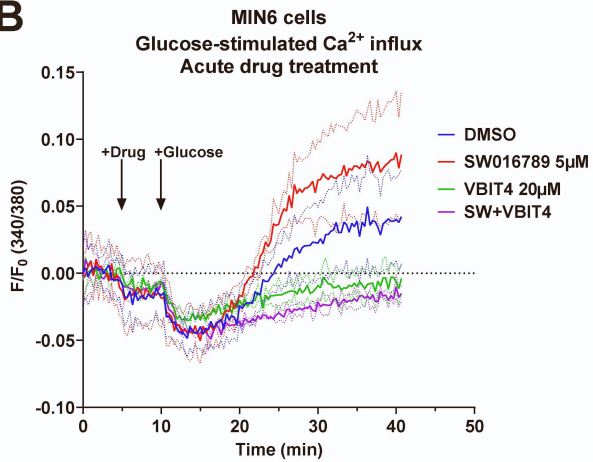**C**

Vdac1 thermal aggregation curves in live MIN6 cells in presence of 10 μ M SW016789 compared to DMSO

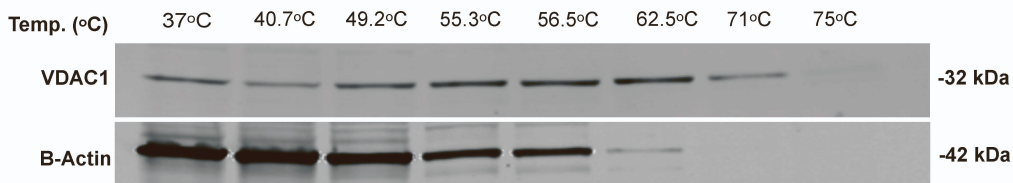**D**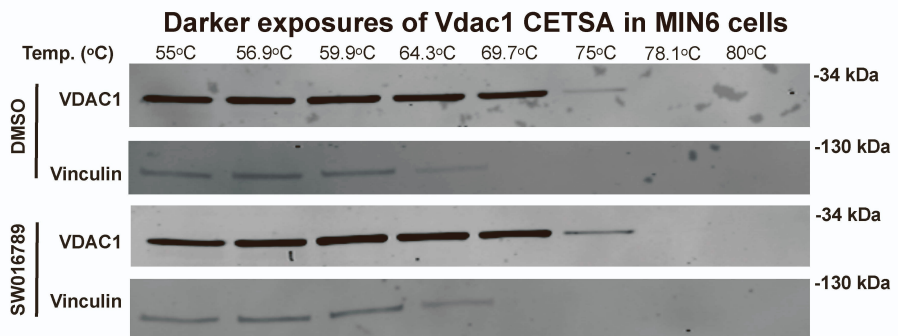

Figure S2

Figure S2. VDAC1 is required for full activity of SW016789 and is thermally stabilized by SW016789, Related to Figure 2. A) VDAC1 is required in InsGLuc-MIN6 cells for full secretory response to SW016789 in the presence of 20 mM glucose. Data are the mean $\pm$ SD of N=3. *, $P < 0.05$ siCon G20 vs siVdac1 G20 by two-way ANOVA with Tukey's multiple comparisons test. **B)** Glucose-stimulated Ca^{2+} influx in MIN6 β -cells treated acutely with SW016789 (SW, 5 μM), VBIT4 (20 μM), or both. Data represent the mean $\pm$ SD of two independent experiments. **C)** Thermal stability of endogenous VDAC1 (37°C – 75°C) in the absence of ligand shows stability up to 71°C compared to β -actin in MIN6 β -cells. **D)** Darker exposures are shown of the same Vdac1 blots from Fig 2E. Vinculin loading control is shown but is not used for Vdac1 normalization. Data are representative of three independent experiments.

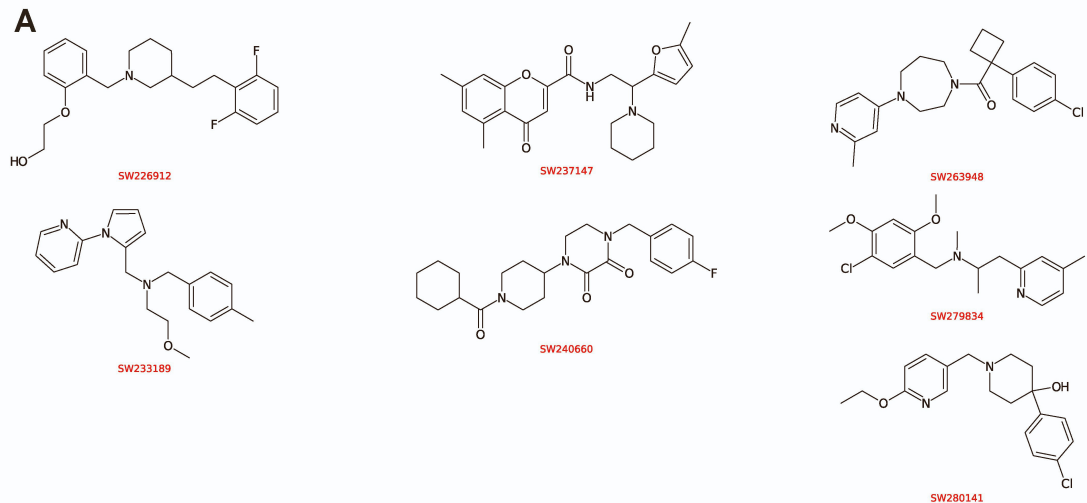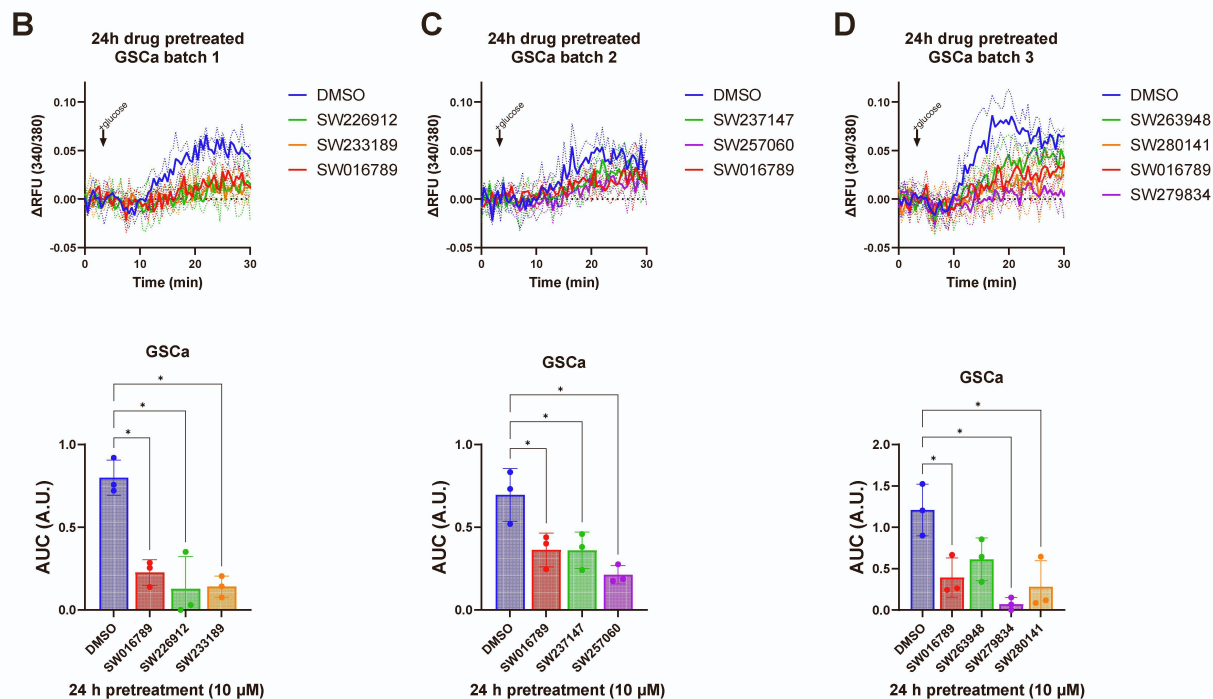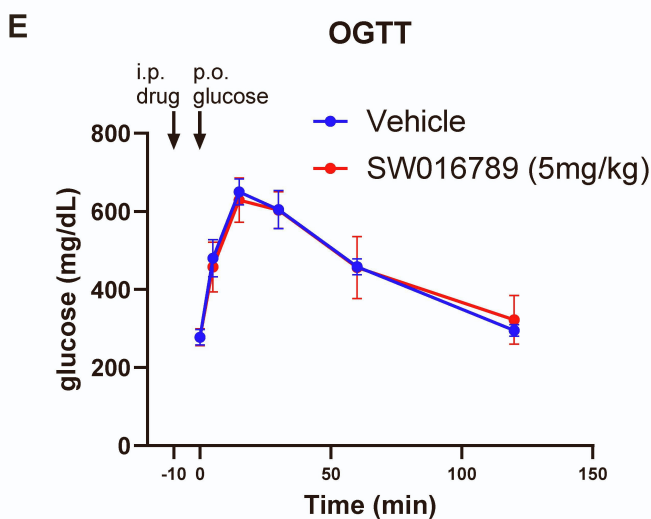

Figure S3

Figure S3. Diverse small molecule hypersecretion inducers phenocopy SW016789,
Related to Figure 3. A) Structures are shown for high-throughput screening hits previously identified [S2]. **B-D)** Glucose-stimulated Ca^{2+} influx after 24 h pretreatment with 5 μM SW016789 as a positive control, or with 10 μM of test compounds in the following panels: **B)** SW226912, SW233189; **C)** SW237147, SW257060; **D)** SW263948, SW280141, or SW279834. Data are the mean $\pm$ SD of N=3 experiments. *, $P < 0.05$ vs DMSO by one-way ANOVA with Dunnett's multiple comparisons test. **E)** Mice were fasted for 4 h, injected i.p. with SW016789 (5 mg/kg) or vehicle (20% PEG300 in saline). 10 min later, baseline blood sample was taken and glucose was gavaged at 2 mg/kg. Blood glucose was measured at baseline (0), 5, 15, 30, 60 and 120 minutes. Data are the mean $\pm$ SD of N=6 mice per group.

A**DXO 1h**   **SW016789 1h**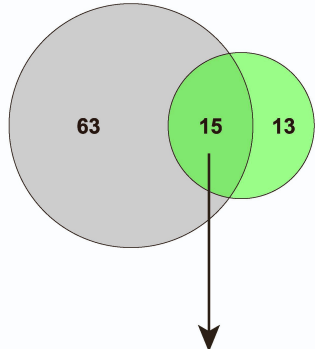

Csrnp1 Junb
Ddit3 Nfil3
Egr1 Npas4
Fos Nr4a1
Fosl2 Nr4a2
Gem Nr4a3
Ier2 Per1
Sik1

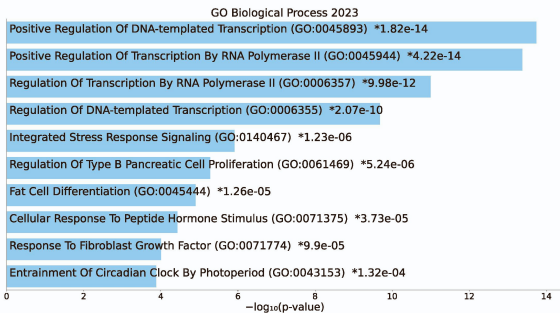**B****DXO 24h**   **SW016789 24h**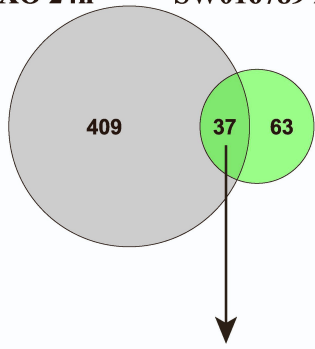

Acvr1c Col14a1 Ins1 Slc17a9
Adm2 Cox6a2 Kdelr3 Slc2a2
Aldh1l2 Csn3 Lcn2 Slc39a11
Angptl6 Cth Nnat Slc7a3
Bcat1 Cyb5r1 Nr4a1 Sspo
C3 Derl3 Nupr1 Stbd1
Cdsn Eif4ebp1 Ovol2 Trib3
Cgref1 Extl1 Plcx1
Chchd10 Fkbp1 Pycr1
Ciart Fmo2 Sdf2l1

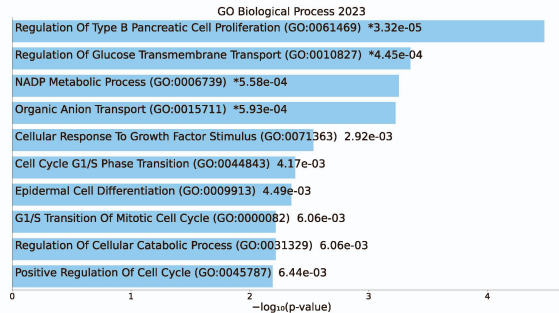**C****SW_all_clusters**   **Glib-York-lfc1.5fdr0.1**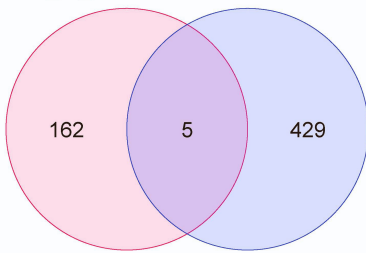**D****SW_all_clusters**   **Abcc8-KO_beta
lfc1.5fdr0.05**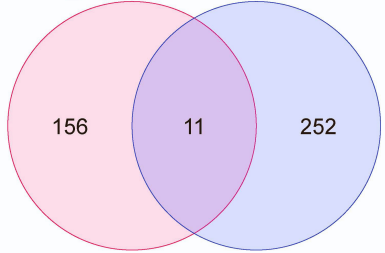**Figure S4**

Figure S4. Differential gene expression comparison of SW016789 and DXO, Related to Figure 4. A,B) Published transcriptomics data of DXO-treated mouse islets [S3] was compared to our SW016789-treated mouse MIN6 β -cell transcriptomics data at the corresponding 1 h (**A**) and 24 h (**B**) time points. Below the Venn diagrams the overlapping genes are shown (also in **Table S4**) as well as the GO Biological Process enrichment. **C,D)** Differentially-expressed genes from the SW016789 time course transcriptomics were compared to published RNAseq datasets from FACS-purified β -cells of *Abcc8* knockout mice [S4] and from islets of mice treated for 10 days with glibenclamide [S5]. Results of the overlaps are provided in **Table S5**.

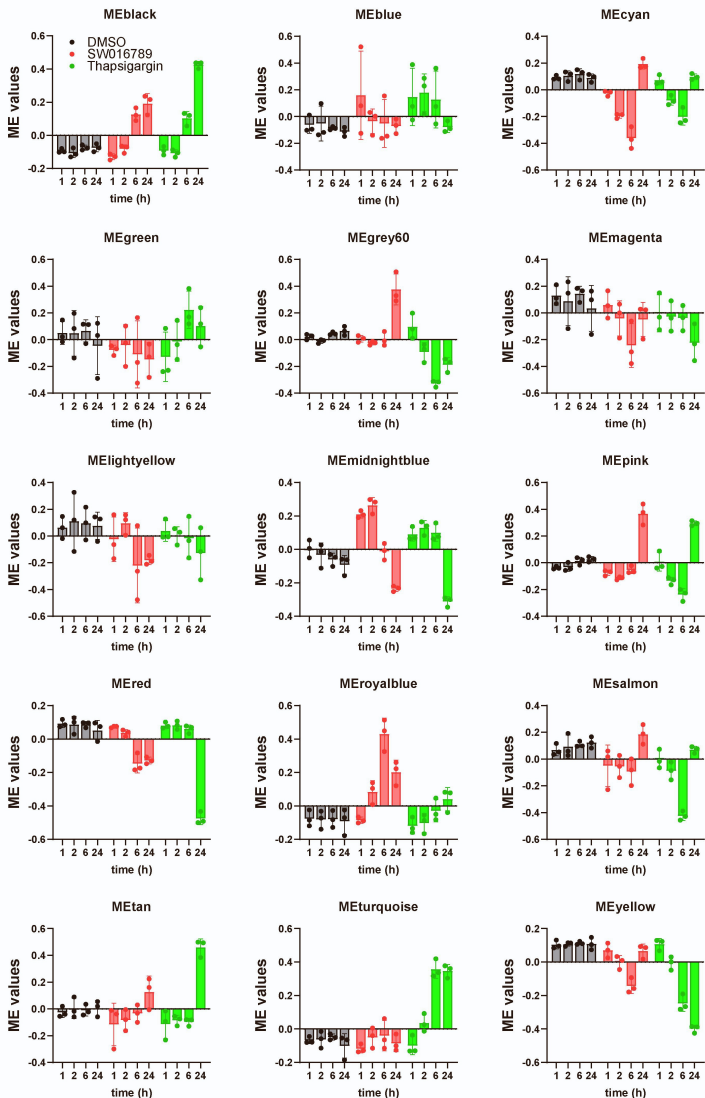

Figure S5

Figure S5. WGCNA modules identified from hypersecretion and ER stress time course transcriptomics, Related to Figure 5. Bar graphs show the mean $\pm$ SD of module eigengene (ME) values for each treatment within each module across the time course.

A**MIN6 cells**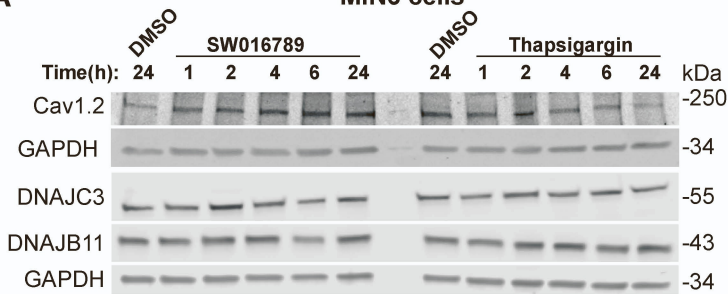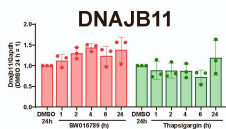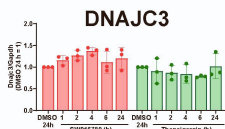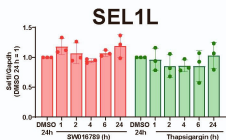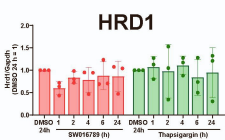**B****EndoC-βH1 cells**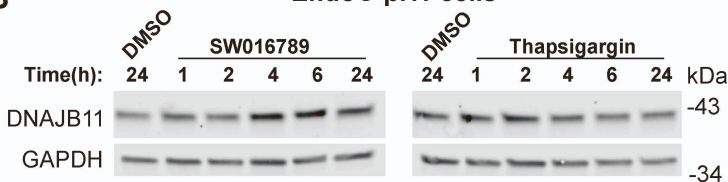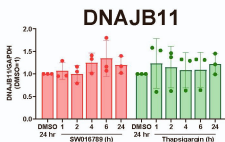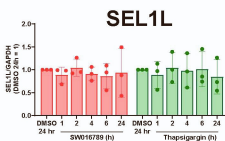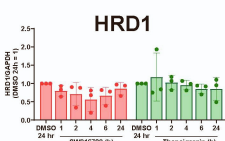**Figure S6**

Figure S6. Immunoblots for putative proteins responding to hypersecretory stress, Related to Figure 6. A) MIN6 β -cells were treated with SW016789 (5 μ M), thapsigargin (100 nM), or DMSO (0.1%) for the indicated times and samples were analyzed by immunoblotting. Quantification is shown for DNAJB11 and DNAJC3. Quantification of SEL1L and HRD1 from **Fig 6D** are also shown. Data are the mean $\pm$ SD of N=3. **B)** Human EndoC- β H1 cells were treated the same as in **(A)**, except thapsigargin was used at 1 μ M. Quantification is shown for DNAJB11. The GAPDH blot shown is the same as the lower blot in Fig 6E only for comparison of loading. Quantification of SEL1L and HRD1 from **Fig 6E** are also shown. Data are the mean $\pm$ SD of N=3.

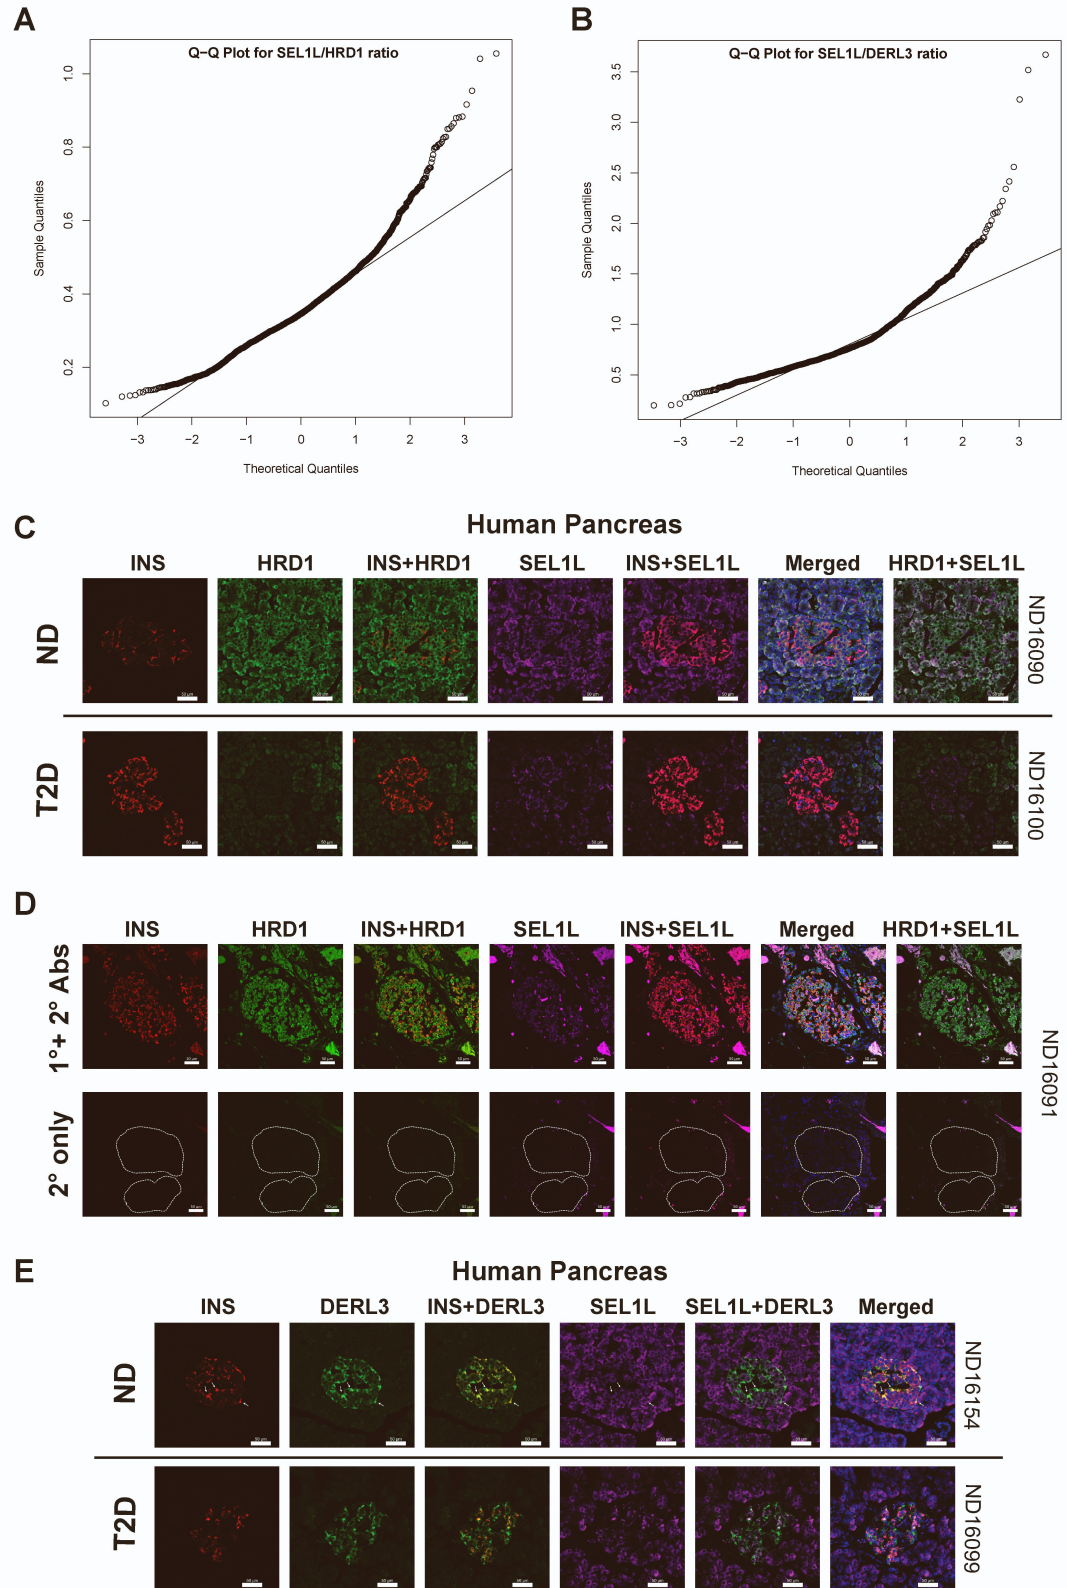

Figure S7

Figure S7. Additional donor and control immunohistochemistry, Related to Figure 7. A)

Q-Q tests to assess normality of **(A)** SEL1L/HRD1 and **(B)** SEL1L/DERL3 distribution ratios.

The straight diagonal line indicates normality. Both Q-Q plots show a positive skew. **B)** Staining of HRD1 and SEL1L in a third human donor, related to Fig 7A. **C)** Additional staining of HRD1 and SEL1L in a fourth human donor, along with secondary-only antibody controls to support specific staining of pancreatic HRD1 and SEL1L. Outlined islet region was identified by distinct morphology. Images are representative of three different imaged regions. **D)** Staining of INS, DERL3, and SEL1L in a third human donor, related to Fig 7D. All scale bars are 50 μm .

Checklist for reporting human islet preparations used in research

Adapted from Hart NJ, Powers AC (2018) Progress, challenges, and suggestions for using human islets to understand islet biology and human diabetes. Diabetologia <https://doi.org/10.1007/s00125-018-4772-2>

^aIf you have used more than eight islet preparations, please complete additional forms as necessary

^bFor example, IIDP, ECIT, Alberta IsletCore

^cPlease specify the therapy/therapies

^dTime of islet culture at the isolation centre, during shipment and at the receiving laboratory

^ePlease specify the test and the results

Table S6. Human islet checklist. Standard checklist containing donor metadata associated with human islet preparations used in this study.

SUPPLEMENTARY REFERENCES

- S1. Fred, R.G., Kappe, C., Ameer, A., Cen, J., Bergsten, P., Ravassard, P., Scharfmann, R., and Welsh, N. (2015). Role of the AMP kinase in cytokine-induced human EndoC-betaH1 cell death. *Mol Cell Endocrinol* **414**, 53-63. 10.1016/j.mce.2015.07.015.
- S2. Kalwat, M.A. (2021). High-Throughput Screening for Insulin Secretion Modulators. *Methods Mol Biol* **2233**, 131-138. 10.1007/978-1-0716-1044-2_9.
- S3. Pelligra, A., Mrugala, J., Griess, K., Kirschner, P., Nortmann, O., Bartosinska, B., Koster, A., Krupenko, N.I., Gebel, D., Westhoff, P., et al. (2023). Pancreatic islet protection at the expense of secretory function involves serine-linked mitochondrial one-carbon metabolism. *Cell Rep* **42**, 112615. 10.1016/j.celrep.2023.112615.
- S4. Stancill, J.S., Cartailier, J.P., Clayton, H.W., O'Connor, J.T., Dickerson, M.T., Dadi, P.K., Osipovich, A.B., Jacobson, D.A., and Magnuson, M.A. (2017). Chronic beta-Cell Depolarization Impairs beta-Cell Identity by Disrupting a Network of Ca(2+)-Regulated Genes. *Diabetes* **66**, 2175-2187. 10.2337/db16-1355.
- S5. York, N.W., Yan, Z., Osipovich, A.B., Tate, A., Patel, S., Piston, D.W., Magnuson, M.A., Remedi, M.S., and Nichols, C.G. (2025). Loss of beta-Cell KATP Reduces Ca²⁺ Sensitivity of Insulin Secretion and Trpm5 Expression. *Diabetes* **74**, 376-383. 10.2337/db24-0650.

How the deposited data were processed for this re-analysis (not part of the article)

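Gene expression was measured by RNA sequencing in 54 libraries of 6 endocrine cell lines: QGP1 (human), aTC1-6, GLUTag and MGN3-1 (mouse), and PCCL3 and PTH-C1 (rat). Each line has 3 libraries of DMSO for 24 h, 3 of thapsigargin for 6 h and 3 of thapsigargin for 24 h. Every thapsigargin group was compared with the DMSO libraries of 24 h, since the series has no DMSO libraries of 6 h, so the 6 h comparison also differs by 18 h in culture. Thapsigargin doses were 100 nM in QGP1, GLUTag and MGN3-1 and 500 nM in aTC1-6 and PCCL3; for PTH-C1 the sample labels give 500 nM and the description of the treatment 100 nM.

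The authors checked reads with FastQC 0.11.5, mapped them with STAR (v.2.710a) to hg38, mm10 or rn6, and counted uniquely mapped read pairs per gene with featureCounts of Subread 2.0.3, with the strand taken into account. They deposited tables of edgeR comparisons whose p values and FDR came, as deposited by the authors, from edgeR's F test on these counts. They also deposited one table of raw counts for each species, with 28058 human, 24421 mouse and 17321 rat genes, and one of TPM for each line. The 9 TPM columns of MIN6 in the deposited table were not used, because they belong to samples outside this series; the comparison columns for MIN6 were read only as the authors' deposited table. Totals of raw counts per library ranged from 14119108 to 33474090 in QGP1, from 18164859 to 42019309 in GLUTag, from 18947261 to 29618293 in MGN3-1, from 16291866 to 25659672 in PCCL3 and from 16194873 to 27415945 in PTH-C1. In aTC1-6, 8 libraries had between 16869009 and 43307954 counts, and thapsigargin 6 h replicate 2 had 43057, which limits what this library adds for all but abundant genes. It was kept as deposited.

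Raw counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest), with one fit per line over its 9 libraries for thapsigargin, one fit over the 9 mouse DMSO libraries and one over the 6 rat DMSO libraries. P values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper's time course; the log2 fold change of Vdac1 was judged by its adjusted p alone. The paper names edgeR as its test; its text names neither the filter on low counts nor the normalization for these lines. TPM were taken as deposited and, as an alternative, computed from the counts and the length given for each gene. The TPM of 2 lines were also compared by an exact two-sided permutation test, for which 3 libraries against 3 allow no p under 0.1.

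Choices made before the data were examined were the tests, the alternatives, 13 gene lists and the rule for the genes named in the text. Named genes are the VDAC family, the members of the lists (VDAC family, ERAD, ER chaperones and folding enzymes, ATF4 and CHOP targets, serine and one-carbon metabolism, COPII and ER export, immediate-early genes, cell death, hormones and secretory granule, calcium and ER-mitochondria contact, cholesterol synthesis, cell cycle, and markers of other cell types), and the 5 genes with the largest and the 5 with the smallest log2 fold change per line and time among called genes of at least 5 CPM whose treated libraries all lay on one side of the DMSO libraries. Which of these genes the text gives values for was chosen after their values had been seen, in part because their calls held without any single library. A further list of 27 genes that hypoxia induces, 1 of which is also in another list, was written after the results had been seen.

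The alternatives were the size factors of DESeq2 (RLE), upper quartile normalization (between lines only), no filter on low counts, the Wald test of DESeq2 1.42.0, the replicate number as a block, a fit of only the 6 libraries compared, and leaving out each library in turn. For Vdac1 TPM they were TPM computed from the counts, TPM without the 10 most abundant genes of each library, and CPM. One alternative was added after the data had been seen: counts of the shallow aTC1-6 library rebuilt from its deposited TPM. Counts of changed genes were recomputed in every split of the 6 libraries of a comparison into 3 and 3.

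Whether replicate numbers pair the libraries was checked by correlating the deviations of libraries from their group means. In PCCL3 and PTH-C1 the correlation was over 0.1 in 9 of 9 pairs with the same number (lowest 0.123 and 0.158) and 9 of 9 libraries correlated best with a library of their own number, so there the numbers were taken to pair the libraries. In the other lines they were not. The main fits used no pairs in any line, so their results for PCCL3 and PTH-C1 are unpaired. In simulated data built from the counts, the test called 53% (MGN3-1) to 90% (aTC1-6) of genes with a true log2 fold change of 1.5 at 6 h. No 2 libraries of a group had identical counts in any of 54 pairs. Figures were drawn with matplotlib 3.10.9, and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.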

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

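The paper does not report on the thapsigargin libraries of these 6 lines. Tests of abundant genes, of culture time and of hypoxia genes were chosen after the results had been seen; the counts, the comparison with Vdac2 and Vdac3 and the splits of the libraries were planned.

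Thapsigargin changed many genes in each line. In the human δ-cell line QGP1, edgeR called 1295 genes at 6 h (685 higher, 610 lower) and 1701 at 24 h (875 higher, 826 lower). In aTC1-6 it called 597 at 6 h (373 higher, 224 lower) and 740 at 24 h (338 higher, 402 lower), in GLUTag 698 (298 higher, 400 lower) and 524 (354 higher, 170 lower), and in MGN3-1 391 (184 higher, 207 lower) and 1104 (455 higher, 649 lower). In the rat thyroid line PCCL3 it called 1534 at 6 h (704 higher, 830 lower) and 1020 at 24 h (367 higher, 653 lower), and in PTH-C1 834 (394 higher, 440 lower) and 310 (161 higher, 149 lower). These counts come from fits without pairs. With the pairs of PTH-C1 as a block, the count was 1102 at 6 h and 684 (310 higher, 374 lower) at 24 h. With those of PCCL3 it was 1784 and 1204. DESeq2 called 217 genes at 6 h (125 higher, 92 lower) and 285 at 24 h (147 higher, 138 lower) in aTC1-6. It called 686 in MGN3-1 at 6 h and 664 in PTH-C1 at 24 h, where edgeR on only the 6 libraries compared called 186 and 175. Single libraries moved several counts by more than 1.5 times. At 6 h the count was 349 without aTC1-6 thapsigargin 6 h replicate 1 and 1074 without GLUTag thapsigargin 6 h replicate 2; at 24 h it was 345 without GLUTag DMSO replicate 1. In MGN3-1 at 6 h it was 106, 180 or 160 without DMSO replicate 2, 3 or 4, 242 or 258 without thapsigargin 24 h replicate 2 or 3, and 152 or 62 without thapsigargin 6 h replicate 2 or 4; at 24 h it was 726 without DMSO replicate 2 and 657 without thapsigargin 24 h replicate 2. In PCCL3 it was 940 at 6 h without DMSO replicate 1, and at 24 h 589 or 607 without DMSO replicate 1 or 2 and 671 without thapsigargin 24 h replicate 1. In PTH-C1 at 6 h it was 528 without DMSO replicate 1 and 431 or 526 without thapsigargin 6 h replicate 1 or 3; at 24 h it was 168 or 163 without DMSO replicate 1 or 3 and 743, 127 or 177 without thapsigargin 24 h replicate 1, 2 or 3.

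The 6 libraries of each comparison can be split into 3 and 3 in 10 ways, and 1 split, the real one, gave a count as large in each of the 12 comparisons. This is too few splits for a share under 0.05. With edgeR the highest count of any other split was 3, for GLUTag at 6 h, and 0 in each of the other comparisons, where between 6 and 859 genes had an unadjusted p under 0.05 and an absolute log2 fold change over 1 in the other splits, against 710 to 2105 in the real ones. The real split stood least apart by that count in MGN3-1 at 6 h (876 against 859) and in PTH-C1 at 24 h (812 against 703). In PCCL3 and PTH-C1 the real split parts all 3 pairs of libraries; the 3 other splits that part as many pairs gave at most 0 calls, and the remaining 6 part 1 pair only.

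Vdac1 fell in 3 lines at 6 h, by a log2 fold change of -0.93 (standard error 0.15, adjusted p = 0.00169) in GLUTag, -1.05 (standard error 0.16, adjusted p = 0.0115) in MGN3-1 and -1.36 (standard error 0.16, adjusted p = 0.00278) in PTH-C1, all from edgeR, and 3 of 3 treated libraries lay below every DMSO library in each. At 24 h it was lower in GLUTag (-0.89, standard error 0.15, adjusted p = 0.0040) and in MGN3-1 (-0.56, standard error 0.16, adjusted p = 0.0498). Outside these 6 lines, the authors' edgeR comparisons put Vdac1 lower in MIN6 too. It was -0.70 (FDR 1.0e-05) at 6 h and -0.54 (FDR 7.8e-05) at 24 h there. The 6 h call in MGN3-1 was lost without thapsigargin 6 h replicate 4 (-1.06, adjusted p = 0.0695). Its 24 h call was lost with no filter (adjusted p = 0.1), with only the 6 libraries compared (adjusted p = 0.0717) and without DMSO replicate 2 (-0.63), 3 (-0.52) or 4 (-0.54), thapsigargin 24 h replicate 2 (-0.52), 3 (-0.65) or 4 (-0.52), or thapsigargin 6 h replicate 2 (-0.57) or 4 (-0.57). At 6 h it was -0.42 (adjusted p = 0.0519) in aTC1-6, -0.32 (adjusted p = 0.236) in PCCL3 and 0.13 (adjusted p = 0.658) in QGP1. In PCCL3, too, 3 of 3 treated libraries lay below every DMSO library, and the fall did not pass the test with the pairs as a block either. The fall in aTC1-6 passed the test with RLE size factors (-0.45, adjusted p = 0.0408), with only the 6 libraries compared (-0.45, adjusted p = 0.0135), with the rebuilt counts of its shallow library (-0.50, adjusted p = 0.00414), and without thapsigargin 6 h replicate 2 (-0.48, adjusted p = 0.0255) or thapsigargin 24 h replicate 1 (-0.44, adjusted p = 0.00682).

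The tables argue against 2 explanations of the fall at 6 h. A larger share of counts for a few abundant genes would remove it, but at least 99.0% of the log2 fall in CPM remained without the 10 most abundant genes of each library. A fall of the VDAC family as a whole is argued against by Vdac2 and Vdac3, 4 of whose 6 values lay above 0.5 of the Vdac1 change by more than 2 standard errors. The values that did not were those of Vdac2 in GLUTag (-0.36, standard error 0.13) and MGN3-1 (-0.38, standard error 0.16). In these lines only Vdac3 argues against it, and a shared fall of Vdac1 and Vdac2 stays open. The 18 h difference in culture time stays open in all 3 lines: at matched time, 24 h, Vdac1 was lower in GLUTag and MGN3-1 (log2 fold change plus 2 standard errors at most -0.24) and 0.0335 in PTH-C1 (-0.07 without DMSO replicate 3 and -0.04 without thapsigargin 24 h replicate 2), but a value at 24 h does not measure the effect at 6 h, and without DMSO libraries of 6 h time in culture and thapsigargin cannot be told apart there. Another candidate explanation that stays open is that Vdac1 moved with genes that hypoxia induces, glycolytic genes among them. The median log2 fold change of the list of such genes at 6 h was -0.68 in GLUTag, -0.91 in MGN3-1 and -0.72 in PTH-C1. It was also -0.80 in aTC1-6, against -0.34 in QGP1 and 0.04 in PCCL3.

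The response of Ddit3, which encodes the stress transcription factor CHOP, differed between the 2 mouse lines that received the same dose. Its log2 fold change at 24 h was 2.13 in GLUTag and 3.71 in MGN3-1, each from the fit of its own line. A separate joint fit of both lines estimated the difference as -1.54 (standard error 0.41, adjusted p = 0.0399 from the interaction term in edgeR). It was the only one of 16 such differences, over 8 genes and both times, that passed the test, which was not repeated without single libraries.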

How the results depend on the processing

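With 3 libraries per group, leaving out 1 leaves 2, and fewer libraries alone lower the number of calls; other causes of the changes below were not tested. The alternative with rebuilt counts of the shallow aTC1-6 library was chosen after the data had been seen. Of 165 named gene results, none changed direction, and of 2335 alternative values 165 fell below the thresholds, 145 of them without one library; the genes the closing text gives values for were in part chosen for calls that held without any single library. RLE size factors moved the share of higher calls by over 10 points in no comparison. In PTH-C1 at 24 h (161 higher, 149 lower) the split became 112 and 63 with only the 6 libraries compared, 109 and 59, 189 and 113 or 106 and 57 without DMSO replicate 1, 2 or 3, and 100 and 27 without thapsigargin 24 h replicate 2; in MGN3-1 at 6 h (184 and 207) it became 39 and 23 without thapsigargin 6 h replicate 4. The shallow aTC1-6 library limits what can be called at 6 h in that line.

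Vdac1 TPM in DMSO changed with the unit. Computed from the counts they were 267 in QGP1, 434 in aTC1-6, 801 in GLUTag, 299.7 in MGN3-1, 361 in PCCL3 and 255 in PTH-C1; as CPM 195, 284, 531, 194, 322 and 223. Without the 10 most abundant genes they were 105 in aTC1-6, 186 in GLUTag and 69.4 in MGN3-1, and within 1 SD elsewhere. Without one library the means were 115 to 130.4 in QGP1, 86.0 to 94.0 in aTC1-6, 159.9 to 177 in GLUTag, 58.5 to 62.8 in MGN3-1, 116 to 134 in PCCL3 and 79.1 to 92.5 in PTH-C1.

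Between lines, the call of aTC1-6 over MGN3-1 ended with RLE (0.31, adjusted p = 0.0662), with no filter (0.36, adjusted p = 0.0536), with the replicate block (0.35, adjusted p = 0.106) and without one library in 5 of 9 cases (0.29 to 0.41). Both GLUTag differences held under each alternative, without one library from 0.98 to 1.13 over MGN3-1 and from 0.64 to 0.78 over aTC1-6, and PTH-C1 minus PCCL3 was not called under any (-0.58 to -0.31).

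Counts of changed genes moved by over 1.5 times with DESeq2 in aTC1-6 (217 at 6 h, 285 at 24 h), MGN3-1 at 6 h (686) and PTH-C1 at 24 h (664), and with only the 6 libraries compared in MGN3-1 at 6 h (186) and PTH-C1 at 24 h (175). The replicate block, or pairing, moved MGN3-1 at 6 h to 214 and PTH-C1 at 24 h to 684; in PCCL3 and PTH-C1, where numbers pair the libraries, it moved no other count by over 1.5 times. In the other lines the numbers were not taken to pair them (4 of 9 aTC1-6, 7 of 9 GLUTag, 5 of 9 MGN3-1 and 1 of 9 QGP1 libraries correlated best with their own number). Pairing in part is not ruled out in GLUTag, where the median correlation was 0.148 for the same number and -0.0893 for other numbers. The block gave 1036 and 1471 in QGP1, 601 and 793 in aTC1-6, 704 and 554 in GLUTag and 951 in MGN3-1 at 24 h.

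Without one library, counts at 6 h ranged from 908 to 1427 in QGP1, 349 (without thapsigargin 6 h replicate 1) to 722 in aTC1-6, 482 to 1074 (without thapsigargin 6 h replicate 2) in GLUTag, 62 to 490 in MGN3-1, 940 (without DMSO replicate 1) to 1757 in PCCL3 and 431 to 957 in PTH-C1. At 24 h they ranged from 1273 to 1936 in QGP1, 629 to 811 in aTC1-6, 345 (without DMSO replicate 1) to 586 in GLUTag, 657 to 1275 in MGN3-1, 589 to 1287 in PCCL3 and 127 to 743 in PTH-C1. Each library that moved a count by over 1.5 times is named beside the counts.

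Vdac1 at 6 h in aTC1-6 passed the test with RLE (-0.45, adjusted p = 0.0408), with only the 6 libraries compared (-0.45, adjusted p = 0.0135) and with rebuilt counts (-0.50, adjusted p = 0.00414), and without thapsigargin 6 h replicate 2 (-0.48) or thapsigargin 24 h replicate 1 (-0.44). At 24 h in MGN3-1 its call ended with no filter (-0.57, adjusted p = 0.1), only the 6 libraries (-0.58, adjusted p = 0.0717), the replicate block (-0.56, adjusted p = 0.108) and without 8 of 9 libraries in turn, all but thapsigargin 6 h replicate 3 (-0.65 to -0.52). At 6 h in MGN3-1 it ended without thapsigargin 6 h replicate 4 (-1.06, adjusted p = 0.0695). At 24 h in PTH-C1, where no change was called, it turned to -0.0729 without DMSO replicate 3 and to -0.04 without thapsigargin 24 h replicate 2. Ranges without one library at 6 h were 0.0005 to 0.26 in QGP1, -0.48 to -0.32 in aTC1-6, -1.10 to -0.83 in GLUTag, -1.12 to -0.97 in MGN3-1, -0.43 to -0.18 in PCCL3 and -1.47 to -1.23 in PTH-C1, and at 24 h -0.50 to -0.22, -0.30 to -0.19, -0.96 to -0.79, -0.65 to -0.52, 0.12 to 0.35 and -0.07 to 0.16.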

Differences from the paper's values

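The Vdac1 TPM that Figure S1D shows for aTC1-6, GLUTag, MGN3-1, PCCL3 and QGP1 match the deposited TPM within 1.5 times. The alternatives set before the data were examined that differ by more are TPM computed from the counts and the length given for each gene, and CPM, in each of these 5 lines; leaving out the 10 most abundant genes of each library or single libraries does not.

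The paper ranks MIN6 above the other lines of Figure S1D. With the deposited TPM, GLUTag had 169 ± 16.9 (SD, n = 3), below the MIN6 bar of that panel. With TPM computed from the counts and the length given for each gene, GLUTag had 801 ± 88.5 (SD, n = 3), above the MIN6 bar. Which gene lengths the bar rests on was not checked, so the units of either comparison may differ from those of the bar. The paper's MIN6 TPM in Table S2, in the copy read, went with the length given for each gene in 100% of the genes checked. The deposited TPM of the 6 lines did not. In the authors' deposited table of comparisons, in which each line was normalized on its own, the mean log2 CPM of Vdac1 over a line's libraries of all treatments was 8.55 in MIN6 and 8.53 in GLUTag, against 8.18 in PCCL3, 7.94 in aTC1-6, 7.53 in PTH-C1, 7.49 in QGP1 and 7.25 in MGN3-1. The CPM in DMSO estimated from that table was 486 in MIN6 and 538 in GLUTag; in the 6 lines with counts, such estimates for Vdac1 were 0.911 to 1.08 times the CPM from the counts. These CPM do not rank the 2 lines: MIN6 is the higher in the first measure and GLUTag in the second, and the gap is about as large as the error of such estimates. MIN6 was above the 5 other lines in the authors' table. No test between MIN6 and GLUTag was run.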

Other observations

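The tests of gene lengths and of the shallow library were chosen after the results had been seen; those of ERAD, serine synthesis and hormone genes were planned.

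Thapsigargin raised genes of the unfolded protein response in all 6 lines. Of ER chaperones and folding enzymes, 70 of 144 measured gene and line pairs were higher at 6 h and 80 at 24 h (71 and 81 adjusted over the list alone), with 2 to 19 of 24 members per line at 6 h and 8 to 21 at 24 h. In MGN3-1 at 6 h, 2 members were higher, the median log2 fold change was 0.03 and Hspa5 was not called (0.87, standard error 0.20); Hspa5 did not differ from GLUTag past the threshold (adjusted p = 0.344 from the interaction term), and at a true log2 fold change of 1.5 the simulation called the fewest changed genes in this line (53%). Hspa5, which encodes the chaperone BiP, was higher in 6 lines at 24 h, with log2 fold changes from 1.69 (standard error 0.17, aTC1-6) to 4.19 (standard error 0.33, PTH-C1) and adjusted p up to 0.00136 from edgeR. Herpud1, an ERAD gene, was higher in 6 lines at 6 h, from 1.30 (MGN3-1) to 3.49 (QGP1). Of COPII and ER export genes 18 of 105 pairs were higher at 6 h and 17 at 24 h (18 and 17 over the list alone); Sec24d was higher in 5 lines at 24 h. Of ATF4 and CHOP targets, 70 of 137 pairs were higher at 6 h and 75 at 24 h, when 1 was lower (78 and 86 higher adjusted over the list alone). In PTH-C1 2 of 22 were higher at 24 h, or 9 adjusted over the list alone and 6 with the pairs as a block, and in PCCL3 3 of 21, or 6 over the list alone and 6 with the block. Slc7a11, the cystine transporter, was higher in 4 lines at 6 h, with a log2 fold change of 3.50 (standard error 0.27) in GLUTag. Of 7200 genes tested in all lines, 17 were higher in at least 5 lines at 6 h and 13 at 24 h. In exactly 5 lines there were 15 and 9. Independent lists, with each gene equally likely to be called, would give 6.9e-04 and 3.0e-04. All lines received the same drug and genes differ in how readily they are called, so no conclusion is drawn from this.

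Members of other groups were called in some of the lines, and differences between the lines were not tested. Of all genes tested, 3.01% (MGN3-1) to 15.4% (PCCL3) were called at 6 h. At 24 h the share was 3.00% (PTH-C1) to 11.8% (QGP1). Whether a list held more called genes than this share was not tested. Of cell cycle genes, 4 of 117 pairs were lower at 6 h and 27 at 24 h, with none higher (2 and 44 lower adjusted over the list alone): 9 in QGP1, 9 in PCCL3, 6 in MGN3-1 and 3 in PTH-C1. Of genes of cholesterol synthesis, PCCL3 had 8 of 15 higher at 6 h, with Hmgcs1 at 1.64 (standard error 0.27), while PTH-C1 had 4 lower, or 6 with the pairs as a block; over all lines 10 were higher and 5 lower at 6 h and 7 higher at 24 h (10 and 7, and 8, over the list alone). Of immediate-early genes, 27 of 121 pairs were higher and 3 lower at 6 h (29 and 3 over the list alone), 12 of them in PCCL3 and 9 in QGP1; at 24 h 12 were higher and 7 lower (14 and 7), with Nr4a1 at -2.25 (standard error 0.40) in MGN3-1 and 2.10 (standard error 0.42) in QGP1. PTH-C1 had 4 higher at 6 h, or 7 with the block. Of cell death genes 6 of 75 pairs were higher and 3 lower at 6 h, and 8 and 3 at 24 h (6 and 3, and 9 and 3, over the list alone). With the pairs of PCCL3 and PTH-C1 as a block, 4 were lower at 6 h. Of genes of calcium handling and ER-mitochondria contact, 6 of 102 pairs were higher and 6 lower at 6 h and 8 and 3 at 24 h (6 and 7, and 8 and 3, over the list alone); with the pairs of PCCL3 and PTH-C1 as a block, 8 were lower at 6 h and 5 at 24 h. Of markers of other cell types, 1 of 27 was higher and 2 lower at 6 h, and 4 and 3 at 24 h (1 and 3, and 4 and 3, over the list alone). Of the VDAC family, 2 of 18 pairs passed both thresholds at 6 h, Vdac1 in MGN3-1 and PTH-C1 (2 over the list alone), and at 24 h edgeR called 0, with no absolute log2 fold change over 1.

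One hypothesis was that ERAD genes rise with thapsigargin in these lines; for MIN6 the paper describes a rise weaker or later than with SW016789. Of ERAD genes, 28 of 137 pairs were higher and none lower at 6 h and again 28 at 24 h (28 and 31 adjusted over the list alone). Herpud1 was higher at 6 or 24 h in 6 lines, Sel1l in 5 and Syvn1, which encodes HRD1, in 3 (QGP1, PCCL3 and PTH-C1); the test needed at least 4 for each gene to hold and under 2 for one to fail, so with Syvn1 at 3 it decided neither way. Sel1l was no longer called in aTC1-6 without thapsigargin 6 h replicate 3 (0.98) or in PTH-C1 without DMSO replicate 3 (1.71, adjusted p = 0.0558). In aTC1-6, GLUTag and MGN3-1 Syvn1 had log2 fold changes from 0.49 to 0.96, below the threshold of 1. The authors' edgeR comparisons gave 0.86 (FDR 1.3e-04) at 6 h and 0.61 (FDR 8.0e-04) at 24 h in aTC1-6. They gave 0.85 (FDR 0.0028) and 0.96 (FDR 0.0029) in GLUTag, and 0.49 (FDR 0.12) and 0.82 (FDR 0.013) in MGN3-1. At 24 h each of these FDRs was under 0.05. Sel1l, not called in MGN3-1, was 0.06 (FDR 0.88) at 6 h and 0.95 (FDR 0.0082) at 24 h there. In MIN6 the authors' edgeR comparisons gave Syvn1 0.31 (FDR 0.012) at 6 h and 0.68 (FDR 7.1e-06) at 24 h, also below the fold threshold. Sel1l was 0.43 (FDR 7.2e-04) and 1.11 (FDR 9.3e-09) there, and Derl3 was 0.29 (FDR 0.11) and 1.18 (FDR 1.9e-06). Both passed that threshold at 24 h. Derl3, which the paper names as a core ERAD gene, was not part of the test. It was called higher at 6 or 24 h in aTC1-6, GLUTag and MGN3-1, the 3 lines in which it was tested. In QGP1, PCCL3 and PTH-C1 it was not among the genes tested.

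Another hypothesis was that the serine synthesis genes Phgdh, Psat1 and Psph rise in these lines. It did not hold for Psat1, which was called higher in 1 line (QGP1, 2.41 at 6 h, standard error 0.19). Psat1 was called lower in PCCL3 (-1.43 at 6 h, standard error 0.21). Below the fold threshold, the authors' edgeR comparisons put Psat1 higher at 6 h in GLUTag, MGN3-1 and aTC1-6. The log2 fold changes were 0.63 (FDR 0.0022), 0.80 (FDR 0.038) and 0.28 (FDR 0.048), against -0.06 (FDR 0.92) in PTH-C1. Phgdh was called higher in 4 lines and Psph in 5, or 6 with the pairs of PTH-C1 as a block (1.20, adjusted p = 0.0307). Phgdh was no longer called in MGN3-1 at 24 h without DMSO replicate 2 (1.45, adjusted p = 0.109) or 3 (1.19, adjusted p = 0.085), thapsigargin 24 h replicate 2 (1.38, adjusted p = 0.105) or 3 (1.25, adjusted p = 0.11) or thapsigargin 6 h replicate 2 (1.44, adjusted p = 0.0518), nor Psph in PCCL3 at 6 h without DMSO replicate 1 (0.91) or thapsigargin 6 h replicate 1 (0.99). Over serine and one-carbon metabolism, 17 of 60 pairs were higher and 1 lower at 6 h, and 20 and 3 at 24 h (20 and 1, and 21 and 3, over the list alone).

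A further hypothesis was that hormone and secretory granule genes fall at 24 h. In 3 of 6 lines more members were lower than higher, which left the test undecided: it needed 4. At 24 h 11 of 50 pairs were lower and 2 higher, and at 6 h 5 and 2 (14 and 2, and 9 and 2, over the list alone). MGN3-1 had the most lower calls at 24 h, 5 of 11 measured members (8 over the list alone), and 0 higher. SST, the product of δ cells, was lower in QGP1 (-1.51, standard error 0.32), as was PCSK2, while IAPP and PCSK1 were higher there, the 2 higher calls at 24 h. Tg, which encodes thyroglobulin, was lower in PCCL3 (-1.84, standard error 0.33).

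The deposited TPM differ from TPM computed with the length given for each gene. Lengths taken from another annotation of the same genes would correlate with the given ones, but the highest correlation over 53 libraries of the implied with the given log length was 0.0122. Lengths in alphabetical order of the symbols assigned to genes in genomic order gave at least 99.95% of genes within 1% in every library, in line with such an assignment as a candidate cause; random lengths gave at most 0.966%. This leaves comparisons of one gene within a species as they are, apart from the scaling of each library, and moves comparisons between genes and between species. Whether it moves those with the MIN6 bar of Figure S1D was not checked, since of the MIN6 TPM only those in Table S2 were read. No biological explanation was tested.

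The count table holds 43057 counts for aTC1-6 thapsigargin 6 h replicate 2. Counts of another condition of the line under this label are argued against, since the lowest chi-square per degree of freedom around a library of another condition was 1.72, and 1.50 and 1.55 around the other 6 h libraries. The deposited TPM of this sample rebuild to 124696193 whole counts (100% of 16328 genes, within 0.05), around which the shallow counts had a chi-square per degree of freedom of 1.14. This is consistent with both tables coming from the same library at different depth. With the rebuilt counts, 391 genes were higher and 254 lower at 6 h, the numbers in the authors' deposited table, and the largest difference in log2 fold change from that table was 5.4e-04; Vdac1 was then -0.50 (standard error 0.10, adjusted p = 0.0041 from edgeR).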
